# Distinct fibroblast subsets regulate lacteal integrity through YAP/TAZ-induced VEGF-C in intestinal villi

**DOI:** 10.1038/s41467-020-17886-y

**Published:** 2020-08-14

**Authors:** Seon Pyo Hong, Myung Jin Yang, Hyunsoo Cho, Intae Park, Hosung Bae, Kibaek Choe, Sang Heon Suh, Ralf H. Adams, Kari Alitalo, Daesik Lim, Gou Young Koh

**Keywords:** Angiogenesis, Lymphangiogenesis

## Abstract

Emerging evidence suggests that intestinal stromal cells (IntSCs) play essential roles in maintaining intestinal homeostasis. However, the extent of heterogeneity within the villi stromal compartment and how IntSCs regulate the structure and function of specialized intestinal lymphatic capillary called lacteal remain elusive. Here we show that selective hyperactivation or depletion of YAP/TAZ in PDGFRβ^+^ IntSCs leads to lacteal sprouting or regression with junctional disintegration and impaired dietary fat uptake. Indeed, mechanical or osmotic stress regulates IntSC secretion of VEGF-C mediated by YAP/TAZ. Single-cell RNA sequencing delineated novel subtypes of villi fibroblasts that upregulate *Vegfc* upon YAP/TAZ activation. These populations of fibroblasts were distributed in proximity to lacteal, suggesting that they constitute a peri-lacteal microenvironment. Our findings demonstrate the heterogeneity of IntSCs and reveal that distinct subsets of villi fibroblasts regulate lacteal integrity through YAP/TAZ-induced VEGF-C secretion, providing new insights into the dynamic regulatory mechanisms behind lymphangiogenesis and lymphatic remodeling.

## Abstract (web summary)

Intestinal stromal cells (IntSCs) play essential roles in maintaining intestinal homeostasis. Here the authors show that VEGF-C expression in specialized IntSCs is regulated by YAP/TAZ, and VEGF-C is responsible for maintaining lacteal integrity, thus influencing dietary fat drainage into lacteals.

## Introduction

Each small intestinal villus contains a highly specialized lymphatic capillary called a lacteal, which is essential for dietary fat uptake and gut immune surveillance^1–3^. The lymphatic endothelial cells (LECs) that make up lacteals constantly but slowly proliferate under vascular endothelial growth factor (VEGF)-C–VEGF receptor (VEGFR)3 and delta-like 4 (DLL4)-Notch signaling, whereas most LECs forming the lymphatic vessels (LVs) in other organs are relatively quiescent in adults^4,5^. Moreover, adrenomedullin-calcitonin receptor and VEGF-A-VEGFR2 signaling have been demonstrated as regulators of lacteal integrity and function, and vascular endothelial (VE)‐cadherin is also required for lacteal morphogenesis and maintenance^6–8^. Renewal capacity is unique to certain organ-specific LECs, which implies that distinct regulatory processes may support lacteals to cope with the dynamic microenvironment and highly repetitive mechanical forces of intestinal peristalsis^1–3^. A lacteal is surrounded by the villus stroma, which is composed of capillaries, pericytes, smooth muscle cells (SMCs), fibroblasts, immune cells, and extracellular matrix residing under the rapidly renewing intestinal epithelial cells^1–3^. In this milieu, a subset of SMCs has been suggested as an important source of VEGF-C for lacteal maintenance^5^. On the other hand, emerging evidence suggests that the mesenchymal compartment of the intestinal stroma provides Wnt ligand for intestinal stem cells and is important in maintaining gut homeostasis by tightly coordinating the renewal capacity of intestinal stem cells^9–12^. Indeed, mesenchymal stromal cells are also being recognized to have diverse roles in microenvironmental remodeling in various organs^13–16^. However, although lacteals are compactly surrounded by mesenchymal stromal cells, their contributions to lacteal maintenance remain unknown.

The mammalian Hippo signaling pathway is the key regulator that controls various biological processes including cellular differentiation, proliferation, tissue homeostasis, and stem cell renewal^17–19^. The key components of the Hippo kinase cascade are LATS1 and LATS2 (LATS1/2), and the final transcriptional regulators YAP and TAZ (YAP/TAZ) primarily bind to TEA domain transcription factors (TEAD) to exert their activities^18^. Recent studies have demonstrated that the Hippo pathway regulates stromal cells, including blood endothelial cells (BECs), LECs, SMCs, and pericytes, to promote tissue development and function in a highly context-dependent manner^20–24^. Indeed, intimate Hippo-dependent crosstalk among these cell types is essential for tissue-specific formation and specialization of vessels, as well as their remodeling^20–24^. YAP/TAZ are regulated by mechanical stress, and they are well-known mediators and effectors of mechanical cues for the regulation of cell proliferation and differentiation^25–29^. In particular, mesenchymal stromal cells in intestinal villi are placed under high levels of repetitive mechanical stress and extreme variations in osmotic pressure^1–3^ that can modulate YAP/TAZ.

Here, we explored the role of intestinal villi stromal cells by generating PDGFRβ-specific YAP/TAZ hyperactivation or depletion mouse models. We show that PDGFRβ^+^ intestinal stromal cells (IntSCs) play pivotal roles in lacteal maintenance and function by YAP/TAZ-dependent secretion of VEGF-C. We demonstrate that YAP/TAZ of PDGFRβ^+^ IntSCs integrate mechanical cues and VEGF-C secretion to support lacteal integrity. Using single-cell RNA sequencing, we reveal the heterogeneity of PDGFRβ^+^ IntSCs by identifying five distinct clusters of fibroblasts in addition to enteric SMCs and mural cells. Furthermore, we visualize the unique location of each subtype using differentially expressed marker genes identified in our analysis. Our results show that certain subsets of fibroblasts surrounding a lacteal secrete VEGF-C upon YAP/TAZ activation. These findings propose the novel and dynamic regulatory mechanism of lacteal maintenance and function by distinct subsets of fibroblasts, which constitute the peri-lacteal microenvironment.

## Results

### YAP/TAZ hyperactivation in PDGFRβ^+^ IntSCs promotes aberrant lacteal spouting and branching network formation in the small intestinal villi

LATS1/2 constitute the core of Hippo pathway, which inhibits YAP/TAZ activities through phosphorylation-dependent cytoplasmic retention and degradation^18^. To gain insights into the role of Hippo pathway in PDGFRβ^+^ cells, we hyperactivated YAP/TAZ by deleting both *Lats1*/*2* in these cells in a tamoxifen-dependent manner using the *Lats1*/*2*^i∆PβC^ mutants, which were generated by crossing *Pdgfrb*-Cre-ER^T2^ mouse^30^ with *Lats1*^*fl/fl*^/*Lats2*^*fl/fl*^ mouse^31,32^ (Fig. 1a). Cre-ER^T2^-negative but flox/flox-positive littermates were defined as wild-type (WT) mice in each experiment.

**Fig. 1:**
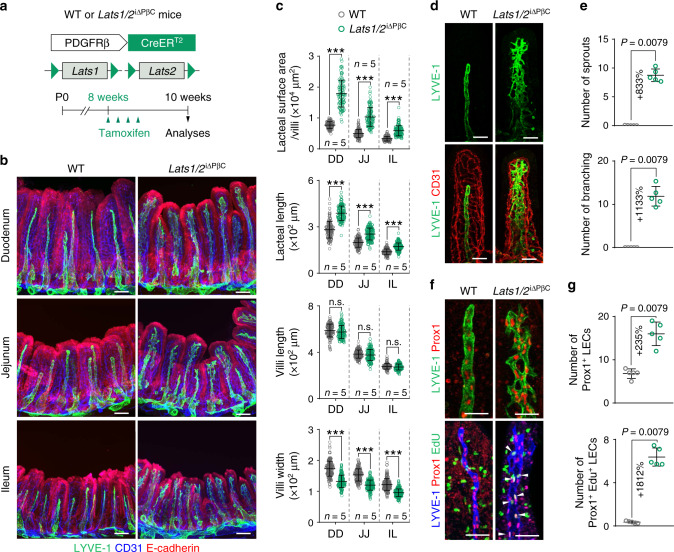
YAP/TAZ hyperactivation in PDGFRβ^+^ IntSCs induces lacteal sprouting and branching. **a** Diagram depicting the generation of *Lats1*/*2*^iΔPβC^ mouse and PDGFRβ^+^ cell-specific depletion of *Lats1/2* in 8-week-old mice and analyses at 2 weeks later. **b**, **c** Representative images of LYVE-1^+^ lacteals and CD31^+^ capillary plexus under the E-cadherin^+^ epithelial cells in intestinal villi of the indicated part of small intestine and comparisons of the lacteal surface area per villi, lacteal length, villi length, and villi width in the duodenum (DD), jejunum (JJ), and ileum (IL) in WT and *Lats1/2*^iΔPβC^ mice. Dots indicate values of 101–217 villi/group in *n* = 5 mice/group pooled from three independent experiments. Horizontal bars indicate mean ± SD and *** *P* < 0.0001 versus WT by two-tailed Mann–Whitney *U* test. n.s., not significant. Scale bars, 100 μm. **d**, **e** Representative images and comparisons of the number of lacteal sprouts and branches per 100 μm of lacteal length in WT and *Lats1/2*^iΔPβC^ mice. Each dot indicates a mean value of 10–20 villi/mouse and *n* = 5 mice/group pooled from three independent experiments. Horizontal bars indicate mean ± SD and *P* value versus WT by two-tailed Mann–Whitney *U* test. Scale bars, 50 μm. **f**, **g** Representative images and comparisons of the number of Prox1^+^ lymphatic endothelial cells (LECs) and Prox1^+^EdU^+^ proliferative LECs (white arrowheads) per 100 μm of lacteal length in WT and *Lats1/2*^iΔPβC^ mice. Each dot indicates a mean value of 10–20 villi/mouse and *n* = 5 mice/group pooled from three independent experiments. Horizontal bars indicate mean ± SD and *P* value versus WT by two-tailed Mann–Whitney *U* test. Scale bars, 50 μm.

The most striking finding was observed along the whole small intestine including duodenum, jejunum, and ileum of *Lats1*/*2*^i∆PβC^ mice, which revealed aberrant lacteal sprouting and branching network formation, while lacteals of WT mice showed single, blunt-ended, and finger-like round tube that is representative of a normal lacteal (Fig. 1b, c). The surface area and length of lacteals increased by ∼1.6 and ∼1.3-fold, respectively, while villi width was reduced by ∼23% in all portions of small intestine in *Lats1*/*2*^i∆PβC^ mice compared with WT; villi length was not significantly changed (Fig. 1b, c). Detailed analyses of lacteals in jejunum revealed presence of 8–9 lymphatic sprouts and 11–12 lymphatic branching networks in 100 μm length of each lacteal of *Lats1*/*2*^i∆PβC^ mice, which were rarely visible in WT mice (Fig. 1d, e). Besides, numbers of Prox1^+^ LECs and EdU^+^Prox1^+^ proliferating LECs increased by 2.4-fold and 18.1-fold in the lacteals of *Lats1*/*2*^i∆PβC^ mice compared with those of WT mice (Fig. 1f, g), indicating that the lacteal LECs are actively proliferating in *Lats1*/*2*^i∆PβC^ mice.

When we examined the expressions and distributions of YAP/TAZ in the mouse intestinal villi, YAP/TAZ proteins were moderately enriched in PDGFRβ^+^ IntSCs as a nuclear (N) and cytoplasmic (C) localization type (N = C type) in WT (Supplementary Fig. 1a, b). In comparison, their levels were increased and distribution pattern was changed to a predominant nuclear localization type (N > C type) in PDGFRβ^+^ IntSCs of *Lats1*/*2*^i∆PβC^ mice (Supplementary Fig. 1a, b). Moreover, to confirm that the LATS1/2 deletion induces aberrant lacteal phenotypes via YAP/TAZ, we observed the lacteal phenotypes using *Lats1/2*-*Yap/Taz*^i∆PβC^ mice (Supplementary Fig. 2a). The aberrant sprouting and branching phenotypes in lacteals of *Lats1*/*2*^i∆PβC^ mice were restored in *Lats1/2*-*Yap/Taz*^i∆PβC^ mice (Supplementary Fig. 2b). This result indicates that LATS1/2 deletion alters lacteal morphogenesis through YAP/TAZ.

### YAP/TAZ hyperactivation in PDGFRβ^+^ IntSCs alters lacteal LEC junctions and impairs lipid drainage into lacteals

LVs are lined by LECs and they consist of initial lymphatic capillaries with button-like junctions and collecting LVs with zipper-like junctions^33^. Similar to button-like junctional organization of LECs in lymphatic capillaries of peripheral organs^33^, lacteal junctions consisted mostly of discontinuous button-like (∼54%) junctions (Fig. 2a, b). However, the proportion of button-like junction was reduced by ∼83%, while the proportion of zipper-like junction increased by ∼4.0-fold in lacteals of *Lats1*/*2*^i∆PβC^ mice (Fig. 2a, b). Further analysis with transmission electron microscopy revealed aberrantly overlapped, large vacuole-containing complicated and thickened lacteal LECs with closed junctions, and chylomicrons were rarely detected in lacteal lumen of *Lats1*/*2*^i∆PβC^ mice. On the other hand, lacteal junctions were paracellularly open and chylomicrons were observed inside and outside of the lacteal lumen in WT mice (Fig. 2c). These results imply that the transport of chylomicrons into the lacteal is largely impaired in *Lats1*/*2*^i∆PβC^ mice compared with WT.

**Fig. 2:**
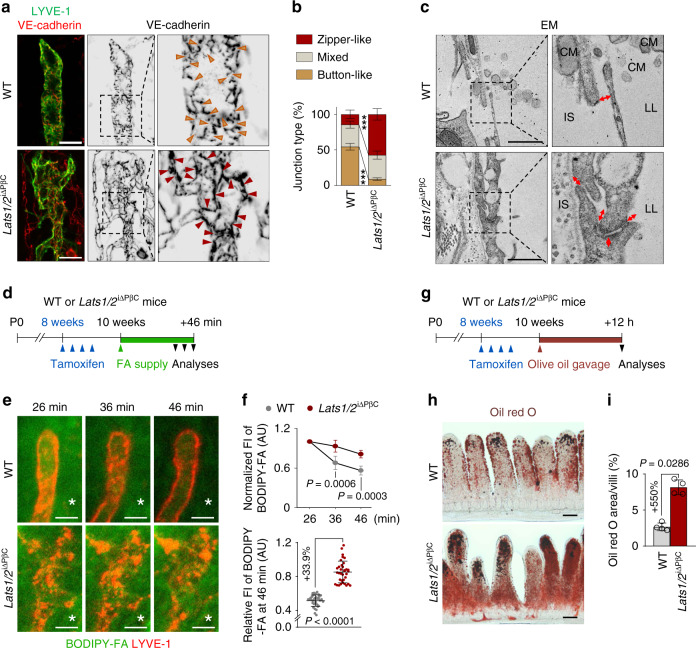
Button-to-zipper junctional transition and impaired lipid absorption in *Lats1*/2^iΔPβC^ mice. **a**, **b** Representative images and comparison of VE-cadherin^+^ lymphatic endothelial cell (LEC) junctions of LYVE-1^+^ lacteals in WT and *Lats1/2*^iΔPβC^ mice. Black dotted box is magnified in the right panel and arrowheads indicate the lacteal junctional pattern that is dominant in each group with the same color described in **b**. Horizontal bars of each colored segment represent mean ± SD of 5–10 villi/mouse and *n* = 5 mice/group pooled from three independent experiments. *** *P* < 0.0001 versus WT by two-way ANOVA with Holm–Sidak’s multiple comparisons test. Scale bars, 20 μm. **c** Representative transmission electron micrographs (EM) of a lacteal in WT and *Lats1/2*^iΔPβC^ mice. Black dotted box is magnified in the right panel. LL, lacteal lumen; CM, chylomicron; IS, interstitium of lamina propria. Similar findings were observed in *n* = 5 mice/group from two independent experiments. Scale bars, 1 μm. **d** Diagram depicting the schedule of intravital imaging of lipid clearance from lamina propria via lacteals after supplying the BODIPY-fatty acid (FA) into the WT or *Lats1/2*^iΔPβC^ mice and their analyses until after 46 min. **e**, **f** Representative intravital images and comparisons of the drainage of BODIPY-FA from the lamina propria (white asterisks) through the LYVE-1^+^ lacteal in WT and *Lats1/2*^iΔPβC^ mice. Each dot indicates a value of 4–8 villi/mouse and *n* = 7 (WT) or *n* = 8 (*Lats1/2*^iΔPβC^) mice pooled from four independent experiments. Horizontal bars indicate mean ± SD and *P* value versus WT by two-tailed Mann–Whitney *U* test. FI, fluorescence intensity; AU, arbitrary unit. Scale bars, 20 μm. **g** Diagram depicting the schedule of olive oil gavage at 12 h prior to the intestinal sampling in WT or *Lats1/2*^iΔPβC^ mice. **h**, **i** Representative images and comparison of Oil red O staining in intestinal villi of WT and *Lats1/2*^iΔPβC^ mice. Each dot indicates a mean value of 5–7 villi/mouse and *n* = 4 mice/group pooled from two independent experiments. Horizontal bars indicate mean ± SD and *P* value versus WT by two-tailed Mann–Whitney *U* test. Scale bars, 100 μm.

To ensure this finding, we measured lipid clearance from the lamina propria of small intestinal villi into the lacteal after intraluminal loading of boron-dipyrromethene fluorescent-conjugated fatty acid (BODIPY-FA) using an intravital imaging system^34^. Normalized residual signals of BODIPY-FA in the lamina propria at 36 min and 46 min after BODIPY-FA loading were ∼20–30% higher in *Lats1*/*2*^i∆PβC^ mice compared with WT mice (Fig. 2d–f). Moreover, oil red O staining of *Lats1*/*2*^i∆PβC^ mice small intestine at 12 h after olive oil gavage revealed 5.5-fold increased accumulation of lipid in the lamina propria compared with WT mice (Fig. 2g–i). These results indicate that alterations in lacteal junction is accompanied by impaired dietary lipid uptake through the lacteal in *Lats1*/*2*^i∆PβC^ mice.

To delineate the cause of lacteal impairment, we performed detailed morphological analysis of the intestinal villi. Lacteals are surrounded by longitudinal bundles of SMCs that facilitate transport of lymph containing chylomicron by periodic squeezing under the control of autonomic nervous system^1,3,34^. Notably, alignment of villus SMCs was skewed, distorted, and even aberrantly intermingled with the lacteals, and their coverage area was decreased by 55.9% in *Lats1*/*2*^i∆PβC^ mice compared with WT mice (Supplementary Fig. 3a–c). Also, while VEGFR3 expression in lacteal was increased by 1.6-fold, no significant change in VEGFR2^+^ capillary plexus density was observed in intestinal villi of *Lats1*/*2*^i∆PβC^ mice compared with WT mice (Supplementary Fig. 3d, e). Although the overall shape of the PGP9.5^+^ neural network was slightly altered, the proportion of immune cells including CD3^+^ T cells and F4/80^+^ macrophages and VE-cadherin^+^ alignment and junctional pattern of the BECs of capillary plexus in the lamina propria were not visibly altered in *Lats1*/*2*^i∆PβC^ mice compared with WT mice (Supplementary Fig. 3d–g). In addition, F4/80^+^ macrophages, previously suggested as source of VEGF-C^35^, showed no significant changes in their numbers between WT and *Lats1*/*2*^i∆PβC^ mice. (Supplementary Fig. 4a–c). Furthermore, no notable alterations were detected in LVs of other organs including small intestinal submucosa, ear skin, tracheal mucosa, or central tendon of the diaphragm (Supplementary Fig. 5a–c). Collectively, these results suggest that lacteal phenotypes are primary effect by hyperactivation of YAP/TAZ in PDGFRβ^+^ IntSCs.

### VEGF-C is upregulated in PDGFRβ^+^ IntSCs of *Lats1/2*^i∆PβC^ mice

These findings led us to investigate how activation of YAP/TAZ in PDGFRβ^+^ IntSCs causes lacteal spouting, branching, and proliferation. We generated *tdTomato*^rPβC^ reporter mice by crossing *Pdgfrb*-Cre-ER^T2^ mouse with *Rosa26-tdTomato* reporter mouse to trace PDGFRβ^+^ cells in the small intestinal villi, where we observed confined and distinct distributions of PDGFRβ^+^ signals in subsets of longitudinal SMCs surrounding the lacteal, fibroblasts, and pericytes along the capillary network in the small intestinal stroma (Supplementary Fig. 6a–c). We then generated *Lats1/2*^iΔ^-*tdTomato*^rPβC^ mouse by crossing *tdTomato*^rPβC^ mouse with the *Lats1*^*fl/fl*^/*Lats2*^*fl/fl*^ mouse and isolated PDGFRβ^+^ IntSCs from the small intestine of *tdTomato*^rPβC^ and *Lats1/2*^iΔ^-*tdTomato*^rPβC^ mice for transcriptomic analysis with focus on comparison of secretory proteins (Supplementary Fig. 6d, e). Of note, heat map of RNA sequencing data demonstrated that genes including *Wisp2* (145.1-fold), *Tnfsf15* (14.2-fold), *Bdnf* (8.9-fold), *Ebi3* (8.4-fold), *Angpt2* (6.3-fold), *Vegfc* (6.1-fold) and *Ctgf* (5.9-fold) were highly upregulated among the top 23 differentially expressed secretory molecules between *tdTomato*^rPβC^ and *Lats1/2*^iΔ^-*tdTomato*^rPβC^ mice (Supplementary Fig. 6f). To further delineate the secretory molecule responsible for lacteal sprouting, we employed sprouting lymphangiogenesis assay using the spheroidal aggregates of LECs^36^. While VEGF-C alone induced robust sprouting of LEC spheroid, WISP2, TNFSF15, BDNF, EBI3, or ANGPT2 exhibited no significant effect on sprouting regardless of the presence or absence of VEGF-C (Supplementary Fig. 6g, h), implying that VEGF-C is likely the main factor responsible for the lacteal spouting. Indeed, mRNA levels of lymphangiogenic factors (*Vegfc*, 3.6-fold; and *Vegfd*, 2.4-fold) and VEGF-C activation factor (*Ccbe1*, 2.8-fold) were increased, although *Vegfa*, *Adamts3*, *Tgfb*, and *Ifng* were not significantly altered in the small intestinal lysates of *Lats1*/*2*^i∆PβC^ mice compared with WT mice (Supplementary Fig. 7a). Moreover, gene sets related to actin filament branching, apical surface cell polarity, and maintenance of cell polarity were remarkably altered according to gene set enrichment analysis of the isolated small intestinal LECs in *Lats1/2*^iΔ^-*tdTomato*^rPβC^ mice compared with those of *tdTomato*^rPβC^ mice (Supplementary Fig. 7b). Ingenuity Pathway Analysis also revealed changes that were mostly related to the endothelial growth signaling and cell cytoskeleton regulation in small intestinal LECs of *Lats1/2*^iΔ^-*tdTomato*^rPβC^ mice (Supplementary Fig. 7c). Overall, our data indicates that VEGF-C level is not only upregulated but it could also be the main factor for lacteal phenotypes upon YAP/TAZ hyperactivation in the PDGFRβ^+^ IntSCs.

### VEGFR3 blockade completely abrogates aberrant lacteal sprouting and hyperbranching in *Lats1/2*^i∆PβC^ mice

As *Vegfc* was highly upregulated in PDGFRβ^+^ intestinal stromal cells by YAP/TAZ hyperactivation, we sought to determine whether aberrant lacteal sprouting and hyperbranching are dependent on the major lymphangiogenic signaling, VEGF-C–VEGFR3 pathway. To interfere with this signal, we intraperitoneally (i.p.) injected 10^12^ viral particles of adeno-associated viral vectors (AAVs) encoding soluble VEGFR3 (AAV–mVEGFR3_1-4_-Ig) or control vector (AAV–mVEGFR3_4-7_-Ig)^37^ on the day of tamoxifen delivery and examined the lacteal phenotypes of WT and *Lats1*/*2*^i∆PβC^ mice 2 weeks later (Fig. 3a). The vector-encoded VEGFR3 protein was still detected in the serum at 2 weeks after AAV delivery (Fig. 3b). Strikingly, aberrant lacteal phenotypes of *Lats1*/*2*^i∆PβC^ mice including increased Prox1^+^ lacteal LEC number, hypersprouting, and hyperbranching were completely blocked by administration of AAV–mVEGFR3_1-4_-Ig (Fig. 3c–e). Moreover, lacteal LEC junctional alteration from predominant button-like pattern to zipper-like pattern in *Lats1*/*2*^i∆PβC^ mice was completely blocked (Fig. 3f, g). In comparison, our approach to block VEGFR2 signaling by α-VEGFR2 blocking antibody, DC101 (50 mg/kg every alternative day for 2 weeks), could only partially restore the aberrant lacteal sprouting and branching, but almost no changes were observed in the number of lacteal Prox1^+^ LECs and lacteal junctional transition compared with IgG control in *Lats1*/*2*^i∆PβC^ mice (Supplementary Fig. 8a–f). These results indicate that activation of VEGF-C–VEGFR3 signaling plays a greater role than VEGFR2 signaling in aberrant lacteal sprouting and branching led by YAP/TAZ hyperactivation in PDGFRβ^+^ IntSCs.

**Fig. 3:**
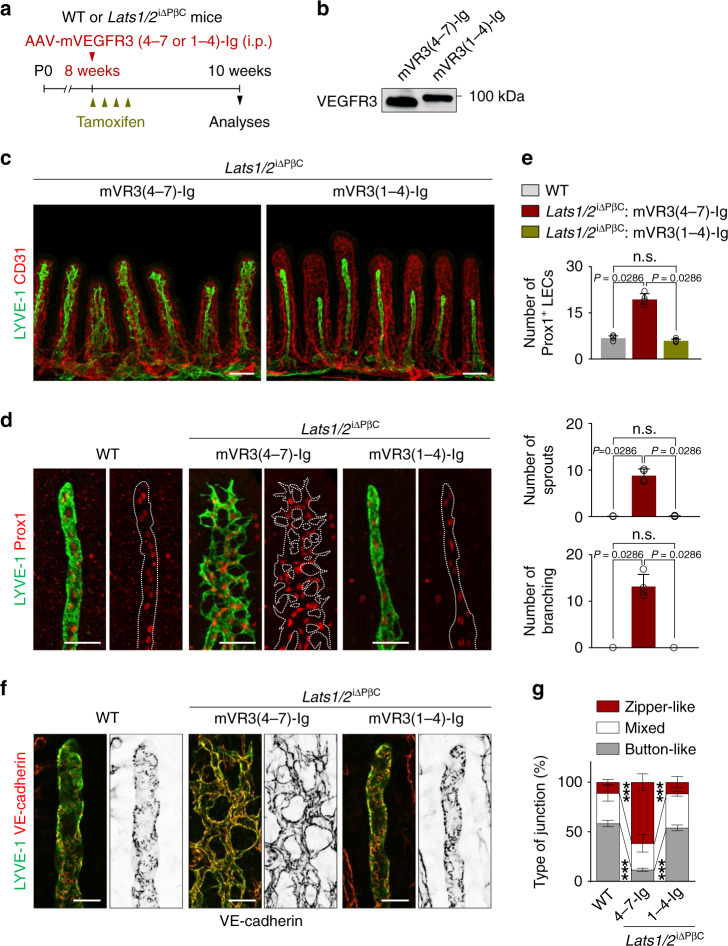
VEGFR3 blockade abrogates lacteal sprouting and branching in *Lats1/2*^iΔPβC^ mice. **a** Diagram for analyses of adult WT and *Lats1/2*^iΔPβC^ mice two weeks after single intraperitoneal (i.p.) injection of AAV–mVEGFR3(4-7)-Ig (mVR3(4-7)-Ig, control) or AAV-mVEGFR3(1-4)-Ig (mVR3(1-4)-Ig, VEGFR3 blockade). **b** Representative immunoblot analysis showing mVEGFR3-Ig proteins in serum two weeks after single i.p. injection of AAV–mVEGFR3(4-7)-Ig or AAV-mVEGFR3(1-4)-Ig (1 × 1012 viral particles in 150–200 μl PBS). kDa, kilodalton. Similar findings were observed in *n* = 4 mice/group from two independent experiments. **c**–**e** Representative images of CD31^+^ capillary plexus and LYVE-1^+^ lacteals in the villi of *Lats1/2*^iΔPβC^ mice treated with mVR3(4-7)-Ig or mVR3(1-4)-Ig and comparisons of the number of Prox1^+^ lymphatic endothelial cells (LECs), lacteal sprouts, and lacteal branches of LYVE-1^+^ lacteals per 100 μm of lacteal length in the villi of WT and *Lats1/2*^iΔPβC^ mice treated with mVR3(4-7)-Ig or mVR3(1-4)-Ig. White dotted-line outlines the lacteal. Each dot indicates a mean value of 10–20 villi/mouse and *n* = 5 mice/group pooled from two independent experiments. Horizontal bars indicate mean ± SD and *P* value versus WT or mVR3(4-7)-Ig by two-tailed Mann–Whitney *U* test. n.s., not significant. Scale bars, **c** 100 μm; **d** 50 μm. **f**, **g** Representative images and comparison of VE-cadherin^+^ LEC junctions of LYVE-1^+^ lacteals in the villi of WT and *Lats1/2*^iΔPβC^ mice treated with mVR3(4-7)-Ig or mVR3(1-4)-Ig. Horizontal bars of each colored segment represent mean ± SD of 5–10 villi/mouse and *n* = 5 mice/group pooled from two independent experiments. ***P < 0.0001 versus WT or mVR3(4-7)-Ig treated *Lats1/2*^iΔPβC^ mice by two-way ANOVA with Holm–Sidak’s multiple comparisons test. Scale bars, 25 μm.

### YAP/TAZ-induced VEGF-C secretion by PDGFRβ^+^ IntSCs could contribute to lacteal maintenance and lipid absorption

To address the roles of YAP/TAZ in PDGFRβ^+^ IntSCs, we generated *Yap*/*Taz*^i∆PβC^ mouse by crossing a *Pdgfrb*-Cre-ER^T2^ mouse with a *Yap*^fl/fl^/*Taz*^fl/fl^ mouse^38^ (Fig. 4a). YAP/TAZ depletion in PDGFRβ^+^ IntSCs was confirmed by immunohistochemical analysis (Supplementary Fig. 9a, b). Notably, lacteal length was decreased by ∼35.6% while lacteal width was relatively increased by ∼1.3-fold, but there were no other major alterations in the overall structure of the intestinal villi at 3 months after tamoxifen delivery in *Yap/Taz*^i∆PβC^ mice compared with WT mice (Fig. 4b, c). Moreover, the lacteal junctional pattern of *Yap/Taz*^i∆PβC^ mice exhibited ∼83% decreased proportion of button-type, while the proportion of zipper-type was increased by ∼4.0-fold compared with WT mice (Fig. 4d, e). However, the junctional pattern of villus blood capillary was not altered (Supplementary Fig. 9c), and no remarkable changes in LVs of other organs including small intestinal submucosa, ear skin, tracheal mucosa, and diaphragm were observed (Supplementary Fig. 10a–c). Nonetheless, plasma triglyceride concentration was reduced by 29.7–54.1% at 1~3 h after olive oil gavage in *Yap/Taz*^i∆PβC^ mice compared with WT mice (Fig. 4f). Importantly, *Vegfc* mRNA was decreased by 44.9%, while no changes in mRNA of *Vegfd*, *Vegfa*, *Ccbe1*, *Adamts3*, *Tgfb*, and *Ifng* were observed in the small intestinal lysates of *Yap/Taz*^i∆PβC^ mice compared with WT mice (Fig. 4g and Supplementary Fig. 9d). We also investigated whether lacteal dysfunction in *Yap/Taz*^i∆PβC^ mice has an effect on dietary lipid absorption in *Yap/Taz*^i∆PβC^ mice with high-fat diet (HFD) challenge for 8 weeks. While we observed no difference in weight gain during normal chow (NC) diet, *Yap/Taz*^i∆PβC^ mice gained significantly less weight, exhibited less fat mass and less plasma triglycerides, and had less ectopic fat accumulation in the liver compared with WT mice (Supplementary Fig. 11a–g). These findings suggest that *Yap/Taz*^i∆PβC^ mice have impaired lipid absorption, presumably due to decreased VEGF-C and lacteal dysfunction.

**Fig. 4:**
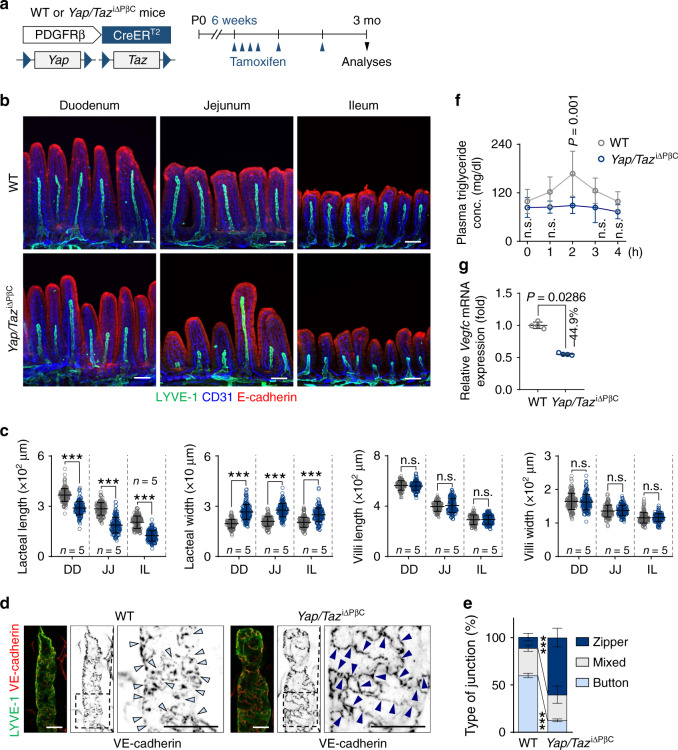
Regression of lacteal and attenuated *Vegfc* in intestinal villi of *Yap/Taz*^iΔPβC^ mice. **a** Diagram depicting the generation of *Yap*/*Taz*^iΔPβC^ mouse and PDGFRβ^+^ cell-specific depletion of *Yap*/*Taz* in small intestinal villi starting at 6 weeks and their analyses at 3 months after tamoxifen treatment. **b**, **c** Representative images of LYVE-1^+^ lacteals and CD31^+^ capillary plexus under the E-cadherin^+^ intestinal epithelial cells and comparisons of the lacteal length, lacteal width, villi length, and villi width in duodenum (DD), jejunum (JJ), and ileum (IL) of the indicated part of small intestine in WT and *Yap*/*Taz*^iΔPβC^ mice. Dots indicate values from 134~159 villi/group from three independent experiments using *n* = 5 mice/group. Horizontal bars indicate mean ± SD and *** *P* < 0.0001 versus WT by two-tailed Mann–Whitney *U* test. n.s., not significant. Scale bars, 100 μm. **d**, **e** Representative images and comparison of VE-cadherin^+^ lymphatic endothelial cell (LEC) junctions of LYVE-1^+^ lacteals in the villi of WT and *Yap/Taz*^iΔPβC^ mice. Arrowheads indicate the button-type (WT) or zipper-type dominant junctional pattern (*Yap/Taz*^iΔPβC^). Horizontal bars of each colored segment represent mean ± SD of 5~10 villi/mouse and *n* = 5 mice/group pooled from three independent experiments. *** *P* < 0.0001 versus WT by two-way ANOVA with Holm–Sidak’s multiple comparisons test. Scale bars, 20 μm. **f** Plasma triglyceride concentration (mg/dl) at the indicated time points after gavage of 200 μl of olive oil following fasting for 12 h in WT and *Yap/Taz*^iΔPβC^ mice. Each dot indicates a value from *n* = 6 (WT) or *n* = 5 (*Yap/Taz*^iΔPβC^) mice pooled from three independent experiments. Horizontal bars indicate mean ± SD and *P* value versus WT by two-way ANOVA with Bonferroni’s multiple comparisons test. **g** Comparison of *Vegfc* mRNA expression in the intestinal villi lysates of WT and *Yap/Taz*^iΔPβC^ mice. Fold changes in mRNA expressions relative to the levels of WT mice are presented. Each dot indicates a value obtained from one mouse and *n* = 4 mice/group pooled from three independent experiments. Horizontal bars indicate mean ± SD and *P* value versus WT by two-tailed Mann–Whitney *U* test.

### YAP/TAZ-induced VEGF-C secretion from PDGFRβ^+^ IntSCs is regulated by mechanical cues and osmotic stress

Intestinal villi are constantly exposed not only to high mechanical forces by peristaltic contractility but also to dynamically changing osmolarity during food digestion and absorption^1,3,4,34^. Of note, villi subepithelial fibroblasts have been suggested to respond to such high strain^1,3,4,34^. Because YAP/TAZ serve as mechanosensors and mechanotransducers^18,19,39^, we analyzed whether YAP/TAZ are dictated by the mechanical stimuli for the secretion of VEGF-C in fibroblasts. We mechanically stretched (4% of linear stretch at 10 cycles/min) primary cultured mouse embryonic fibroblasts (MEFs) for 3 h to mimic the mechanical stimulus induced by intestinal peristalsis. This stimulus induced nuclear localizations of YAP/TAZ and increased the mRNA expressions of *Vegfc* (~2.0-fold) as well as YAP/TAZ target genes such as *Ctgf* (~5.7-fold) and *Ankrd1* (~2.6-fold) (Supplementary Fig. 12a, b). In contrast, high osmolarity (sorbitol 0.4 M) induced cytoplasmic localizations of YAP/TAZ^40^ and attenuated the expresions of *Vegfc* (55.4%), *Ctgf* (80.9%), and *Ankrd1* (77.7%) in the MEFs (Supplementary Fig. 12c, d). These findings led us to corroborate the molecular interaction between YAP/TAZ and the *Vegfc* gene. We found several consensus TEAD-binding sequence (GGAAT) in the *Vegfc* promoter locus (Fig. 5a)^24^. To further validate these regions as TEAD-binding sites, we performed chromatin immunoprecipitation (ChIP) analysis followed by q-PCR with primers encompassing indicated TEAD-binding sequences (Fig. 5a). Our ChIP q-PCR results revealed a significant endogenous binding of the TEAD protein near the TEAD-binding sequence (termed R3) found approximately 2.2 kb upstream from the *Vegfc* transcription start site (Fig. 5b).

**Fig. 5:**
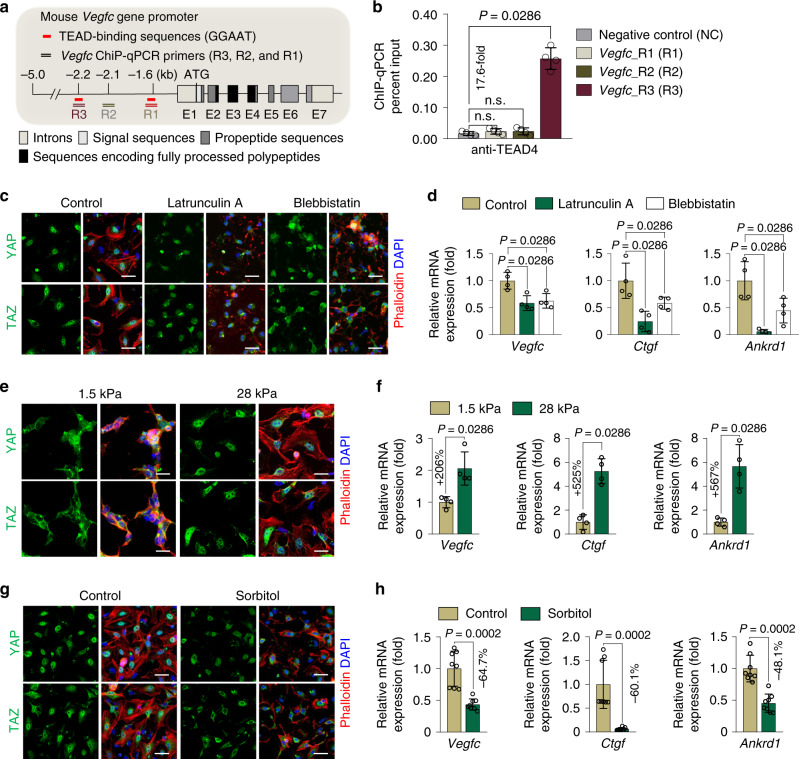
Mechanical and osmotic stress regulate YAP/TAZ and *Vegfc* in IntSCs. **a** Diagram depicting the location of mouse *Vegfc* promoter element upstream of the transcription start site (ATG) relative to the *Vegfc* gene with presence and arrangement of consensus TEAD-binding sequences (GGAAT, red lines). ChIP-qPCR primers of *Vegfc* gene promoter around the TEAD-binding sequences are depicted as R1, R2 or R3. **b** ChIP-qPCR in MEFs indicating the endogenous interaction between TEAD and the *Vegfc* promoter located −2.2 kb upstream of the transcription start site of *Vegfc* gene. Dots indicate values from four independent experiments, and horizontal bars indicate mean ± SD. *P* value versus negative control (NC) by two-tailed Mann–Whitney *U* test. n.s., not significant. **c**, **d** Representative images of YAP and TAZ and comparison of mRNA expressions of *Vegfc*, *Ctgf*, and *Ankrd1* in isolated IntSCs after treatment with control (DMSO), latrunculin A (1 μM), or blebbistatin (50 μM) for 6 h. Similar results were observed in four independent experiments. Scale bars, 50 μm. Dots indicate data from four independent experiments and horizontal bars indicate mean ± SD. *P* value versus control by two-tailed Mann–Whitney *U* test. **e**, **f** Representative images of YAP and TAZ and comparison of mRNA expressions of *Vegfc*, *Ctgf* and *Ankrd1* in isolated IntSCs plated on 1.5 kPa and 28 kPa matrix. Similar results were observed in four independent experiments. Scale bars, 20 μm. Dots indicate data from four independent experiments and horizontal bars indicate mean ± SD. *P* value versus 1.5 kPa matrix by two-tailed Mann–Whitney *U* test. **g**, **h** Representative images of YAP and TAZ and comparison of mRNA expressions of *Vegfc*, *Ctgf* and *Ankrd1* in isolated IntSCs with or without 0.4 M sorbitol-induced osmotic stress for 3 h. Similar results were observed in four independent experiments. Scale bars, 50 μm. Dots indicate data from eight independent experiments and horizontal bars indicate mean ± SD. *P* value versus Control by two-tailed Mann–Whitney *U* test.

We further investigated whether YAP/TAZ are regulated by the mechanical and osmotic stress for VEGF-C secretion in isolated mouse IntSCs. We first disrupted actin-cytoskeleton by treatment with actin polymerization inhibitor (Latrunculin A) and non-muscle myosin inhibitor (Blebbistatin), because mechanical cues are propagated through the actin-cytoskeleton^29^. Perturbation of F-actin or non-muscle myosin inhibited YAP/TAZ nuclear localization and attenuated *Vegfc* transcription in isolated IntSCs (Fig. 5c, d). In parallel, matrix stiffness enforces different degrees of cell spreading^41^. Therefore, we seeded isolated IntSCs on soft (1.5 kPa) or stiff (28 kPa) hydrogels to induce differential mechanical stress. IntSCs seeded on stiff (28 kPa) matrix showed more spread phenotype than those seeded on soft (1.5 kPa) matrix (Fig. 5e). This mechanical cue induced nuclear localization of YAP/TAZ and enhanced mRNA expressions of *Vegfc* (~2.0-fold), *Ctgf* (~5.2-fold) and *Ankrd1* (~5.6-fold) in IntSCs (Fig. 5e, f). Conversely, high osmolarity led to cytoplasmic localization of YAP/TAZ and attenuated expressions of *Vegfc* (64.7%), *Ctgf* (60.1%), *Ankrd1* (48.1%) in IntSCs (Fig. 5g, h). Furthermore, osmotic perturbation into the ex vivo culture of mouse small intestine and *in vivo*^42^ promoted cytoplasmic translocations of YAP/TAZ in PDGFRβ^+^ IntSCs (Supplementary Fig. 13a–d). In concordance, while the protein level of VEGF-C substantially increased after mechanical stretch in the supernatant of primary IntSC culture medium from WT mice, VEGF-C level was not significantly altered in the *Yap/Taz* depleted primary IntSCs (Fig. 6a–d and Supplementary Fig. 14). Collectively, our data imply that YAP/TAZ in PDGFRβ^+^ IntSCs contribute to maintain lacteal integrity and function by dynamically regulating VEGF-C expression in response to mechanical cues and osmotic stress (Fig. 6e).

**Fig. 6:**
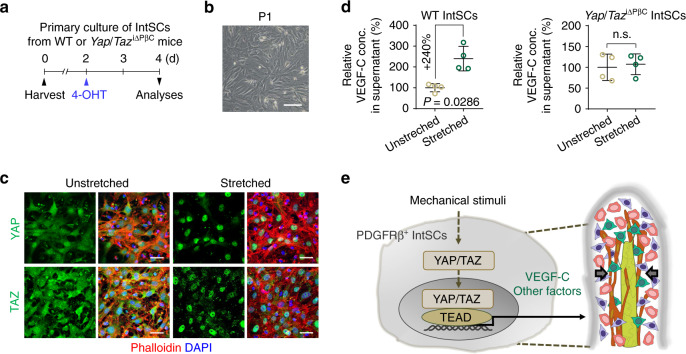
Mechanical stretching induces YAP/TAZ activation and VEGF-C secretion in IntSCs. **a** Diagram for primary culture of IntSCs derived from WT or *Yap/Taz*^iΔPβC^ mice for 2 days and their analyses at 2 days after 100% EtOH or 5 µM of hydroxy-tamoxifen (4-OHT) treatment. **b** Phase-contrast image of freshly isolated primary mouse IntSCs from WT mice without passage (P1). Similar results were observed in four independent experiments. Scale bar, 200 μm. **c** Representative images of YAP and TAZ with phalloidin^+^ actin filaments in unstretched and stretched IntSCs. Similar findings were observed in four independent experiments. Scale bars, 50 μm. **d** Comparison of VEGF-C protein concentration in the culture medium of unstretched and stretched IntSCs derived from WT or *Yap/Taz*^iΔPβC^ mice. Dots indicate value from four independent experiments and horizontal bars indicate mean ± SD. *P* value versus unstretched by two-tailed Mann–Whitney *U* test. **e** Schematic images depicting upregulation and secretion of VEGF-C and other factors upon nuclear translocation and activation of YAP/TAZ and subsequent binding to TEAD after mechanical stimuli in PDGFRβ^+^ IntSCs.

### Single-cell RNA sequencing of PDGFRβ^+^ IntSCs unravels their heterogeneity and identifies distinct subsets of fibroblasts that secrete VEGF-C

VEGF-C was suggested to be secreted from the enteric SMCs, which are surrounding the lacteal^5^. As we observed expression of PDGFRβ in enteric SMCs of the intestinal villi using *tdTomato*^rPβC^ mice (Supplementary Fig. 6c), we investigated whether the lacteal phenotypes of *Lats1*/*2*^i∆PβC^ mice are induced by the VEGF-C secreted from the surrounding PDGFRβ^+^ SMCs or PDGFRβ^+^ non-SMCs. We generated *tdTomato*^rSMC^ by crossing *Myh11*-Cre-ER^T2^ mouse with the *Rosa26-tdTomato* reporter mouse and confirmed co-distribution of αSMA staining on Myh11^+^ SMCs in the small intestinal villi (Supplementary Fig. 15a, b). By generating *Lats1*/*2*^i∆SMC^ mice by crossing *Myh11*-Cre-ER^T2^ mouse with *Lats1*^fl/fl^/*Lats2*^fl/fl^ mouse, we found that lacteal phenotypes were not so remarkable compared with those of *Lats1*/*2*^i∆PβC^ mice; still, the alignment and shape of SMCs along the villi were altered and villi structure and capillary plexus were shrunk overall (Supplementary Fig. 15c–f). Notably, the increase in the number of lacteal Prox1^+^ LECs, aberrant lacteal sprouting, and hyperbranching that were observed in *Lats1*/*2*^i∆PβC^ mice were not fully recapitulated in *Lats1*/*2*^i∆SMC^ mice (Supplementary Fig. 15g, h). These findings suggest that YAP/TAZ hyperactivation in PDGFRβ^+^ enteric SMCs alone endows a certain but minor effect on the aberrant lacteal phenotype compared with *Lats1*/*2*^i∆PβC^ mice, which are targeting both PDGFRβ^+^ SMCs and PDGFRβ^+^ non-SMCs.

To delineate the detailed source of VEGF-C among the heterogeneous PDGFRβ^+^ IntSCs, we performed droplet-based single-cell mRNA sequencing of PDGFRβ^+^ IntSCs isolated from adult *tdTomato*^rPβC^ mice (Fig. 7a, b). 

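Droplet-based single-cell RNA sequencing captures each cell in a droplet with a bead whose primers add a barcode for the cell and a unique molecular identifier (UMI) for each captured transcript, so that UMIs count transcripts rather than amplified copies. Single-cell data of 2 libraries were analysed, 1 from mice whose PDGFRβ+ cells carry tdTomato (WT) and 1 from mice whose PDGFRβ+ cells in addition lose Lats1 and Lats2 (KO). The paper describes 2 datasets per group, from cells labelled with tamoxifen from 8 weeks of age and analysed at 9 or 10 weeks. The sample labels do not state a dataset or a time, and the numbers of cells with fewer and with more than 1000 detected genes match none of the datasets of Supplementary Fig. 17a. Whether the libraries are among the paper's datasets is therefore open, and no time after tamoxifen is attached to the values. The labels name version 2 of the 10x kit and the paper's methods version 3. The deposited values are natural logarithms of 1 plus the UMIs of a gene per 10000 UMIs of the cell. Within each cell the exponentiated values minus 1 were whole multiples of a single step within a tolerance of 0.01 UMI for 100% of the nonzero values, and whole UMI counts were computed back from them. The WT library held 5587 cells, 15743 genes and 23288635 UMIs, and the KO library 4831 cells, 15566 genes and 20279779 UMIs. No cell reached 3000 detected genes or 5% mitochondrial UMIs, so both files had been filtered before deposition with limits other than those of the paper's methods. Cells with at least 1000 detected genes were kept. Each library was clustered on its own in Seurat with 2000 variable genes, 30 principal components and a resolution of 0.5. Except for Fos, Jun and Egr1, the genes whose levels are reported at the claims were left out of the variable genes. Clusters were named from the marker genes listed in Fig. 7e without those genes, and a cluster named in this way is called vFB1-like and so on. The UMIs of a gene were summed over the cells of a class and divided by all UMIs of these cells, as counts per 1000000 UMIs (CPM). With 1 library per condition there is no replicate and no test between WT and KO. All intervals are exact 95% intervals (Poisson for a sum of UMIs, Clopper-Pearson for a share, conditional binomial for a ratio). They cover counting error only. The variation between cells and between mice is left out, so they can be too narrow.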

We retained profiles of 7906 cells with a median of 3,672 detected genes per cell. 

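In the WT library, 763 of the 5587 cells (13.7%) had fewer than 1000 detected genes, none had more than 6000 and none had more than 7% mitochondrial UMIs. The 4824 cells kept had a median of 1836.5 detected genes and 4604 UMIs per cell, and 22131875 UMIs in all. In the KO library 318 of the 4831 cells (6.58%) fell under 1000 genes, and the 4513 cells kept had a median of 1742 detected genes and 4069 UMIs per cell, with 19756930 UMIs in all. After clustering, no cluster had UMIs of Ptprc, the gene for the leukocyte antigen CD45, in more than 3.70% of its cells, or of the endothelial genes Pecam1 and Cdh5 in more than 6.25% and 1.06%, so no immune or endothelial cluster was removed from either library. With a looser filter (at least 500 genes, no limit above, up to 15% mitochondrial UMIs) 5585 WT cells were kept, and with a stricter filter (1500 to 5000 genes, up to 5%) 3512.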

Unsupervised clustering of the PDGFRβ^+^ IntSCs revealed seven distinct cell clusters visualized with uniform manifold approximation and projection (UMAP); while all cells expressed high levels of *Pdgfrb* (Fig. 7c).

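The WT cells fell into 11 clusters, of which 9 carried the markers of the 7 classes. Of the others, cluster 8 with 33 cells was led by Cxcl9 and Ccl2 and was left unnamed, and cluster 10 with 5 cells carried genes of dividing cells. The 2 classes made of more than 1 cluster were FB4, with clusters 1 and 6, and vFB3, with clusters 3 and 9. Pdgfrb lies on chromosome 18 of GRCm38 from 61045150 to 61085061 and was left out of the clustering. Over all kept WT cells it had 5555 UMIs, 251 CPM (95% interval 244 to 258). Its level was highest in the MC-like cells, with 1623 CPM (1516 to 1735), and lowest in the FB4-like cells among the 7 classes, with 148 CPM (138 to 158). A Pdgfrb UMI was found in 58.9% of the kept cells. With every cell thinned to 3000 UMIs, which left out 961 shallower cells, the share was 44.6% (43.0% to 46.1%), from 85.4% of the MC-like cells down to 34.1% of the SMC-like cells. At this depth a cell without a Pdgfrb UMI cannot be told from a cell without Pdgfrb transcripts.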

**Fig. 7:**
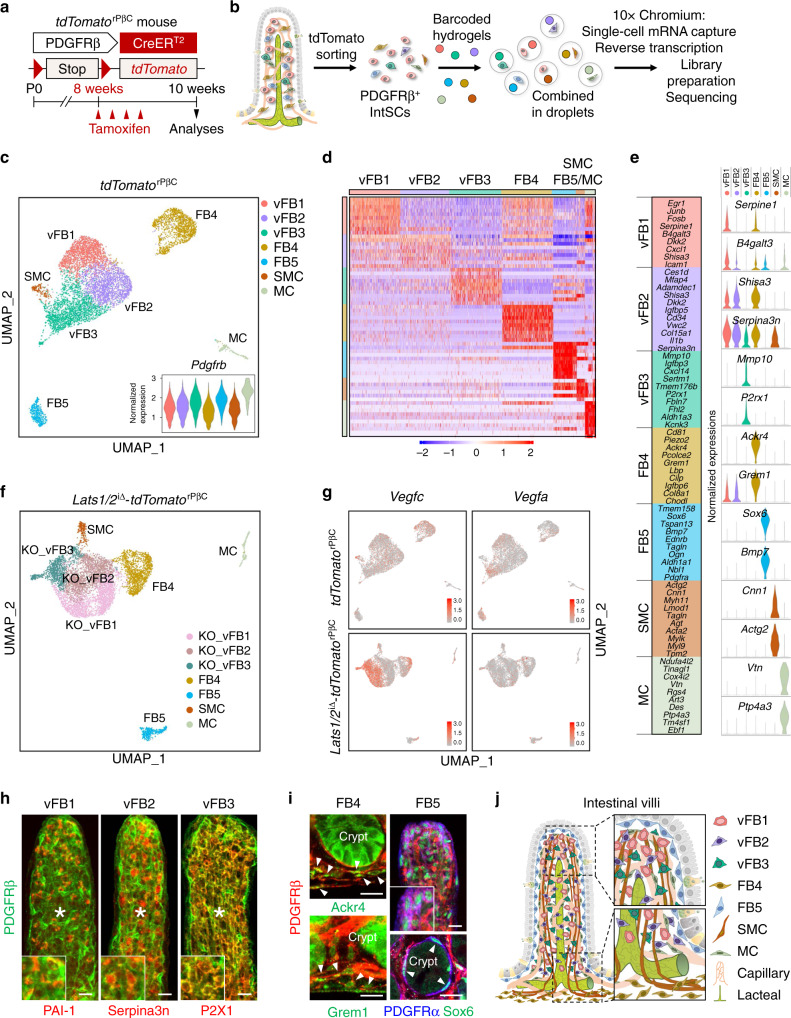
Single-cell RNA sequencing reveals heterogeneity and distinct subsets of fibroblasts. **a** Diagram depicting the generation of *tdTomato*^rPβC^ mouse and PDGFRβ^+^ cell-specific expression of tdTomato from 8-week old and their analyses at 10-week old. **b** Illustration of droplet-based single-cell RNA sequencing (scRNA-seq) of PDGFRβ^+^tdTomato^+^ IntSCs sorted from the small intestine of *tdTomato*^rPβC^ mice. **c** Visualization of unsupervised clustering of 7 distinct PDGFRβ^+^ IntSC clusters by Uniform manifold approximation and projection (UMAP) in the small intestine of *tdTomato*^rPβC^ mice. vFB, intestinal villi fibroblast; FB, fibroblast; SMC, smooth muscle cell; MC, mural cell. **d** Heatmap displaying the scaled expression patterns of top ten differentially expressed genes for random sampled cells (maximum thousand cells) for each indicated clusters. **e** List of representative marker genes of each of the seven PDGFRβ^+^ IntSC clusters (left) and violin plots (right) showing the expression of top-ranking marker genes for each cluster. Log normalized read counts as *y*-axis (normalized expression). **f** UMAP visualization of unsupervised clustering of seven distinct PDGFRβ^+^ IntSC clusters in the small intestine of *Lats1/2*^iΔ^-*tdTomato*^rPβC^ mice. **g** Gene expression levels of *Vegfc* and *Vegfa* in *tdTomato*^rPβC^ and *Lats1/2*^iΔ^-*tdTomato*^rPβC^ mice projected on UMAP plot. Note that specific subsets of PDGFRβ^+^ IntSCs (vFB1-3) in the small intestine of *Lats1/2*^iΔ^-*tdTomato*^rPβC^ mice show higher expression of *Vegfc* compared with those of *tdTomato*^rPβC^ mice. **h**, **i** Representative images of PDGFRβ^+^ IntSCs in WT mouse reveal expressions of each fibroblast-specific markers: PAI-1^+^ vFB1, Serpina3n^+^ vFB2, P2X1^+^ vFB3, Ackr4^+^ or Grem1^+^ FB4, and PDGFRα^+^ Sox6^+^ FB5. Each white box in the lower left corner is a magnified view. White asterisks indicate lacteals and white arrowheads indicate each fibroblast cluster-specific cell type stained with the indicated marker. Similar findings were observed in *n* = 4 mice from two independent experiments. Scale bars, 20 μm. **j** Schematic images depicting the anatomic distribution of indicated markers for vFB1-3, FB4, FB5, SMC, MC, capillary plexus, and lacteal in intestinal villi of adult WT mouse. vFB1-3 are uniformly distributed around the lacteal, whereas FB4 is mainly located in the submucosal area and FB5 is mostly placed under the intestinal epithelium. Black dashed boxes are magnified in the right panels.

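The levels of 13 genes that the paper ties to single clusters (Junb, Fosb, Mmp10, Fhl2, P2rx1, Ackr4, Grem1, Sox6, Bmp7, Pdgfra, Cnn1, Actg2 and Vtn) were compared between the classes of the WT library. They took no part in the clustering or the naming, so their levels are not fixed by their own counts. For Junb and Fosb this is a weak check. Fos, Jun and Egr1, further immediate early genes, were open to the clustering, and Egr1 was used in the naming. Each class was compared with the next highest among groups of at least 20 cells, which leaves out WT cluster 10 and KO cluster 8. For 11 of the 13 genes the CPM was highest in the class the paper ties the gene to. Junb and Fosb are the exceptions, with or without the smaller groups. For P2rx1 the vFB3-like cells had 93.5 CPM (82.1 to 106) and the MC-like cells 67.9 CPM (47.5 to 93.9), a difference that counting error alone could give, with a log2 ratio of 0.46 (-0.05 to 1.01). The P2rx1 level of the vFB3-like cells rests on WT cluster 9, whose 27 cells hold 93 of the 244 UMIs at 752 CPM, while the 550 cells of WT cluster 3 had 60.8 CPM (51.5 to 71.3). Under the alternatives set before the data were examined, 11 or 12 of the 13 genes were highest in the paper's class.

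**Figure D1:**
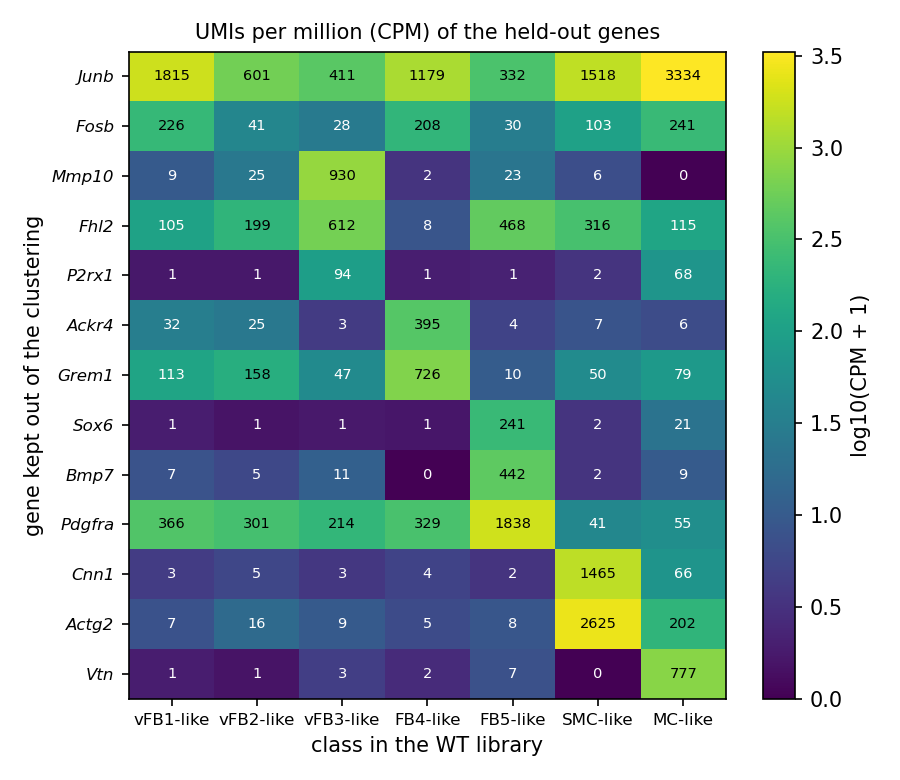
Levels of 13 genes in the 7 classes of the WT library, with genes in rows and classes in columns. Each field gives the CPM of the class and its colour log10 of that value plus 1. Vtn reaches 777 CPM in the MC-like cells and Mmp10 930 CPM in the vFB3-like cells, while Junb and Fosb are spread over several classes.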

When we examined differentially expressed genes to characterize each cluster, seven distinct cell clusters exhibited highly cluster-specific gene expression profiles (Fig. 7d, e). 

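Of the 4824 kept WT cells, 931 were vFB1-like (19.3%, 95% interval 18.2% to 20.4%), 1334 vFB2-like (27.7%, 26.4% to 28.9%), 577 vFB3-like (12.0%, 11.1% to 12.9%), 1269 FB4-like (26.3%, 25.1% to 27.6%) and 331 FB5-like (6.86%, 6.16% to 7.61%), so 5 fibroblast classes were named. The other 2 classes, SMC-like with 189 cells and MC-like with 155, were smaller. The vFB2-like cluster was led by Vwc2, Igfbp5 and Mfap4, the main vFB3-like cluster by Mmp10, Igfbp3 and Cxcl14, the main FB4-like cluster by Chodl, Cd81 and Ackr4, and the FB5-like cluster by Tspan13, Kcnj8 and Bmp7. The vFB1-like cluster was led by Dkk2 and Cxcl1, and among its top 10 genes by fold stood 2 markers of the vFB1 list and 3 of the vFB2 list. The border between vFB1 and vFB2 is therefore the least certain of the naming, and at a resolution of 0.3, or without immediate early and stress genes among the variable genes, 6 classes were named in place of 7.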

Importantly, we were able to identify five distinct clusters of PDGFRβ^+^ fibroblasts, of which three have not been described before (Fig. 7c–e). Intestinal villi fibroblast (vFB) 1 expressed high levels of immediate early genes, such as *Junb* and *Fosb*. 

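Junb and Fosb encode subunits of the transcription factor AP-1 and are transcribed within minutes of a stimulus. In the WT library Junb had 1815 CPM (1775 to 1856) in the vFB1-like cells against 601 CPM in the vFB2-like cells, a log2 ratio of 1.59 (1.54 to 1.65). Fosb had 226 CPM (212 to 241) against 41 CPM, a log2 ratio of 2.47 (2.27 to 2.69). The 3 other genes of this kind that were examined were also higher in the vFB1-like cells. Their log2 ratios were 2.11 for Fos, 1.43 for Jun and 1.73 for Egr1. All 3 were open to the clustering, and Egr1 was used in the naming. The ratios therefore describe how the 2 classes were parted and do not test it independently. The highest Junb level was that of the MC-like cells, with 3334 CPM (3181 to 3493), and their Fosb level of 241 CPM (201 to 287) lay within counting error of that of the vFB1-like cells. The FB4-like cells had 1179 CPM of Junb and 208 CPM of Fosb. The alternatives that moved the ratios most gave 1.95 for Junb, with only the sex genes left out of the variable genes, and 3.63 for Fosb, with the alphabetical runs of barcodes in the table taken as clusters, an alternative chosen after these runs had been seen.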

Although expression of immediate early genes could arise as an artifact due to cell dissociation procedures, PDGFRβ+Fosb+ cells were detected in vivo regardless of cellular dissociation. vFB2 shared a similar transcriptomic profile with vFB1 but without the expression of immediate early genes (Fig. 7d, e). 

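Profiles of the classes were compared across 9918 genes with at least 10 CPM in 1 class or more, as log2(CPM + 10). Among the 21 pairs of WT classes the vFB1-like and vFB2-like cells had the highest Pearson correlation, 0.986, followed by vFB2-like and vFB3-like with 0.973. The lowest was that of FB4-like and MC-like cells with 0.791. These correlations run across genes, which are not independent replicates. The vFB2-like cells had few markers of their own, as 12 genes were detected in at least 30% of the vFB2-like cells and in at least 15 percentage points more of them than of the remaining WT cells, against 62 genes for the vFB1-like cells.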

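Mmp10 (chromosome 9 of GRCm38, 7502352 to 7510240) encodes a secreted protease of the extracellular matrix. Its level was 930 CPM (894 to 968) in the vFB3-like cells of the WT library. The next highest group of at least 20 cells, the unnamed cluster 8, had 112 CPM (68.3 to 173), a log2 ratio of 3.06 (2.43 to 3.77). Its 20 UMIs came from 6.06% of its 33 cells, a concentration that these intervals do not cover. Fhl2 (chromosome 1, 43123074 to 43196984) encodes a LIM domain adaptor protein. It had 612 CPM (583 to 643) in the vFB3-like cells and was also found in the FB5-like cells with 468 CPM (436 to 502), in the SMC-like cells with 316 CPM and in the vFB2-like cells with 199 CPM. The excess of the vFB3-like over the FB5-like cells, a log2 ratio of 0.39 (0.26 to 0.51), was larger than counting error.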

Of note, matrix metalloproteinase 10 (*Mmp10*) and four and a half LIM domains protein 2 (*Fhl2*) genes were exclusively expressed in vFB3, suggesting a role of this cluster in extracellular matrix remodeling (Fig. 7d, e). 

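Ackr4 encodes a receptor that takes up chemokines without signalling through G proteins, and lies on chromosome 9 of GRCm38 from 104084157 to 104126933. In the WT library it had 395 CPM (379 to 410) in the FB4-like cells, against 55.9 CPM (26.8 to 103) from 10 UMIs in the unnamed cluster 8, the next highest group of at least 20 cells. Grem1, a further FB4 marker of Fig. 7i, had 726 CPM (705 to 747) in the FB4-like cells and 313 CPM (236 to 406) in cluster 8.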

FB4 discretely expressed atypical chemokine receptor 4 (*Ackr4*) (Fig. 7d, e), which has been reported to be expressed in submucosal fibroblasts^43^. 

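Sox6, a transcription factor gene on chromosome 7 of GRCm38 (115470872 to 116038796), had 241 CPM (218 to 266) in the FB5-like cells of the WT library. Of the classes named from Fig. 7e, the next highest was MC-like with 20.7 CPM (10.4 to 37.1) from 11 UMIs, a log2 ratio of 3.54 (2.69 to 4.55). Bmp7, a gene for a secreted ligand of the TGF-β family on chromosome 2 (172868012 to 172940321), had 442 CPM (411 to 475) in the FB5-like cells and 11.1 CPM (7.44 to 16.0) in the vFB3-like cells, a log2 ratio of 5.31 (4.78 to 5.90). Pdgfra had 1838 CPM (1773 to 1904) in the FB5-like cells, and the next highest of the classes of Fig. 7e, the vFB1-like cells, had 366 CPM (348 to 384). The 5 dividing cells of WT cluster 10 had 510 CPM of Pdgfra (271 to 871).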

Finally, FB5 exclusively expressed high levels of SRY-Box 6 (*Sox6*) and bone morphogenic protein 7 (*Bmp7*), which have been shown to be expressed in fibroblasts lining the epithelium of the small intestinal villi^44^. 

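Cnn1 (chromosome 9 of GRCm38, 22099216 to 22109630) and Actg2 (chromosome 6, 83512905 to 83536265) encode proteins of the contractile apparatus of smooth muscle. In the SMC-like cells of the WT library Cnn1 had 1465 CPM (1383 to 1550) and Actg2 2625 CPM (2515 to 2738). The MC-like cells came next for both genes, with 66.0 CPM (46.0 to 91.8) and 202 CPM (165 to 244). Vtn (chromosome 11, 78499091 to 78502324) had 777 CPM (703 to 855) in the MC-like cells and 6.57 CPM (3.28 to 11.8) in the FB5-like cells, a log2 ratio of 6.89 (6.03 to 7.90).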

Of the remaining 2 clusters, one expressed the hallmarks of enteric SMCs including calponin 1 (*Cnn1*) and actin gamma 2 (*Actg2*), while the other cluster expressed vitronectin (*Vtn*) which marks mural cells (Fig. 7e).

We also generated a single cell library from *Lats1/2*^iΔ^-*tdTomato*^rPβC^ mice (KO_) to delineate the villi PDGFRβ^+^ cells that secrete VEGF-C upon YAP/TAZ hyperactivation, and found seven distinct PDGFRβ^+^ IntSC clusters as observed in *tdTomato*^rPβC^ mice (Fig. 7f and Supplementary Fig. 16a, b). 

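In the KO library Lats1 (chromosome 10 of GRCm38, 7681214 to 7716460) had 6.88 CPM (5.78 to 8.14) over all kept cells against 18.9 CPM (17.1 to 20.8) in the WT library, a log2 ratio of -1.46 (-1.75 to -1.17). Lats2 (chromosome 14, 57689662 to 57758388) had 69.4 CPM (65.8 to 73.2) against 35.0 CPM (32.6 to 37.6), a log2 ratio of 0.99 (0.86 to 1.12). The library counts tags near the 3′ ends of transcripts, which may lie outside the part of a gene that recombination removes, so these levels do not check the deletion. The 4513 kept KO cells fell into 9 clusters, and 6 of the 7 classes were named. They were vFB2-like with 1102 cells (24.4%), vFB3-like with 278 (6.16%), FB4-like with 633 (14.0%), FB5-like with 233 (5.16%), SMC-like with 330 (7.31%) and MC-like with 262 (5.81%). The largest cluster was KO cluster 0 with 1659 cells (36.8%, 35.4% to 38.2%), led by Nnat, Efemp1, Gas6, Fbln5 and Wisp2. The naming rule, which sets markers against the other cells of the same library, gave it no class. Markers of a class can still be expressed there. Adamdec1, of the vFB2 list, was seen in 97.6% of its cells, with 2972 CPM. The vFB2-like KO cells had 4467 CPM, the SMC-like 2590 CPM and the FB4-like 311 CPM. No cluster was vFB1-like. Cluster 8, with 16 cells led by Ccl21a and Clu, was also unnamed. Of the 11 genes left out of the clustering whose class was named in the KO library, 10 were highest in the class the paper ties them to when groups under 20 cells were left out, and 8 when all clusters were compared, since cluster 8 exceeded the FB4-like cells for Grem1, with 1234 against 648 CPM, and the MC-like cells for Vtn, with 182 against 47.9 CPM. The other exception is P2rx1, with 213 CPM (187 to 242) in the vFB3-like and 439 CPM (398 to 482) in the MC-like cells. Of the kept cells of KO cluster 0, between 95.1% (at a resolution of 1.0) and 100% stayed without a class under alternatives with separate clustering. When both libraries were clustered together, clusters were named once for both, and the 7 classes so named apply to the KO library by construction.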

For comparative analysis on the transcriptomic alterations among clusters, we integrated the datasets of *tdTomato*^rPβC^ and *Lats1/2*^iΔ^-*tdTomato*^rPβC^ mice, each composed of two mice per group, by multiple dataset integration methods in Seurat and performed unsupervised clustering (Supplementary Fig. 16c). 

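The WT and KO libraries were also clustered together after anchor-based integration in Seurat. Of the 1659 cells of KO cluster 0, 713 (43.0%) then fell into clusters named vFB3-like, 557 (33.6%) into vFB2-like and 326 (19.7%) into vFB1-like ones, and 36 (2.17%) into an unnamed cluster. When the classes of the WT cells were instead transferred to the KO cells by anchors, an alternative chosen after KO cluster 0 had been seen, the shares were 42.6%, 33.0% and 21.2%.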

When we measured the correlation of clusters from both datasets, each of the seven distinct PDGFRβ^+^ IntSCs demonstrated highly correlative expression of marker genes, with no significant changes in cell type abundances (Supplementary Fig. 16c, d). 

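For each class the top 100 genes by fold were taken among those detected in at least 30% of its cells and in at least 15 percentage points more of them than of the remaining cells of the same library. With the libraries clustered separately, the Jaccard coefficient between the WT and the KO list of the same class was 0.639 for SMC, 0.408 for MC, 0.370 for FB5, 0.351 for FB4, 0.26 for vFB3 and 0.143 for vFB2, where the lists held 12 and 44 genes. Random lists of 100 genes each would give 0.0212. The median over the 6 classes was 0.361, and the alternative that moved it most, detection in 10% of the cells, gave 0.430. The list of KO cluster 0 shared 10 genes with the WT vFB3-like list (0.0559), 7 each with the FB4-like and FB5-like lists (0.0363), 4 with the vFB1-like list (0.0253) and none with the vFB2-like list. The WT vFB1-like list, which has no KO list of the same name, shared most with the KO vFB2-like list (12 genes, 0.128). The vFB1-3-like cells made up 58.9% (57.5% to 60.3%) of the WT and 30.6% (29.2% to 31.9%) of the KO cells, with KO cluster 0 outside this class. In the separate clustering the genes that define the classes differ between the libraries. In the joint clustering, which defines the classes alike, 57.7% of the WT and 63.4% of the KO cells were vFB1-3-like, with 833 WT and 668 KO cells in vFB1, 1378 and 1029 in vFB2, 571 and 1163 in vFB3 and 1067 and 495 in FB4. With 1 library per condition these differences were not tested.

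**Figure D2:**
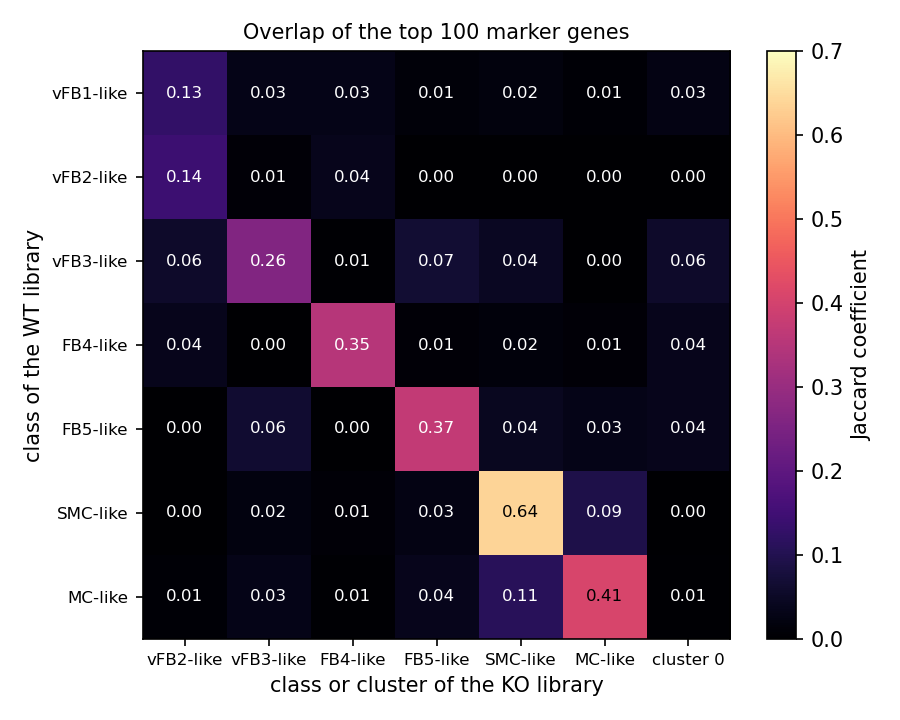
Jaccard coefficient between the top 100 marker genes of each class of the WT library (rows) and each class or cluster 0 of the KO library (columns), a number from 0 for no shared gene to 1 for equal lists. The values for classes of the same name are higher than the others in their rows, from 0.143 for vFB2 to 0.639 for SMC.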

Of special note, KO_vFB1-3 populations demonstrated robust upregulation of *Vegfc*, but not *Vegfa*, upon YAP/TAZ hyperactivation regardless of the duration after the tamoxifen delivery (Fig. 7g and Supplementary Fig. 16e). Moreover, gene ontology suggested possible discrete functions in vFB1-3 (Supplementary Fig. 16f). These results indicate that distinct subsets of intestinal fibroblasts (vFB1-3) upregulate *Vegfc* upon YAP/TAZ hyperactivation.

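Vegfc lies on chromosome 8 of GRCm38 from 54077606 to 54187096, and Vegfa on chromosome 17 from 46016993 to 46032369. Over all kept cells Vegfc had 614 UMIs and 27.7 CPM (25.6 to 30.0) in the WT library and 2904 UMIs and 147 CPM (142 to 152) in the KO library, a log2 ratio of KO over WT of 2.41 (2.28 to 2.53). In the vFB1-3-like cells it rose from 22.0 CPM (19.5 to 24.8) to 81.7 CPM (74.1 to 89.9), a log2 ratio of 1.89 (1.67 to 2.12). Clustering both libraries together, which adds most cells of KO cluster 0 to this class, moved the ratio most, to 3.19. In the separate clustering the rise was uneven. In the vFB3-like cells Vegfc rose from 18.4 to 261 CPM, a log2 ratio of 3.83 (3.38 to 4.30), where most WT cells belong to WT cluster 3 and the KO cells to KO cluster 4. In the vFB2-like cells it rose from 22.8 to 31.6 CPM, a log2 ratio of 0.47 (0.11 to 0.84). The vFB1-like cells of the WT library had 23.2 CPM and no KO cluster to compare with in the separate clustering. In the joint clustering the log2 ratio was 2.77 (2.46 to 3.10) in vFB1, from 24.7 to 168 CPM, 2.88 (2.59 to 3.17) in vFB2 and 3.76 in vFB3. In vFB2 transferred classes gave 2.66 (2.39 to 2.94) and a resolution of 1.0 gave 1.33 (0.98 to 1.68). No rise was detectable there with the stricter cell filter, 0.05 (-0.45 to 0.54), or at a resolution of 0.3, 0.30 (-0.04 to 0.63). The same holds with immediate early and stress genes left out of the variable genes, 0.31 (-0.03 to 0.65). At a resolution of 0.3 and without these genes, the WT vFB2-like class held 2292 and 2174 cells. It held 1334 in the reported clustering, so the class is not the same one. Among the other classes the log2 ratio was 0.66 (0.39 to 0.94) in FB4, 1.65 (0.86 to 2.47) in FB5, 0.60 (0.08 to 1.14) in SMC and 0.06 (-0.96 to 1.15) in MC. Of the 195 Vegfc UMIs of the FB4-like KO cells, 114 came from the 99 cells of KO cluster 7. The main FB4-like clusters show no rise, with 43.5 CPM (38.1 to 49.4) in WT cluster 1 and 32.7 CPM (26.0 to 40.7) in KO cluster 2, and WT cluster 6 had 17.3 CPM (9.66 to 28.5). Vegfa was low in both libraries, with 153 UMIs and 6.91 CPM (5.86 to 8.10) in WT and 90 UMIs and 4.56 CPM (3.66 to 5.60) in KO over all cells, a log2 ratio of -0.60 (-0.99 to -0.22). In the vFB1-3-like cells no change of Vegfa was detectable at this depth, with 7.00 CPM against 7.98 CPM and a log2 ratio of 0.19 (-0.38 to 0.74), while in the clustering of both libraries together the ratio was -0.81.

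**Figure D3:**
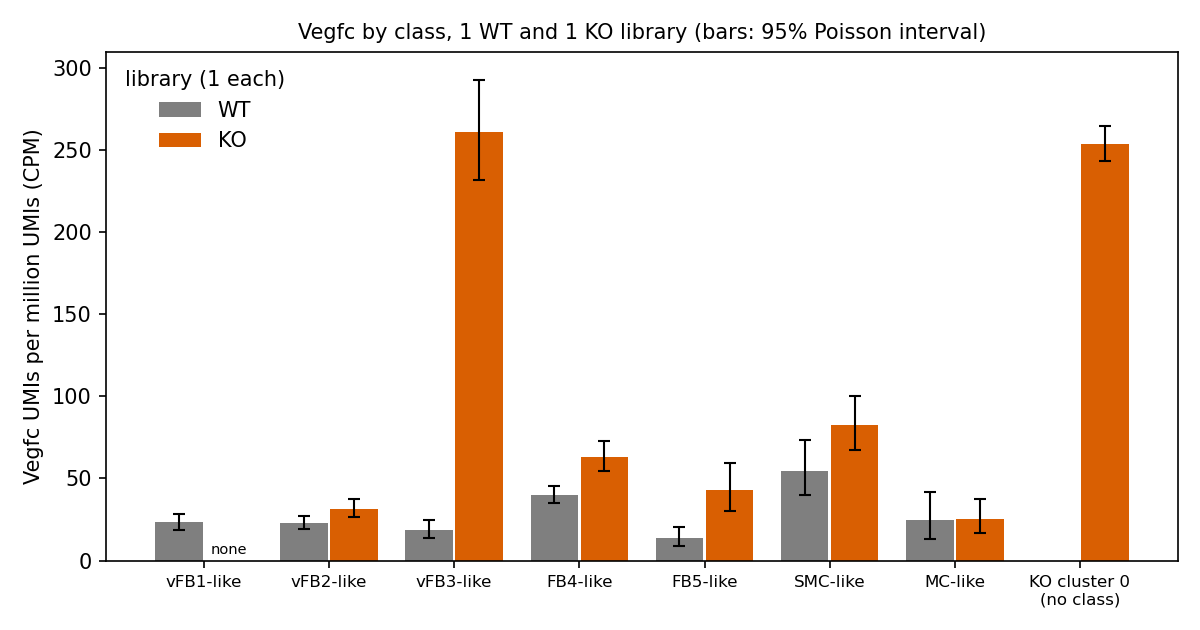
Vegfc level in CPM in each class of the WT (grey) and KO (orange) library and in KO cluster 0. Bars give the level of 1 library each and error bars the exact 95% Poisson interval of the summed UMIs. The vFB3-like cells and cluster 0 of the KO library stand at 261 and 254 CPM, above every WT class.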

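Of the 2904 Vegfc UMIs of the KO library, 73.0% came from KO cluster 0, with 254 CPM (243 to 265), and 10.1% from the vFB3-like cells. KO cluster 7, a FB4-like cluster of 99 cells led by Igfbp6 and Figf, had 187 CPM (154 to 224), far above the larger FB4-like cluster 2. The SMC-like cells had 82.7 CPM (67.4 to 100.4) and the MC-like cells 25.5 CPM (16.5 to 37.6). A Vegfc UMI was found in 11.2% of all kept WT and 36.0% of all kept KO cells. With every cell thinned to 3000 UMIs, which left out 961 WT and 1029 KO cells, the shares were 8.08% (7.24% to 8.98%) and 30.8% (29.2% to 32.3%). Within the KO library the thinned share was 52.1% in cluster 0 and 51.9% in the vFB3-like cells, against 7.42% in the vFB2-like and 5.21% (2.53% to 9.37%) in the MC-like cells, whose median depths were 4913, 3772, 3359 and 3577 UMIs. From the higher Vegfc in the vFB1-3 clusters of the KO mice, with Vegfa not raised, the paper reasons that vFB1-3 upregulate Vegfc when YAP/TAZ are hyperactivated. It further reports more Vegfc by in situ hybridization in Shisa3+ vFB1-2 and in P2X1+ vFB3 cells. Those images were not examined here.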

To define the location of these newly identified subsets of fibroblasts, we examined and validated the expressions of markers that are specific to each cluster (Fig. 7h, i). Of note, vFB1-3 were distributed in close proximity to the lacteal, while Ackr4^+^ FB4 and Sox6^+^ FB5 were localized around the submucosal and subepithelial regions, respectively (Fig. 7h, i), as previously reported^12,43^. vFB1-3 were distinguished by specific markers: P2X1 was exclusively expressed by vFB3 but not by vFB1-2; Fosb was specifically expressed by vFB1 but not by vFB2 (Fig. 8a, b). In addition, through single-molecule in situ hybridization (smFISH) of *Vegfc*, we observed that the expression of *Vegfc* is upregulated in *Lats1/2*^iΔ^-*tdTomato*^rPβC^ mice compared with *tdTomato*^rPβC^ mice (Fig. 8c). Moreover, we performed smFISH of *Vegfc* with immunofluorescence staining of vFB1-3-specific markers. *Vegfc* expression increased in vFB1-2 (Shisa3^+^PDGFRβ^+^ cells) and vFB3 (P2X1^+^PDGFRβ^+^ cells) in *Lats1*/*2*^i∆PβC^ mice compared with WT mice (Fig. 8d). Taken together, our data unravel the heterogeneity and new subtypes of IntSCs (Fig. 7j) and suggest that vFB1-3 maintain lacteal integrity and function by forming a YAP/TAZ-induced VEGF-C secreting niche.

**Fig. 8:**
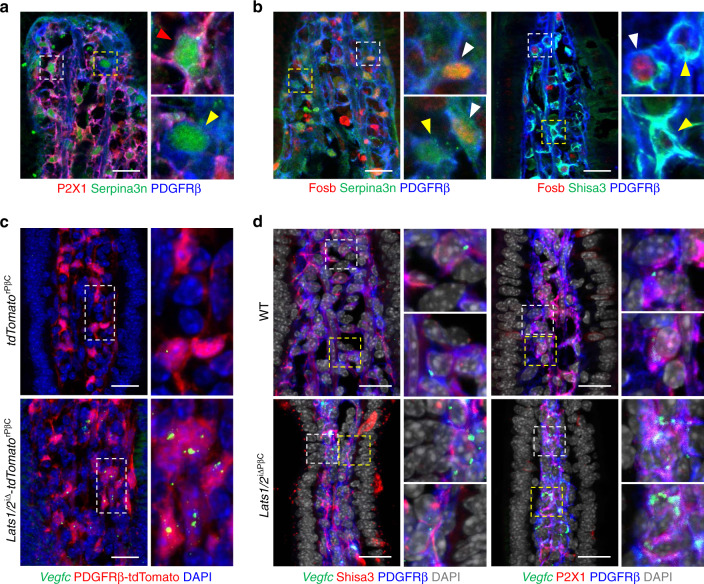
vFB1-3 are distinct cell types secreting VEGF-C. **a** Representative images of vFB3 (P2X1^+^Serpina3n^+^PDGFRβ^+^) and vFB1-2 (P2X1^-^Serpina3n^+^PDGFRβ^+^) in WT mouse. Similar findings were observed in *n* = 4 mice from two independent experiments. White and yellow dotted boxes are magnified in the upper right and lower right panels, respectively. Red and yellow arrowheads indicate vFB3 and vFB1-2, respectively. Scale bar, 20 μm. **b** Representative images of vFB1 (Serpina3n^+^Fosb^+^Shisa3^+^PDGFRβ^+^) and vFB2 (Serpina3n^+^Fosb^-^Shisa3^+^PDGFRβ^+^) in WT mouse. Similar findings were observed in *n* = 4 mice from two independent experiments. White and yellow dotted boxes are magnified in the upper right and lower right panels, respectively, for each image. White and yellow arrowheads indicate vFB1 and vFB2, respectively. Scale bars, 20 μm. **c** Representative images of *Vegfc* single-molecule fluorescence in situ hybridization (smFISH) in intestinal villi of *tdTomato*^rPβC^ and *Lats1/2*^iΔ^- *tdTomato*^rPβC^ mice. Similar findings were observed in *n* = 4 mice/group from two independent experiments. White dotted boxes are magnified in the right panel. Scale bars, 20 μm. **d** Representative images of *Vegfc* smFISH in vFB1-3 of WT and *Lats1/2*^iΔ^- *tdTomato*^rPβC^ mice. Similar findings were observed in *n* = 4 mice/group from two independent experiments. White and yellow dotted boxes are magnified in the upper right and lower right panels, respectively, for each image. Scale bars, 20 μm.

## Discussion

Our most intriguing finding is that intestinal villi fibroblasts regulate lacteal integrity through YAP/TAZ-induced secretion of VEGF-C upon mechanical cues. Taking advantage of single-cell RNA sequencing and detailed 3D analysis of IntSCs, we further reveal the heterogeneity of villi fibroblasts and characterize their distinct transcriptomic features with unique distributions in the intestinal villi.

The molecular signature and functional properties of lymphatic vessels are highly dependent on the stroma where they reside and VEGF-C/VEGFR3 signaling pathway plays major role in lymphangiogenesis^2,3,45^. SMCs may be an important source of VEGF-C, which is required to maintain lymphatic vessel architecture in the intestine^5^. Nevertheless, extrinsic factors governing lacteal maintenance and function require better delineation. Hypersprouting and hyperbranching phenotypes were strikingly found in lacteals after YAP/TAZ hyperactivation in PDGFRβ^+^ IntSCs. This was due to the paracrine activation of VEGFR3 on neighboring LECs, triggered by high VEGF-C secretion from PDGFRβ^+^ fibroblast subpopulations. A recent report suggested that lacteal LEC junction zippering and disassembly of cytoskeletal VE-cadherin anchors prevent dietary fat uptake^4–7^. In our experiments, we observed zippering of lacteal junctions and impaired dietary fat uptake with increased or decreased VEGF-C after hyperactivation or depletion of YAP/TAZ, respectively, in PDGFRβ^+^ IntSCs. Thus, our results indicate that VEGF-C/VEGFR3 signaling is important for maintaining the button-like lacteal junction for proper dietary fat uptake, together with VEGF-A/VEGFR2 signaling^4–7^.

We also demonstrated the importance of mechanical cues in regulating nucleocytoplasmic shuttling of YAP/TAZ in fibroblasts, for VEGF-C secretion possibly along with other growth factors and cytokines. Owing to their unique circumstances, intestinal lymphatic capillaries as well as surrounding IntSCs must withstand high levels of repetitive mechanical stress, extreme osmotic variations, and commensal bacteria^1–3^. To support lacteal integrity and function in such environments, some mechanisms must exist for IntSCs to adapt and respond to various types of stress. We showed that YAP/TAZ respond to mechanical or osmotic stress by promoting or attenuating VEGF-C secretion in fibroblasts, enabling them to sense and adapt to high mechanical forces and osmotic stress. Collectively, these findings point to an important link between YAP/TAZ mechanotransduction and biological outcomes in the intestine, likely dictated by the physiology of the gastrointestinal tract.

Our analysis uncovering the five transcriptionally distinct subsets of intestinal fibroblasts highlights the heterogeneity and novel role of intestinal fibroblasts in maintaining lacteal homeostasis. Accumulating evidence continues to indicate the importance and diverse tissue-specific roles of perivascular fibroblasts in normal physiology, as well as during tissue remodeling after injury^14,16,46^. In agreement, fibroblasts are not only a mechanical scaffold for capillaries but also implicated as an important source of endothelial growth factors that mediate capillary morphogenesis and vessel maintenance^47^. Therefore, the intimate crosstalk between fibroblasts and capillaries seems necessary to support the homeostasis of the organ they pervade in a tissue-specific manner^47^. However, little is understood regarding IntSC structural and functional heterogeneity and their interaction. We have uncovered the molecular identity of intestinal fibroblasts and revealed their unique anatomic locations, which reflect their discrete functions. Of note, ACKR4^+^ fibroblasts in the villi stroma, equivalent to the FB4 subtype here, reside exclusively in the intestinal submucosa and are suggested to control leukocyte migration^43^. Indeed, FOXL1^+^ fibroblasts in the intestinal subepithelial compartment, which correspond to the FB5 subtype in this work, have been suggested as an essential source of Wnt protein for gut epithelial renewal^12^.

Most importantly, we identified novel distinct subsets of fibroblasts (FB1–3), which were distributed adjacent to the lacteals and are potential regulators of lacteal integrity and function by YAP/TAZ-induced VEGF-C secretion. We also have suggested cell type relationships among FB1–3 and their possible functions. Many evidences suggest the importance and multiple roles of intestinal fibroblasts and mesenchymal stem cells in maintaining intestinal homeostasis and in immunity and disease^48,49^. However, more extensive work is needed to understand the phenotypic and functional heterogeneity within IntSCs. Our study opens the way for using Cre-expressing reporter and fate-mapping mouse lines to reveal lineage relationships and their functions of novel IntSC subtypes. This work will contribute to a better characterization of populations associated with maintaining intestinal homeostasis or mediating intestinal dysfunction.

Taken together, our findings advance understanding of IntSCs and reveal a previously unknown role for villi fibroblasts as essential regulators of lacteal integrity. We highlight unique features of organ-specific lymphatic capillaries that coordinates with the surrounding fibroblasts in the intestinal stroma to accomplish functional interplay between YAP/TAZ and lymphatic maintenance. However, the resulting phenotypes of genetically modified mice and the experimental tools used to induce mechanical or osmotic stress are more extreme than those observed in physiological conditions. Nevertheless, our results reinforce the concept that the paracrine molecules secreted from adjacent fibroblasts are the major regulators of lymphangiogenesis and lymphatic remodeling. These findings fill in parts of the novel dynamic regulatory mechanism of lacteals and offer clues to the process of maintaining intestinal homeostasis.

## Methods

### Experimental animals

All animal care and experimental procedures were complied with all ethical regulations for animal research and testing under the approval from the Institutional Animal Care and Use Committee (No. KA2016-12) of Korea Advanced Institute of Science and Technology (KAIST). *Pdgfrb*-Cre-ER^T2 30^, *Lats1*^fl/fl^/*Lats2*^fl/fl^^31,32^ and *Yap*^fl/fl^/*Taz*^fl/fl 38^ mice were transferred, established, and bred in specific pathogen-free (SPF) animal facilities at KAIST. C57BL/6 J, R26-tdTomato and *Myh11*-Cre-ER^T2^ mice were purchased from the Jackson Laboratory. All mice were maintained in the C57BL/6 background and fed with free access to a standard diet (PMI LabDiet) and water. In order to induce Cre activity in the Cre-ER^T2^ mice, 2 mg of tamoxifen (Sigma-Aldrich) dissolved in corn oil (Sigma-Aldrich) was injected intraperitoneally (i.p.) at indicated time points for each experiment. Cre-ER^T2^ negative but flox/flox-positive mice among the littermates were defined as control (WT) mice for each experiment. Mice were anesthetized with i.p. injection of a combination of anesthetics (80 mg/kg ketamine and 12 mg/kg of xylazine) before being sacrificed.

### Histological analyses

For whole-mount staining of small intestine, transcardial perfusion was performed with 2% paraformaldehyde (PFA) after anesthesia. Small intestine was harvested and cut longitudinally to expose the lumen. After several washes with PBS, intestines were pinned on silicon plates. Samples were then post-fixed at 4 °C in 4% PFA for 2 h. Samples were washed with PBS several times and were subsequently dehydrated with 10% sucrose in PBS for 2 h and with 20% sucrose, 10% glycerol in PBS overnight. Ear skin, trachea and diaphragm were harvested without transcardial perfusion and fixed in 4% PFA for 1 h at 4 °C. Samples were washed with PBS several times before blocking. After blocking with 5% goat or donkey serum in 0.5% Triton-X 100 in PBS (PBST) for 1 h, samples were incubated with the indicated primary antibodies diluted in the blocking solution at 4 °C overnight. After several washes with PBST, the samples were incubated for 2 h at room temperature (RT) with the indicated fluorocrome-conjugated secondary antibodies diluted in the blocking buffer. The samples were washed with PBST and nuclei were stained with DAPI (Invitrogen). After washing with PBS, samples were mounted with Vecta-shield (Vector Laboratories). Images were obtained using Zeiss LSM 800 or LSM 880 confocal microscope (Carl Zeiss).

The following primary and secondary antibodies were used in the immunostaining: anti-LYVE-1 (rabbit polyclonal, 11-034, Angiobio, 1:400); anti-CD31 (rat monoclonal, 557355, BD Biosciences, 1:400); anti-CD31 (hamster monoclonal, MAB1398Z, Merck, 1:400); anti-E-cadherin (goat polyclonal, AF748, R&D, 1:200); anti-Prox1 (goat polyclonal, AF2727, R&D, 1:400); anti-Prox1 (rabbit polyclonal, 102-PA32AG, ReliaTech, 1:400); anti-VE-cadherin (goat polyclonal, AF1002, R&D, 1:200); anti-PDGFRβ (rat monoclonal, ab91066, Abcam, 1:200); anti-PAI-1 (mouse monoclonal, sc-5297, Santa Cruz, 1:100); anti-Serpina3n (Goat polyclonal, AF4709, R&D, 1:200); anti-Fosb (rabbit monoclonal, 2251, Cell Signaling Technology, 1:400); anti-Shisa3 (rabbit polyclonal, TA320118, Origene, 1:400); anti-P2X1 (rabbit polyclonal, APR-001, Alomone labs, 1:800); anti-Ackr4 (rabbit polyclonal, SAB4502137, Sigma-Aldrich, 1:200); anti-Grem1 (goat polyclonal, AF956, R&D, 1:200); anti-Sox6 (rabbit polyclonal, ab30455, Abcam, 1:400); anti-PDGFRα (goat polyclonal, AF1062, R&D, 1:200); anti-YAP (rabbit monoclonal, 14074, Cell signaling, 1:200); anti-TAZ (rabbit polyclonal, HPA007415, Sigma-Aldrich, 1:200); anti-αSMA, Fluorescein Isothiocyanate (FITC)-conjugated (mouse monoclonal, F3777, Sigma-Aldrich, 1:1000); anti-VEGFR3 (goat polyclonal, AF743, R&D, 1:200); anti-VEGFR2 (goat polyclonal, AF644, R&D, 1:200); anti-PGP9.5 (rabbit monoclonal, 13179, Cell signaling, 1:400); anti-F4/80, FITC-conjugated (rat monoclonal, 1231007, Biolegend, 1:200); anti-CD3 (hamster monoclonal, 553058, BD Biosciences, 1:1000); anti-Desmin (rabbit polyclonal, AB907, Millipore, 1:400); and Alexa Fluor 488-, Alexa Fluor 594-, Alexa Fluor 647-conjugated anti-rabbit, anti-rat, anti-goat, anti-hamster secondary antibodies (diluted at a ratio of 1:1000) were purchased from Jackson ImmunoResearch. All the antibodies used in our study were validated for the species and applications.

### Single-molecule fluorescence in situ hybridization (smFISH)

For smFISH of small intestine, transcardial perfusion was performed with 2% PFA after anesthesia. Samples were post-fixed at 4 °C in 4% PFA for 2 h. Samples were washed with PBS several times, moved to 30% sucrose, and incubated overnight. The samples embedded in OCT were sectioned, and we performed the smFISH according to the manufacturer’s protocol that is described in the RNAscope Fluorescent Multiplex Assay kit (320850, ACDBio). The RNA scope Probe (ACDBio)-Mm-*vegfc* (492701-C2) was used for smFISH. The following primary and secondary antibodies were used in the immunostaining with smFISH: anti-PDGFRβ (rat monoclonal, ab91066, Abcam); anti-Shisa3 (rabbit polyclonal, TA320118, Origene); anti-P2X1 (rabbit polyclonal, APR-001, Alomone labs) and Alexa Fluor 488-, Alexa Fluor 594-, Alexa Fluor 647-conjugated secondary antibodies were purchased from Jackson ImmunoResearch. Images were obtained using Zeiss LSM 800 or LSM 880 confocal microscope (Carl Zeiss).

### EdU incorporation assay for proliferating LECs

To detect proliferating LECs in lacteal, 5 mg of 5-ethynyl-2′-deoxyuridine (EdU, A10044, Invitrogen) was dissolved in 1 ml of Milli-Q water as a stock solution. Then, 200 μl of the stock solution per mice was injected i.p. every other day for a week before analysis. Small intestine was isolated and processed as described above. EdU-incorporated cells were detected with the Click-iT EdU Alexa Fluor-488 Assay Kit (Invitrogen) according to the manufacturer’s protocol.

### Electron microscopy

To capture ultrastructure electron microscopic images of lacteal, small intestine was sectioned after transcardial perfusion with 4% PFA and 0.25% glutaraldehyde in 0.1 M phosphate buffer (pH 7.4). Samples were then fixed overnight in 2.5% glutaraldehyde, post-fixed with 1% osmium tetroxide, and dehydrated with a series of increasing ethanol concentrations followed by resin embedding. 70-nm ultrathin lacteal sections were obtained using an ultramicrotome (UltraCut-UCT, Leica), which were then collected on copper grids. Samples were imaged with transmission EM (Tecnai G2 Spirit Twin, FEI) at 120 kV after staining with 2% uranyl acetate and lead citrate.

### Intravital imaging of lipid clearance from lamina propria

Mice were anesthetized following food removal for 12 h before the procedure. Intravital imaging was performed as we previously described^34^. Briefly, BODIPY lipid probes (0.1 mg/ml, Thermo Fisher) were dissolved in 2.5% DMSO solution (Sigma-Aldrich). Anti-LYVE-1 (rat monoclonal, 223322, R&D) conjugated with Alexa Fluor 647 (Invitrogen) antibody (0.75 mg/kg) was intravenously injected at 12 h before the imaging for fluorescent labeling of lacteals. Then, the proximal jejunum was exteriorized in an imaging chamber where the temperature was maintained at 37 °C during the imaging. After surgical opening of the intestinal lumen 1.5 cm along the anti-mesenteric border, a cover glass was placed on the exposed lumen to obtain a villi view. The intravital imaging was done over three sessions. The villi were first imaged before the BODIPY-FA supply at 0 min. Then, 30 μl of BODIPY lipid probes were supplied once before the second imaging session to observe the initial BODIPY lipid absorption at 1 min. Next, the BODIPY lipids were supplied three times with 2 min intervals before the third imaging session at 26 min, and BODIPY-FA clearing through lacteals was analyzed at 36 min and 46 min. A home-built video-rate laser-scanning confocal microscope was used^34^. Two continuous-wave lasers emitting at 488 nm (MLD, Coherent) and 640 nm (Cube, Coherent) were used as excitation sources for fluorescence imaging. Two bandpass filters (FF01-525/50 and FF01-685/40, Semrock) were used for detection of fluorescent signals. Axial resolution below 4 μm was acquired with 100 μm pinhole and 60x objective lens (LUMFLN, water immersion, NA 1.1, Olympus). Images (512 × 512 pixels) were obtained at a frame rate of 30 Hz. For the signal-to-noise ratio enhancement of the image, the noise over 90 frames after post-processing the real-time images (30 frames/sec) were averaged by removing the motion artifact generated from peristalsis with a custom-written MATLAB program. ImageJ software (NIH) was used for measuring the average fluorescent intensity in the lamina propria.

### Lipid absorption test

Following food removal for 12 h, 200 μl of olive oil (Sigma-Aldrich) was delivered by oral gavage for plasma triglyceride measurement and Oil Red O staining. Blood was sampled via the tail vein into the blood collection tube containing heparin at 0, 1, 2, 3, and 4 h after olive oil administration. Plasma triglyceride concentration was measured using a VetTest Chemistry analyzer (IDEXX Lab). Small intestine was stained with Oil red O at 12 h after the olive oil gavage following the manufacturer’s protocol of the Oil Red O Staining Kit (MAK194, Sigma-Aldrich). High fat diet (HFD) (60% kcal fat, Research Diets, D12492) feeding started at 12-week old and continued for 8 weeks for plasma triglyceride measurement and Oil Red O staining. Blood was sampled via the tail vein into the blood collection tube containing heparin after 6 h fasting. For Oil red O staining of liver sections, liver harvested, fixed in 4% PFA overnight at 4 °C, were cut to 100 μm vibratome sections (Leica, VT1200S), were stained with Oil red O.

### Transduction of AAV

Indicated mice received a single i.p. dose (10^12^ viral particles in 150–200 µl) of a recombinant AAV encoding the ligand binding domains 1–4 of VEGFR3 fused to the IgG Fc domain (AAV–mVEGFR3_1-4_-Ig), and control mice received the same dose of AAV encoding the domains 4–7 of VEGFR3, which do not bind VEGF-C or VEGF-D (AAV–mVEGFR3_4-7_-Ig), fused to the IgG Fc domain, as previously described^37^. AAV–mVEGFR3_1-4_-Ig and AAV–mVEGFR3_4-7_-Ig were detected in serum by immunoblotting analysis (anti-VEGFR3 antibody; goat polyclonal, AF743, R&D) of 0.5 μl of serum samples collected at the same day of the intestinal analysis.

### Treatment of antibody

For VEGFR2 blockade, we used a VEGFR2 neutralizing antibody (DC101). A hybridoma cell line that produces DC101 was purchased from American Type Culture Collection (ATCC). Hybridoma cells were grown in serum‐free medium. Recombinant proteins in the supernatants were purified by column chromatography with Protein A agarose gel (Oncogene). After purification, the recombinant proteins were quantified using the Bradford assay and confirmed by Coomassie blue staining after sodium dodecyl sulfate (SDS)–polyacrylamide gel electrophoresis (PAGE). DC101 (50 mg/kg) or an equal amount of the control antibody (IgG-Fc, SAB3700546, Sigma-Aldrich) was i.p. injected into the indicated mice every 2 days for 2 weeks.

### Intestinal LEC enrichment and IntSC isolation from the small intestine

The serosa, muscle layer, and mesenteric adipose tissues were removed from the small intestine. After opening gut fragments longitudinally and washing with PBS, samples were cut into 2 cm pieces, and Peyer’s patches were removed. Samples were washed with PBS and incubated with 10 mM EDTA with calcium- and magnesium-free DMEM (Gibco) on ice for 20 min. Tissues were vortexed with calcium-free PBS until obtaining a clear supernatant that was devoid of epithelial cells. Sample pieces were cut further into 1 mm fragments and dissociated with dissociation buffer containing 2 mg/ml collagenase II (Worthington), 1 mg/ml Dispase (Gibco), and 1 U/ml DNase (Invitrogen) in DMEM at 37 °C for 30 min. To help dissociation, tissues pieces were gently pipetted up and down every 10 min. The samples were then filtered through a 70 μm strainer to mechanically disaggregate the remaining intestinal fragments. After collecting the supernatants, an equal volume of DMEM containing 10% fetal bovine serum (FBS) was added. After centrifugation, cells were resuspended in PBS. To enrich the stromal cell fraction and LECs, hematopoietic cells and epithelial cells were depleted using AutoMACS (Miltenyi) after incubation for 15 min on ice with anti‐CD45 and anti-CD326 Microbeads (Miltenyi). For IntSC isolation, anti-CD31 Microbeads (Miltenyi) were added to deplete endothelial cells in addition to the anti-CD45 and anti-CD326 Microbeads.

### Primary culture of mouse IntSCs

Following the isolation of IntSCs, cells were cultured with DMEM/F12 containing 10% FBS on a tissue culture plate for 24 h or 2 days. For drug treatments and immunofluorescence staining, 50,000 cells per well were plated on 4-well Nunc Lab-Tek II chamber slides (Sigma-Aldrich). Drug concentrations are described in the indicated figure legends and treatments lasted 6 h for immunofluorescence and gene expression analysis. A 35-mm imaging dish with an Elastically Supported Surface (Ibidi) was used for IntSC culture on soft (1.5 kPa) and stiff (28 kPa) matrices for 24 h. For induction of cre activity in primary cultured IntSCs derived from WT or *Yap*/*Taz*^i∆FRC^ mice, cells were treated with 5 µM of 4-hydroxy-tamoxifen (4-OHT) in 100% ethanol (EtOH) or 100% EtOH alone for 2 days as a control. Culture-expanded monolayer of IntSCs that were validated as PDGFRβ^+^ were used for experiments.

### Flow cytometry and cell sorting

To sort PDGFRβ^+^ IntSCs or intestinal LECs, the enriched fractions went on RBC lysis by suspension in ACK lysis buffer (Gibco) for 5 min at RT. After blocking Fcγ receptors with mouse anti-CD16/CD32 (553141, BD Bioscience), cells were incubated for 15 min with indicated antibodies in FACS buffer (2% FBS in PBS). After several washes, cells were analyzed by FACS Canto II (BD Biosciences) and the acquired data were further evaluated by using FlowJo software (Treestar). Cell sorting was performed with FACS Aria Fusion (Beckton Dickinson). Dead cells were excluded using DAPI (Sigma-Aldrich) staining and cell doublets were systematically excluded. Fluorescence intensity is expressed in arbitrary units on a logarithmic scale, and forward scatter and side scatter are represented on a linear scale. The following antibodies were used for flow cytometry: FITC anti-mouse CD45 (11-0451-85, rat monoclonal, Biolegend); FITC anti-mouse TER-119 (11-5921-85, rat monoclonal, Biolegend); APC anti-mouse CD31 (551262, rat monoclonal, BD Bioscience); and PE/Cy7 anti-mouse Podoplanin (127412, syrian hamster monoclonal, Biolegend).

### Bulk RNA-sequencing

Bulk RNA-sequencing of the isolated PDGFRβ^+^ IntSCs was performed by obtaining the alignment file. Briefly, reads were mapped using TopHat software tool. The alignment file was used to assemble transcripts, estimate their abundances, and detect differential expression of genes or isoforms using cufflinks. The Ingenuity Pathway Analysis tool (QIAGEN) was used to further evaluate the data in the context of canonical signaling and determine whether YAP/TAZ-hyperactivated genes were specifically related to the secretory molecules. The significance of the canonical signaling was tested by the Benjamini–Hochberg procedure, which adjusts the *P* value to correct for multiple comparisons, and their activation or inhibition was determined with reference to activation z-scores. Cluster analysis and heatmaps were generated using Morpheus (https://software.broadinstitute.org/morpheus/). For GSEA, gene set collections from the Molecular Signatures Database 4.0 (http://www.broadinstitute.org/gsea/msigdb/) were used.

### MEFs and HDLECs

Mouse embryonic fibroblasts (MEFs) were isolated from E12.5 embryos as previously described^32^. Briefly, head, limb and heart tissues were removed and samples were minced with scissors and digested with 0.1% trypsin/EDTA with DNase (1 U/ml, Invitrogen) at 37 °C for 20 min. After digestion and removal of undigested tissues, the cells were spun briefly, plated onto a 10 cm dish, and allowed to grow to subconfluence. MEFs were then maintained in DMEM/F12 containing 10% FBS. Human dermal lymphatic endothelial cells (HDLECs) were purchased from Lonza and cultured in endothelial growth medium (EGM2-MV, Lonza). MEFs and HDLECs were used at passage 2 or 3. Cells were incubated in a humidified atmosphere of 5% CO_2_ at 37 °C and confirmed to be mycoplasma-negative (MycoAlert Detection Kit, Lonza).

### Spheroid-based sprouting assay

LEC spheroids were generated by culturing HDLECs at passage 2 or 3 in culture medium containing 0.25% methylcellulose and incubating overnight as hanging drops^36^. The spheroids were then collected and embedded in 2 mg/ml collagen type I (Corning), treated with control bovine serum albumin (BSA, Sigma-Aldrich), WISP2 (300 ng/ml, Peprotech), TNFSF15 (50 ng/ml, Peprotech), BDNF (50 ng/ml, Peprotech), EBI3 (100 ng/ml, Peprotech) or ANGPT2 (5 μg/ml, in-house generated) with or without VEGF-C (200 ng/ml, R&D Systems) in Endothelial Cell Basal Medium (PromoCell) containing 1% FBS for 24 h. At the end of the incubation, spheroid was stained with cell tracker (Molecular Probes, 1.5 μM, 37 °C, 30 min). The spheroids were then fixed in 4% PFA for 15 min at RT and imaged using Cell observer (Carl Zeiss).

### Quantitative RT-PCR

RNA was extracted using RNeasy Micro kit (Qiagen) or Trizol RNA extraction kit (Invitrogen). A total of 1 µg of extracted RNA was transcribed into cDNA using GoScript Reverse Transcription Kit (Promega). Quantitative real-time PCR was performed using FastStart SYBR Green Master mix (Roche) and S1000 Thermocycler (Bio-Rad) with the indicated primers. The primers were designed using Primer-BLAST or adopted from previously published studies, which are described in Supplementary Table 1. *Gapdh* was used as a reference gene and the results were presented as relative expressions to control. Primer reaction specificity was confirmed by melting curve analysis. Relative gene expression was analyzed by ΔΔCt method using the CFX Manager software (Bio-Rad).

### In vitro stretch and osmotic experiments

MEFs and primary mouse IntSCs were stretched using a mechanical cell stretching instrument (STREX) with a 4% of linear stretch at 10 cycles/min, and osmotic stress was applied with 0.4 M sorbitol for 3 h as previously described^40,50^. Cells were kept in a humidified 5% CO_2_ incubator at 37 °C during all experiments.

### Ex vivo osmotic experiments

After opening the abdominal cavity under anesthesia, jejunum part of small intestine was cut into 2 cm pieces. Gut fragments were opened longitudinally and washed with PBS. Tissues were then cultured in DMEM/F12 including 5% FBS and osmotic stress was applied immediately with 0.4 M sorbitol in the culture medium for 3 h. Tissues were kept in a humidified 5% CO2 incubator at 37 °C during all experiments.

### Immunofluorescence staining of MEFs

MEFs were plated on 8-well Nunc Lab-Tek II chamber slides (Sigma-Aldrich) and fixed with 4% paraformaldehyde for 15 min at 4 °C. After several washes with PBS, samples were blocked with 5% goat (or donkey) serum in 0.5% PBST for 30 min at RT. Cells were incubated with the indicated primary antibodies at 4 °C overnight. Bound primary antibodies were detected by incubating with secondary antibodies for 90 min at RT. The following primary antibodies were used for the cell staining: anti-YAP (rabbit monoclonal, 14074, Cell signaling); anti-TAZ (rabbit polyclonal, HPA007415, Sigma-Aldrich); and Alexa Fluor 488-conjugated anti-phalloidin (A12379, Thermo Fisher) antibodies. Alexa Fluor 594-conjugated secondary antibodies were purchased from Jackson ImmunoResearch. Nuclei were stained with DAPI (Invitrogen) and slides were mounted and imaged as described above.

### ChIP-qPCR

MEFs were fixed with 1% PFA for 10 min and quenched with glycine. Samples were washed with PBS and lysed with lysis buffer containing 1% SDS. The fixed DNA in the cell lysates was sonicated using Focused-ultrasonicator (Covaris). The cell lysates were centrifuged, and all but 5% (saved for whole cell lysate input control) of the resulting supernatants were diluted with ChIP dilution buffer containing 0.5% Triton X-100. Diluted samples were then incubated overnight at 4 °C with anti-TEAD4 antibody (mouse monoclonal, ab58310, Abcam). Then, protein A/G Dynabeads (Thermo Fisher) were added and the samples were incubated for 2 h at 4 °C. The beads were isolated with DynaMag-2 (Thermo Fisher), washed with series of ChIP wash buffers: low-salt wash buffer, high-salt wash buffer, LiCl wash buffer, and TE buffer. Samples were eluted in 1% SDS two times for 15 min each at 65 °C. The beads were removed and both the eluted material and 5% whole cell lysate input samples were reverse-cross-linked overnight at 65 °C. After normalizing the pH, samples were incubated for 30 min with RNase (3 μg/mL) at 37 °C and for 2 h with proteinase K (20 mg/ml) and glycogen (20 mg/ml) at 55 °C. DNA was eluted using standard procedures and ChIP-DNA were analyzed by qPCR compared with input samples using the primers listed in Supplementary Table 2.

### ELISA

Supernatant of primary cultured mouse IntSCs were harvested after stretching, and supernatant was centrifugation for 15 min. The concentration of VEGF-C in supernatant was measured by enzyme‐linked immunosorbent assay (ELISA) with mouse VEGF-C**–**specific ELISA kit (CSB-E07361m, Cusabio).

### Morphometric analysis

Morphometric measurements were performed using ImageJ software (NIH), ZEN 2012 software (Carl Zeiss), or Imaris (Bitplane). For lacteal surface area quantification, a threshold was set for the images to be analyzed and absolute villus LYVE-1^+^ area was measured for each lacteal within the villus. Absolute lacteal length, absolute villi length, and absolute villi width were measured using images of villus E-cadherin^+^ or CD31^+^ or LYVE-1^+^ immunostaining in each random 850 µm^2^ fields of the indicated part of the intestine. For lacteal and villi surface area, length, and width quantifications, at least 100 villi were analyzed along the whole small intestine. Quantification for the following parameters in the small intestine were performed in jejunum. Number of lacteal sprouts and number of lacteal branching were measured in 10-20 random LYVE-1^+^ lacteal. Number of Prox1^+^ LECs and number of Prox1^+^EdU^+^ LECs were counted manually within 100 μm length of 10–20 random LYVE-1^+^ lacteal. Quantification of VE-cadherin^+^ junctions of lacteal was performed with ×40 objective lens in lacteals of 5–10 villi per mouse. Briefly, zipper-type junction was defined as continuous junctions at cell–cell borders with cells that have elongated shape^51^. Button-like junction was defined as discontinuous junctions that are not parallel with the cell–cell borders and the oak leaf-like cell shape. Junctions that do not match either pattern were categorized as mixed type. Fluorescence intensity (FI) of BODIPY and its quantification was performed as previously described^34^. Oil red O area was measured as Oil red O^+^ area divided by villus area and normalized by the average of those of control mice. Villus smooth muscle cell coverage area was measured as absolute αSMA^+^ coverage area in five 850 µm^2^ fields per sample, which was then normalized by the average of those of control mice. To quantify the relative expressions of lacteal VEGFR3, mean FI measured in five 425 µm^2^ fields per samples and was presented as relative values divided by its control. To determine blood vessel density, area of VEGFR2 was measured in five 425 µm^2^ fields per sample and presented as relative values to its control. The area of CD3^+^ T cell or F4/80^+^ macrophage was measured in five 425 µm^2^ fields per samples. Lymphatic vessel density was calculated by measuring LYVE-1^+^ area in five random 425–850 µm^2^ fields from whole mount samples and presented as relative values to its control.

### Droplet-based single-cell RNA sequencing

Sorted single cells were processed using the 10X Chromium Single cell 3′ Reagent Kit v3 (10X genomics) following manufacturer’s protocols. Briefly, sorted cells were resuspended in PBS with 0.5% BSA and mixed with RT reagent mix and RT primer, which were then added to each channel in 10X chips, targeting 5000 cells. Cells were separated into Gel Beads in Emulsion where RNA transcripts from single cells were barcoded and reverse-transcribed. After cDNA library construction and amplification, cDNA molecules were enzymatically fragmented, end-repaired and A-tailed. After selecting the appropriate size of processed cDNA molecules through double-sized size selection using SPRI beads (Beckman Coulter), they were ligated with an adaptor, and sample-index PCR was performed. After another double-sized size selection using SPRI beads, final library constructs were diluted 10-fold and ran on the Agilent Bioanalyzer High Sensitivity Chip for quality control. Single-cell libraries were then sequenced using Illumina HiSeq-X platform.

### Pre-processing of single-cell RNA data

Raw sequencing data were first de-multiplexed and mapped to mouse reference genome (mm10) by using Cell Ranger 3.0.2 toolkit from 10X Genomics (http://10xgenomics.com). Using R package Seurat (version 3.0.0)^52^, raw expression matrices were built using Read10X function. Cells with fewer than 1000 detected genes or higher than 6000 detected genes (considered as potential doublets) were excluded **(**Supplementary Fig. 17a). In addition, cells with high mitochondrial gene associated unique molecular identifier (UMI) counts (>7% of total) were considered as dead cells and thus excluded. For genes, those expressed by fewer than 3 cells were removed. In addition, a small number of contaminating Ptprc^+^ immune cells and Pecam1^+^ Cdh5^+^ endothelial cells were excluded after initial round of clustering. After removing unwanted cells and genes, UMI counts for each gene for a cell were divided by the total expression of a given cell and multiplied by 10,000 and log-transformed. Then, genes were scaled and centered by regressing out variables such as mitochondrial gene percentage and number of UMIs.

### Identifying variable genes and dimensionality reduction

R package Seurat was used for clustering analysis. First, highly variable genes across dataset were identified using FindVariableFeatures function in Seurat with option: selection.method = “vst”. Top 2000 genes with highest variability were selected for downstream analysis. Using the identified variable genes, initial dimensionality reductions were performed using principal component analysis (PCA). JackStraw function was used to determine statistical significance of PCA scores. The most significant 30 principal components (PCs) were used as input for Uniform Manifold Approximation and Projection (UMAP) to reduce the data into two-dimensional space.

### Cluster analysis

In order to cluster cells by their transcriptional profiles, we performed an unsupervised clustering on top 2000 highly variable genes for all four samples. We first built shared nearest neighbors (SNN) graph on the principal component space by using FindNeighbors function. Then applied louvain algorithm for modularity optimization-based clustering by using FindClusters function. Clustering resolution parameters were set at the point where clusters showed highly distinct transcriptional profiles. Clusterings were independent to the number of genes detected per cell (Supplementary Fig. 17b). Cluster-specific markers were differentially expressed genes for each cluster identified through FindMarkers function in Seurat with the following settings: min.pct = 0.3, logfc.threshold = 0.25, min.diff.pct = 0.15,test.use = ”MAST”. Identified markers with adjusted *P* < 0.05 were used for further analysis. Since some cell types such as smooth muscle cells and mural cells had well-known markers, their appearance at the top of the marker list for each cluster validated our marker selection processes. To remove unwanted source of variations such as sex, cells were split by presence female specific transcript *Xist* and integrated. To perform integration of different datasets, we first log normalized each raw expression matrices and identified top 2000 highly variable genes for each dataset. Then, using FindIntegrationAnchors function in Seurat, we identified anchors between datasets. Next, datasets were integrated based on the identified anchors via IntegrateData function in Seurat. Integrated datasets were then scaled and dimensions were reduced for further cluster analysis. Clusters in the integrated datasets were annotated by their expression profiles of genes in the identified maker lists.

### Gene ontology enrichment analysis

Gene ontology enrichment analysis on the cluster markers were performed using R package goseq (version 1.34.0)^53^. Depending on the gene’s length, weightings for each gene were obtained and the Wallenius approximation was used to identify associated gene ontology terms. Gene ontology terms that have adjusted *P* < 0.05 and biological process categories were selected.

### Statistics

No statistical methods were used to predetermine sample size. The experiments were randomized and investigators were blinded to allocation during experiments and outcome analyses. All values are presented as mean ± standard deviation (SD). Statistical significance was determined by the two-sided Mann–Whitney *U* test between two groups or the two-way ANOVA with Holm–Sidak’s multiple comparisons test for multiple-group comparison. Statistical analyses were performed using GraphPad Prism 8.0 (GraphPad Software). Statistical significance was set at *P* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The source data underlying all main and Supplementary figures are provided as a Source Data file. RNA sequencing data including bulk and single-cell data are available in the National Center for Biotechnology Information’s Gene Expression Omnibus under accession number GSE124488. All the other materials are available from the corresponding author upon reasonable request.

## Source data

Source Data

# Supplementary material for: Distinct fibroblast subsets regulate lacteal integrity through YAP/TAZ-induced VEGF-C in intestinal villi
**Source:** Nat Commun. 2020 Aug 14;11:4102. doi: 10.1038/s41467-020-17886-y
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **Distinct fibroblast subsets regulate lacteal integrity through YAP/TAZ-induced VEGF-C in intestinal villi**

Hong et al.

It includes; Supplementary Figs. 1-17

Supplementary Tables 1 and 2

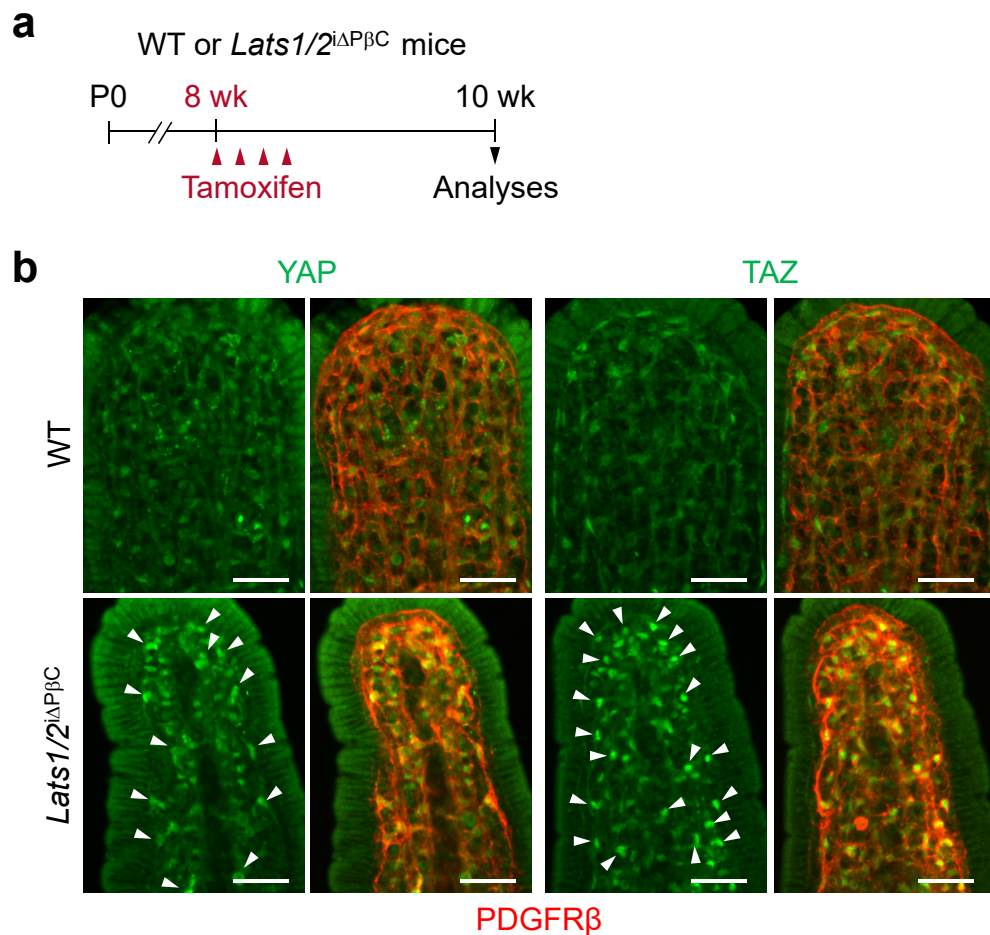

**Supplementary Fig. 1 Efficient activation of YAP/TAZ in IntSCs by *Lats1/2* depletion in PDGFRβ<sup>+</sup> cells.**

**a**, Diagram depicting the PDGFRβ<sup>+</sup> cell-specific depletion of *Lats1/2* in *Lats1/2*<sup>iΔPβC</sup> mice from 8-weeks-old and their analyses at 10-weeks-old. **b**, Representative Images of YAP and TAZ and their subcellular localizations in the PDGFRβ<sup>+</sup> IntSCs of small intestinal villi in WT and *Lats1/2*<sup>iΔPβC</sup> mice. Note that YAP and TAZ are highly localized in the nuclei (white arrowheads) of PDGFRβ<sup>+</sup> IntSCs in villi of *Lats1/2*<sup>iΔPβC</sup> mice. Similar findings were observed in  $n = 5$  mice/group from three independent experiments. Scale bars, 50 μm.

**a**

WT, *Lats1/2*<sup>ΔPβC</sup>,  
or *Lats1/2-Yap/Taz*<sup>ΔPβC</sup> mice

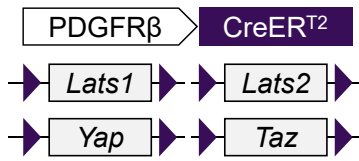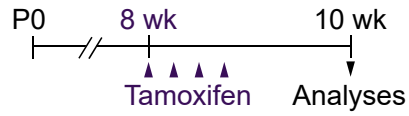**b**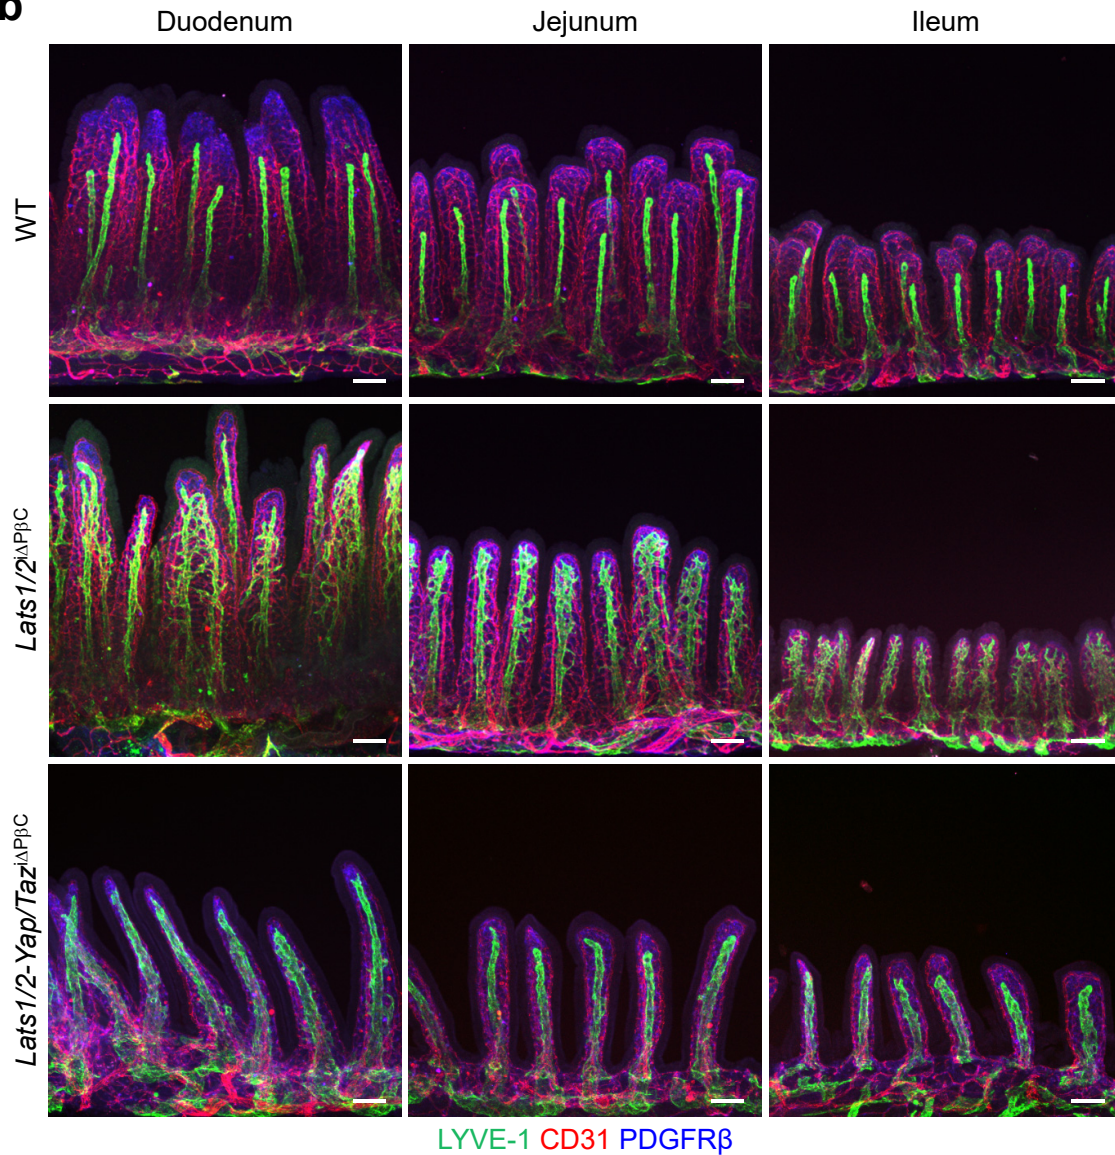

**Supplementary Fig. 2 Rescue of aberrant lacteal phenotypes in *Lats1/2-Yap/Taz*<sup>ΔPβC</sup> mice.**

**a**, Diagram depicting the generation of *Lats1/2-Yap/Taz*<sup>ΔPβC</sup> mouse and PDGFRβ<sup>+</sup> cell-specific depletion of *Lats1/2* or *Lats1/2-Yap/Taz* by tamoxifen administration in 8-week-old mice and analyses at 2 weeks later. **b**, Representative images of LYVE-1<sup>+</sup> lacteals, CD31<sup>+</sup> capillary plexus, and PDGFRβ<sup>+</sup> stromal cells in duodenum (DD), jejunum (JJ), and ileum (IL) of small intestine in WT, *Lats1/2*<sup>ΔPβC</sup>, and *Lats1/2-Yap/Taz*<sup>ΔPβC</sup> mice. Similar findings were observed in *n* = 4 mice/group from three independent experiments. Scale bars, 100 μm.

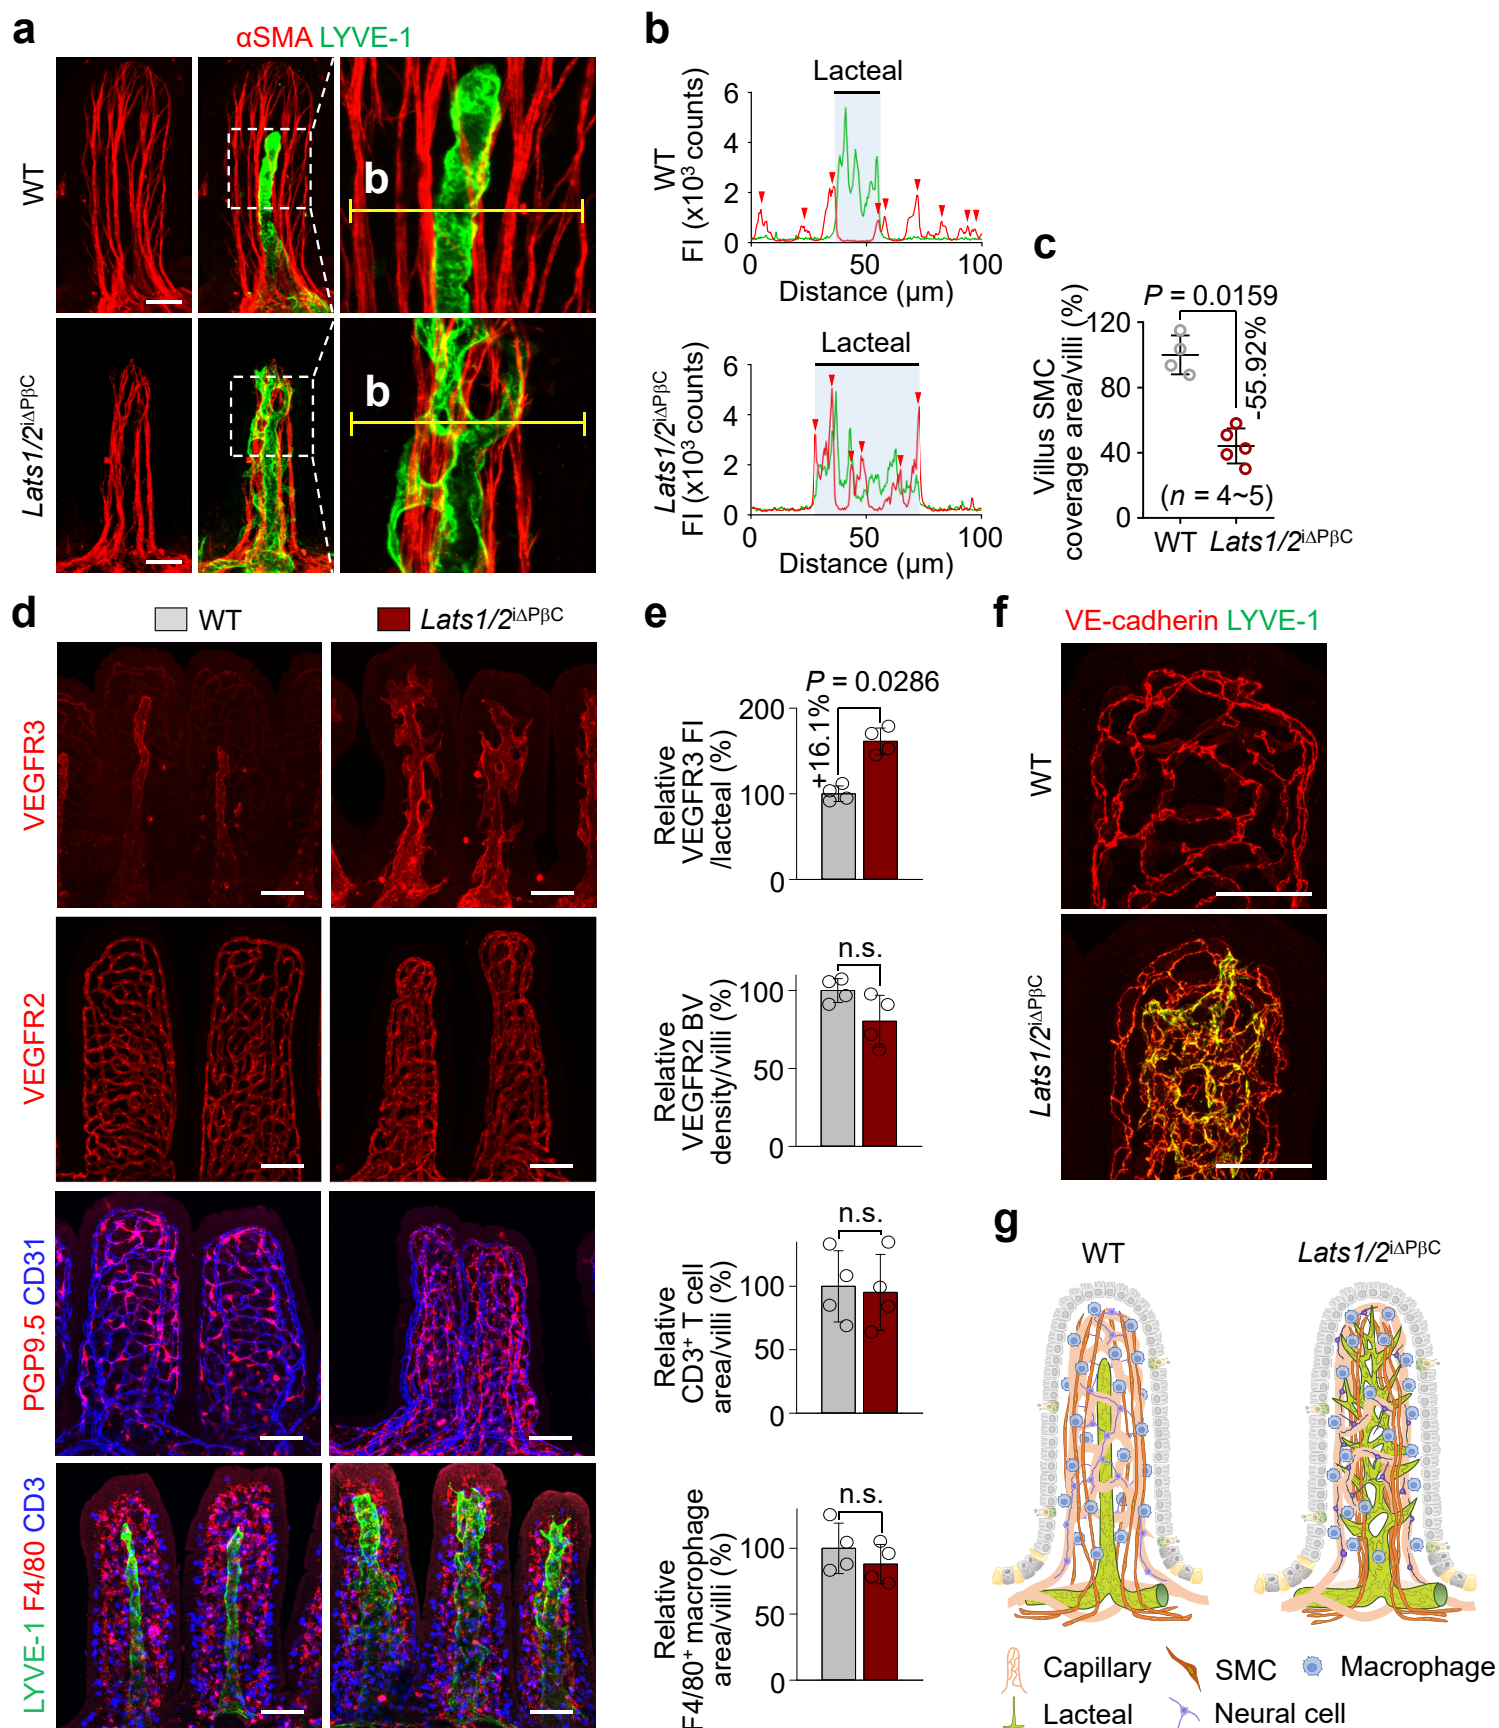

**Supplementary Fig. 3 Skewed alignment of SMCs and enhanced expression of VEGFR3 in  $Lats1/2^{\Delta P\beta C}$  mice intestinal villi.** **a-c**, Representative Images and comparison of SMC alignment by profile analysis of the fluorescence intensity (FI) along the indicated yellow lines shown in (a) in the villi of WT and  $Lats1/2^{\Delta P\beta C}$  mice. Each white dotted-line box is magnified in the right. Note that all the peak  $\alpha$ SMA<sup>+</sup> FI signals (b, red arrowheads) of  $Lats1/2^{\Delta P\beta C}$  mice are synchronous with the LYVE-1<sup>+</sup> signal of lacteal and villus SMC coverage is decreased along with its skewed alignment in  $Lats1/2^{\Delta P\beta C}$  mice compared with WT. Each dot in indicates a mean value from  $n = 4$  (WT) or  $n = 5$  ( $Lats1/2^{\Delta P\beta C}$ ) mice pooled from three independent experiments. Horizontal bars indicate mean  $\pm$  SD.  $P$  value versus WT by two-tailed Mann-Whitney  $U$  test. Scale bars, 50  $\mu$ m.

**d,e**, Representative images and comparisons of the intensity of lacteal VEGFR3 expression, VEGFR2<sup>+</sup> blood vessel (BV) density/villi, distribution of PGP9.5<sup>+</sup> neural network, and the relative number of CD3<sup>+</sup> T cell and F4/80<sup>+</sup> macrophage in the villi of WT and *Lats1/2*<sup>iAP $\beta$ C</sup> mice. Note that although there are minor changes in capillary plexus density and immune cell number, PGP9.5<sup>+</sup> neural network along the capillary plexus is disrupted in villi of *Lats1/2*<sup>iAP $\beta$ C</sup> mice compared with WT. Each dot indicates a mean value obtained from one mouse and  $n = 4$  mice/group pooled from three independent experiments. Horizontal bars indicate mean  $\pm$  SD.  $P$  value versus WT by two-tailed Mann-Whitney  $U$  test. n.s., not significant. Scale bars, 50  $\mu$ m. **f**, Representative images of VE-cadherin<sup>+</sup> alignment and junctional pattern of the VE-cadherin<sup>+</sup>LYVE-1<sup>+</sup> blood endothelial cells in WT and *Lats1/2*<sup>iAP $\beta$ C</sup> mice, which show no remarkable differences. Similar findings were observed in  $n = 5$  mice/group from three independent experiments. Scale bars, 50  $\mu$ m. **g**, Schematic images depicting the aberrant sprouting and branching of lacteal, without significant changes in BVs, after YAP/TAZ hyperactivation in PDGFR $\beta$ <sup>+</sup> IntSCs.

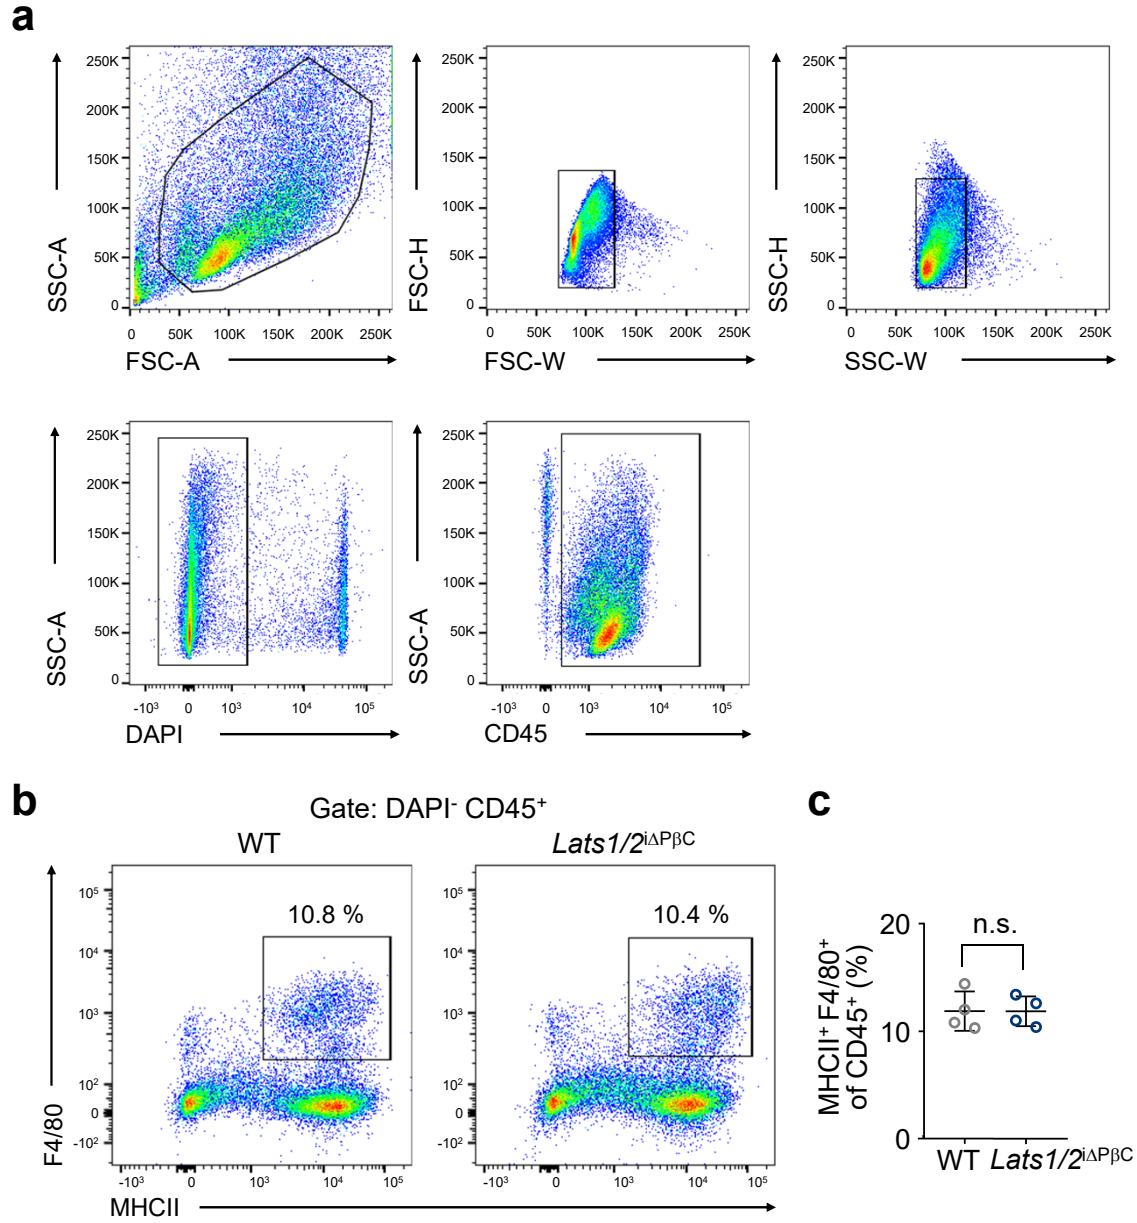

**Supplementary Fig. 4 Flow cytometric analysis of MHCII<sup>+</sup> F4/80<sup>+</sup> macrophages in WT and *Lats1/2*<sup>ΔPβC</sup> mice.**

**a**, Representative flow cytometric analysis with gating strategy from the adult small intestine in WT and *Lats1/2*<sup>ΔPβC</sup> mice.

**b,c**, Representative flow cytometric analysis and comparison of MHCII<sup>+</sup> F4/80<sup>+</sup> macrophage gated on DAPI<sup>-</sup> CD45<sup>+</sup> cells from whole small intestine of WT and *Lats1/2*<sup>ΔPβC</sup> mice. Each dot indicates value from  $n = 4$  mice/group. Horizontal bars indicate mean  $\pm$  SD and  $P$  value versus WT by two-tailed Mann-Whitney  $U$  test. n.s., not significant.

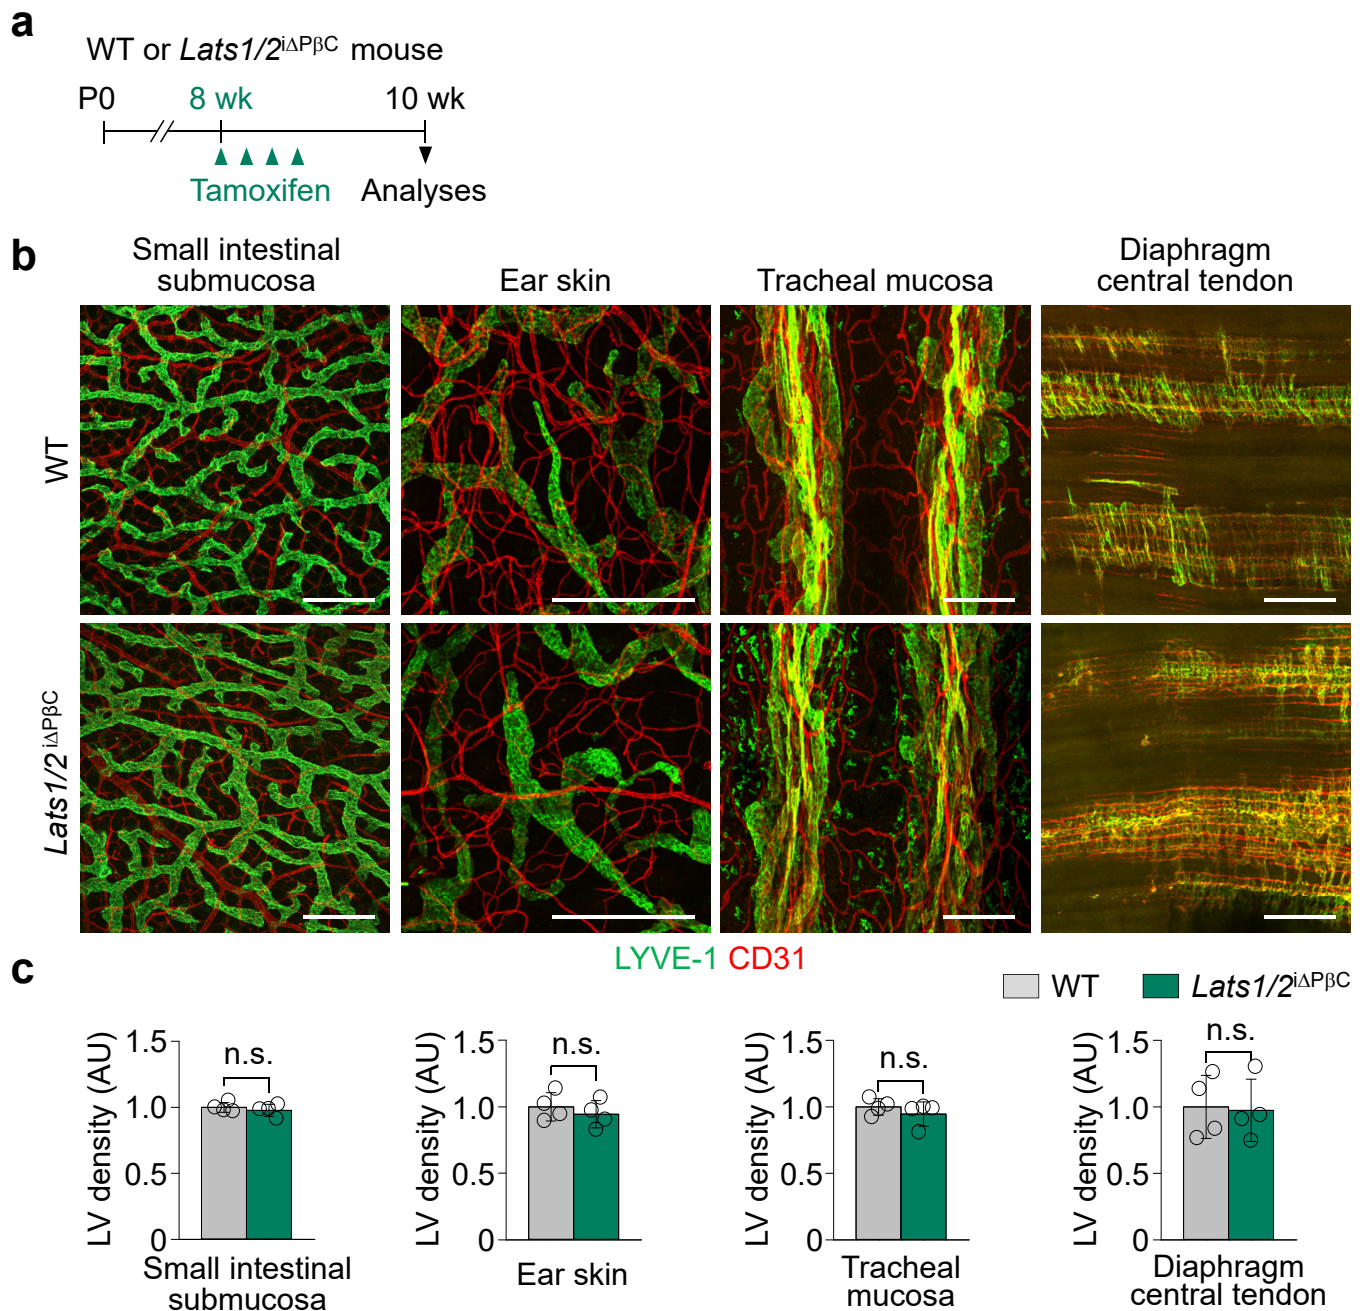

**Supplementary Fig. 5 Minor alterations of LVs in other organs in *Lats1/2*<sup>iAPβC</sup> mice.**

**a**, Diagram depicting PDGFRβ<sup>+</sup> cell-specific depletion of *Lats1/2* in *Lats1/2*<sup>iAPβC</sup> mice from 8 weeks and their analyses at 2 weeks later. **b,c**, Representative images of LYVE-1<sup>+</sup> lymphatic vessels (LVs) and comparisons of LV density in small intestinal submucosa, ear skin, tracheal mucosa, and central tendon of diaphragm in WT and *Lats1/2*<sup>iAPβC</sup> mice. Each dot indicates a mean value from five different regions of a mouse and *n* = 4 mice/group pooled from three independent experiments. Horizontal bars indicate mean ± SD. *P* value versus WT by two-tailed Mann-Whitney *U* test. AU, arbitrary unit; n.s., not significant. Scale bars, 200 μm.

**a**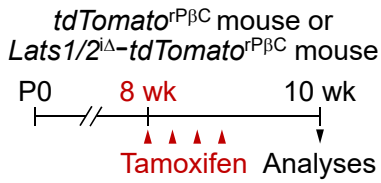**b**

PDGFRβ Desmin

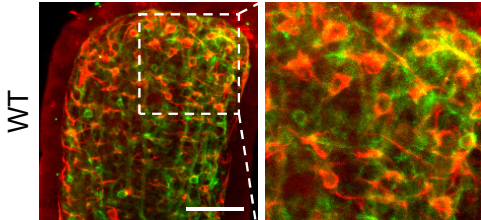**c**

*tdTomato*<sup>rPβC</sup>

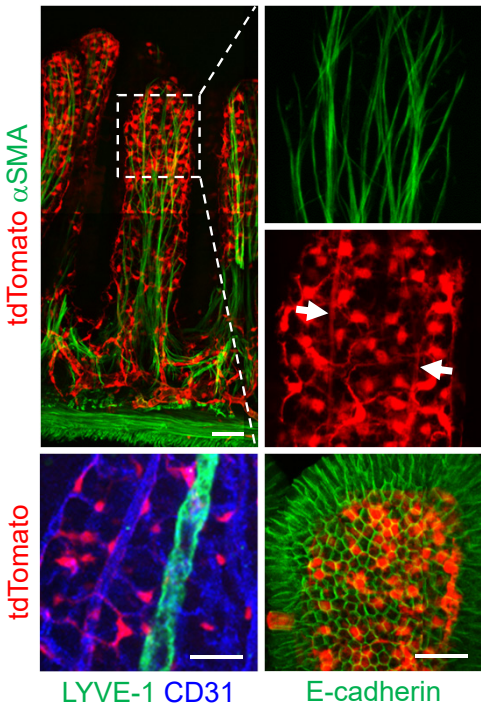**g**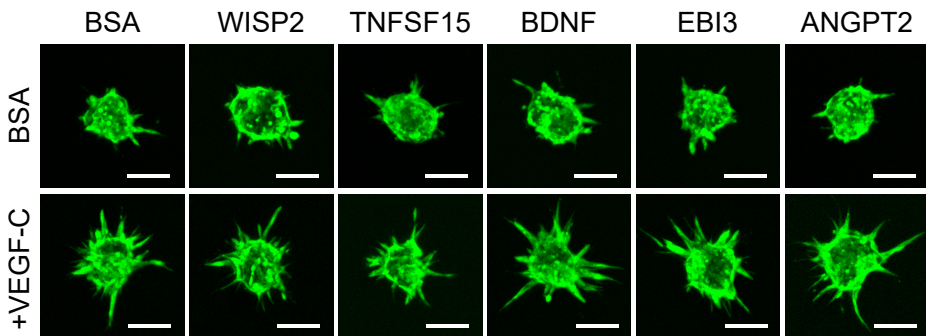**d**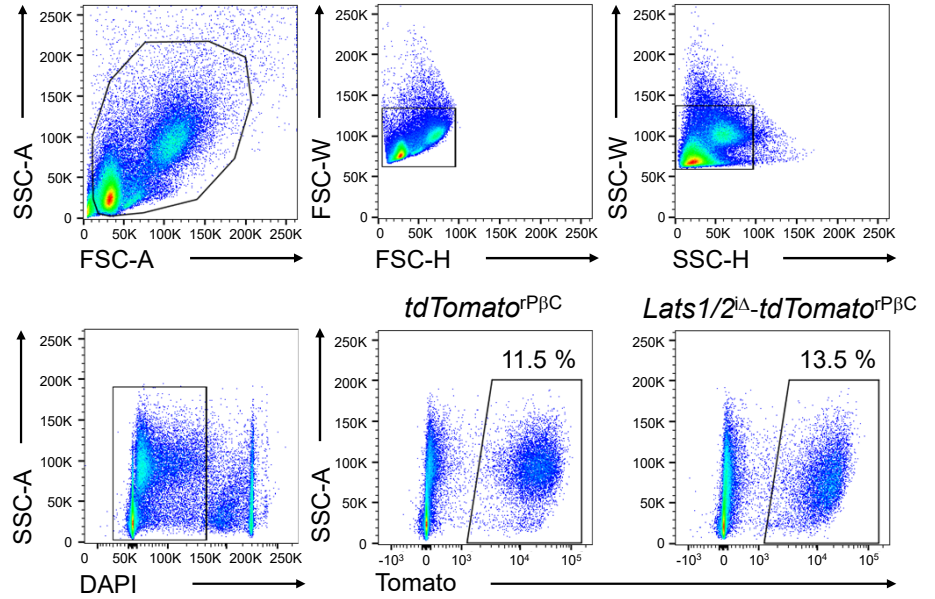**e**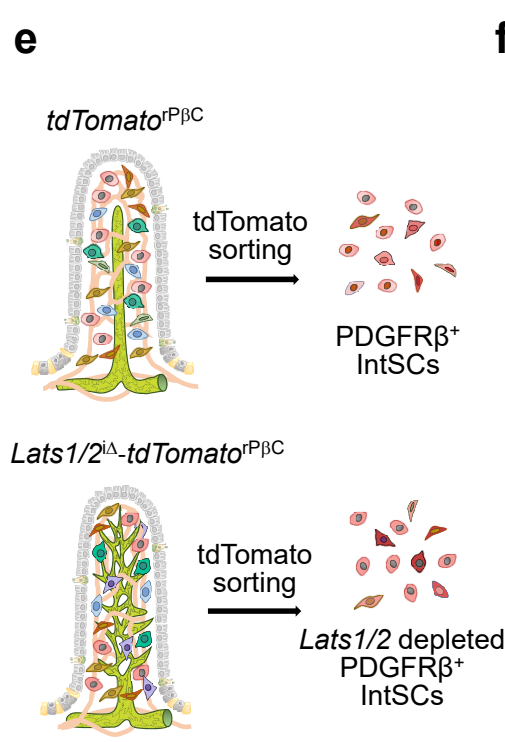**f**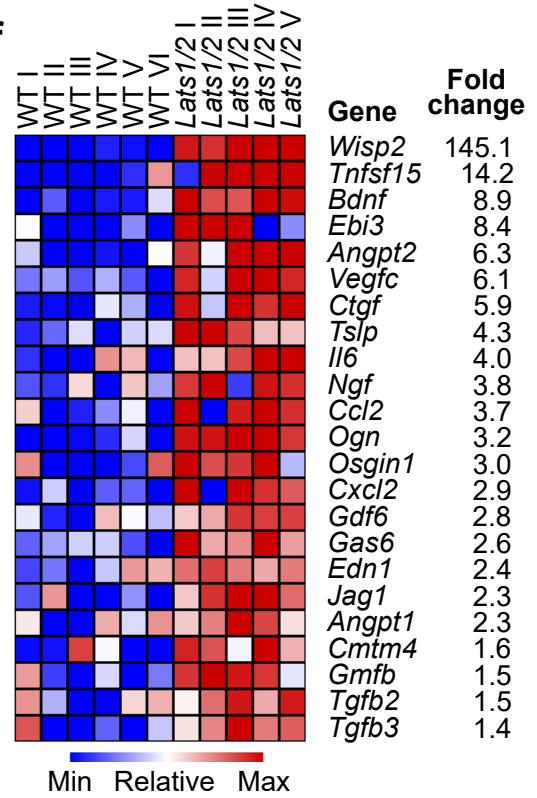**h**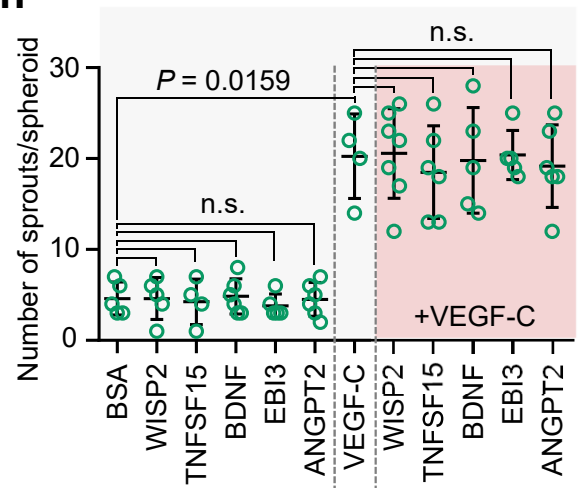

**Supplementary Fig. 6 *Vegfc* expression is upregulated in PDGFR $\beta$ <sup>+</sup> IntSCs of *Lats1/2* <sup>$\Delta$ P $\beta$ C</sup> mice and is responsible for LEC sprouting.**

**a**, Diagram for PDGFR $\beta$ <sup>+</sup> cell-specific expression of tdTomato in indicated mouse from 8 weeks and their analyses at 10 weeks after birth. **b,c**, Representative images of PDGFR $\beta$ <sup>+</sup> IntSCs in the intestinal villi, including desmin<sup>+</sup> villus fibroblasts (**b**),  $\alpha$ SMA<sup>+</sup> SMCs (**c**, left upper panel, white arrows), pericytes that surround CD31<sup>+</sup> villus blood vessels (BVs) (**c**, left lower panel) under the E-cadherin<sup>+</sup> intestinal epithelial cells (**c**, right lower panel). Each white dashed line box is magnified in the right. Similar findings were observed in  $n = 3$  (**b**, WT) or  $n = 4$  (**c**, *tdTomato*<sup>rP $\beta$ C</sup>) mice from two independent experiments. Scale bars, 50  $\mu$ m. **d**, Representative flow cytometric analysis with gating strategy and comparisons of Tomato<sup>+</sup> IntSCs from the adult small intestine in *tdTomato*<sup>rP $\beta$ C</sup> and *Lats1/2* <sup>$\Delta$</sup> -*tdTomato*<sup>rP $\beta$ C</sup> mice. **e**, Diagram depicting the FACS of Tomato<sup>+</sup> IntSCs from the adult small intestine in *tdTomato*<sup>rP $\beta$ C</sup> and *Lats1/2* <sup>$\Delta$</sup> -*tdTomato*<sup>rP $\beta$ C</sup> mice. **f**, Heatmap of the top 23 genes enriched in isolated PDGFR $\beta$ <sup>+</sup> IntSCs from *Lats1/2* <sup>$\Delta$</sup> -*tdTomato*<sup>rP $\beta$ C</sup> mice compared with those of *tdTomato*<sup>rP $\beta$ C</sup> mice, pooled from three independent experiments using  $n = 5\sim 6$  mice/group. Note that *Vegfc* is the sixth highest upregulated gene among the others. **g,h**, Representative images of LEC spheroids and comparison of the number of sprouts after stimulation with indicated molecules with or without VEGF-C for 24 h. Each dot indicates a value from  $n = 4\sim 7$  spheroids/group stimulated with the indicated molecule, pooled from four independent experiments. Horizontal bars indicate mean  $\pm$  SD and *P* value versus BSA or VEGF-C by two-tailed Mann-Whitney *U* test. BSA, bovine serum albumin; WISP2, wint1 inducible signaling pathway protein 2; TNF15, tumor necrosis factor ligand superfamily member 15; BDNF, brain-derived neurotrophic factor; EB13, epstein-barr virus induced 3; ANGPT2, angiopoietin-2; VEGF-C, vascular endothelial growth factor-C; n.s., not significant. Scale bars, 100  $\mu$ m.

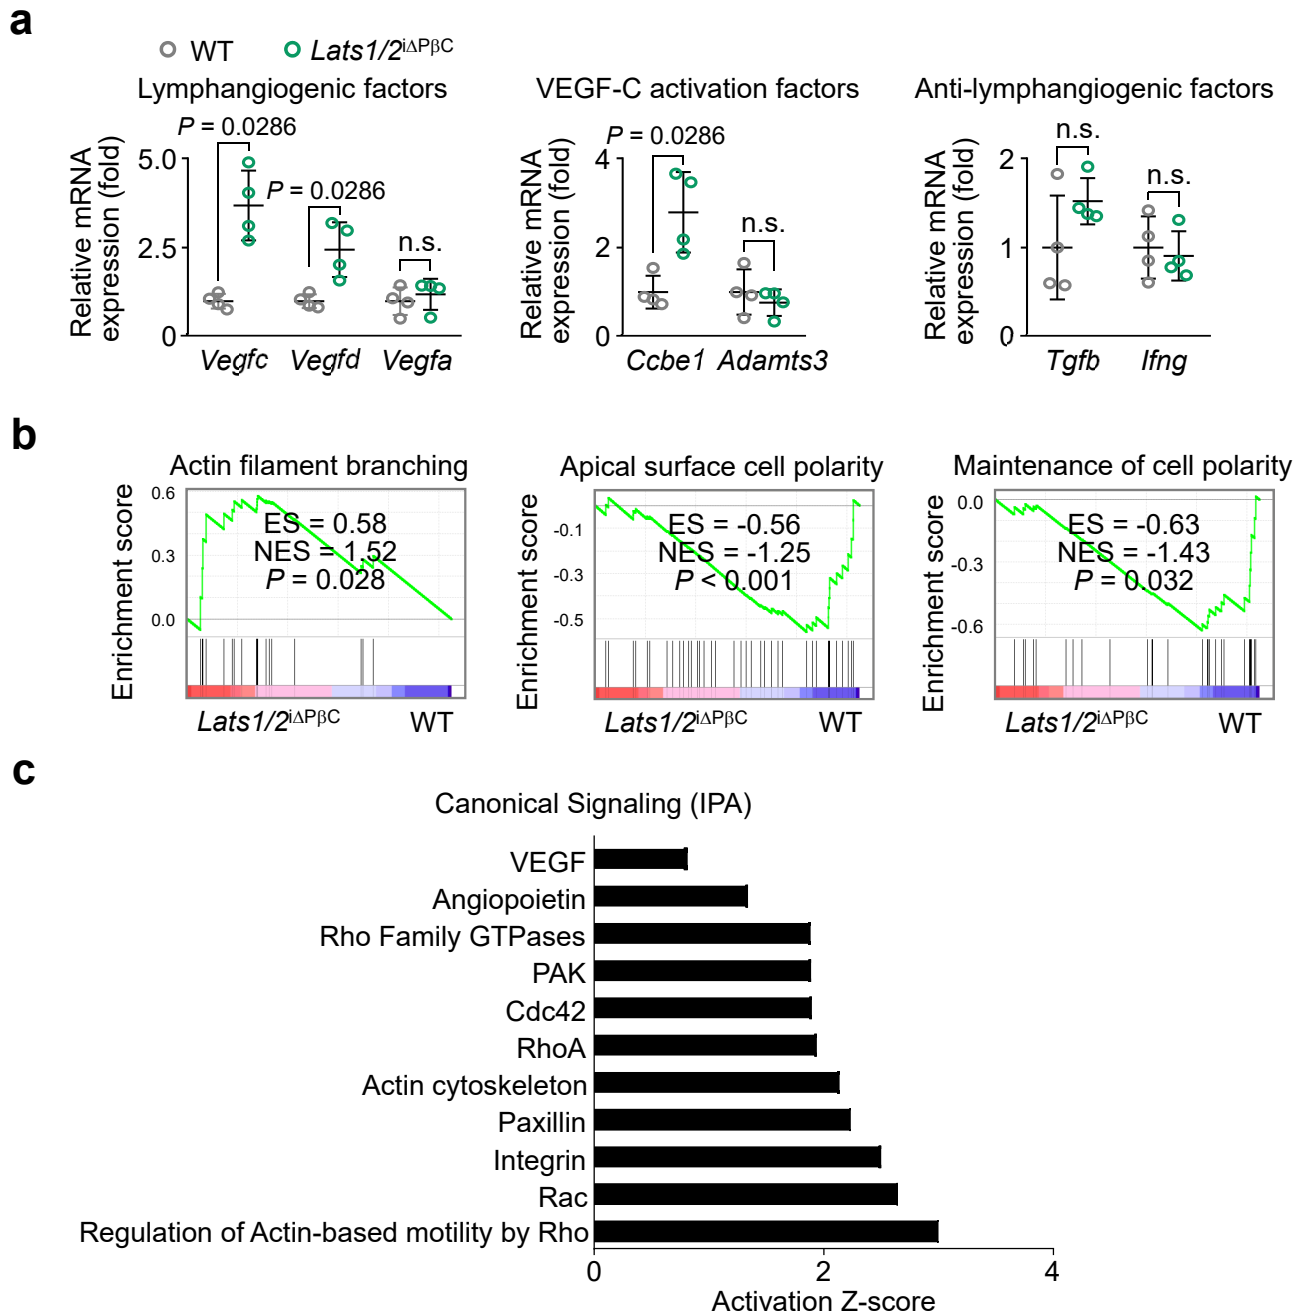

**Supplementary Fig. 7 YAP/TAZ hyperactivation in PDGFR $\beta$ <sup>+</sup> IntSCs promotes *Vegfc*, *Vegfd*, and *Ccbe1* mRNA levels, while attenuating gene sets related to vessel integrity in lacteal LECs.**

**a**, Comparison of indicated mRNA expressions in intestinal villi lysates of WT and *Lats1/2*<sup>ΔPβC</sup> mice. Data from  $n = 4$  mice/group pooled from two independent experiments. Horizontal bars indicate mean  $\pm$  SD and  $P$  value versus WT by two-tailed Mann-Whitney  $U$  test. n.s., not significant. **b**, Gene set enrichment analysis of differentially expressed genes in isolated intestinal LECs from the adult small intestinal villi lysates of *tdTomato*<sup>rPβC</sup> and *Lats1/2*<sup>Δ</sup>*tdTomato*<sup>rPβC</sup> mice.  $n = 3\sim 4$  mice/group pooled from two independent experiments. ES, enrichment score; NES, normalized enrichment score. **c**, Ingenuity Pathway Analysis (IPA) microarray of transcriptome changes in canonical signaling pathway after YAP/TAZ hyperactivation in intestinal LECs of WT and *Lats1/2*<sup>ΔPβC</sup> mice. Note the transcript changes ascertaining their status in sorted intestinal LECs of *Lats1/2*<sup>Δ</sup>*tdTomato*<sup>rPβC</sup> mice compared with *tdTomato*<sup>rPβC</sup> mice.

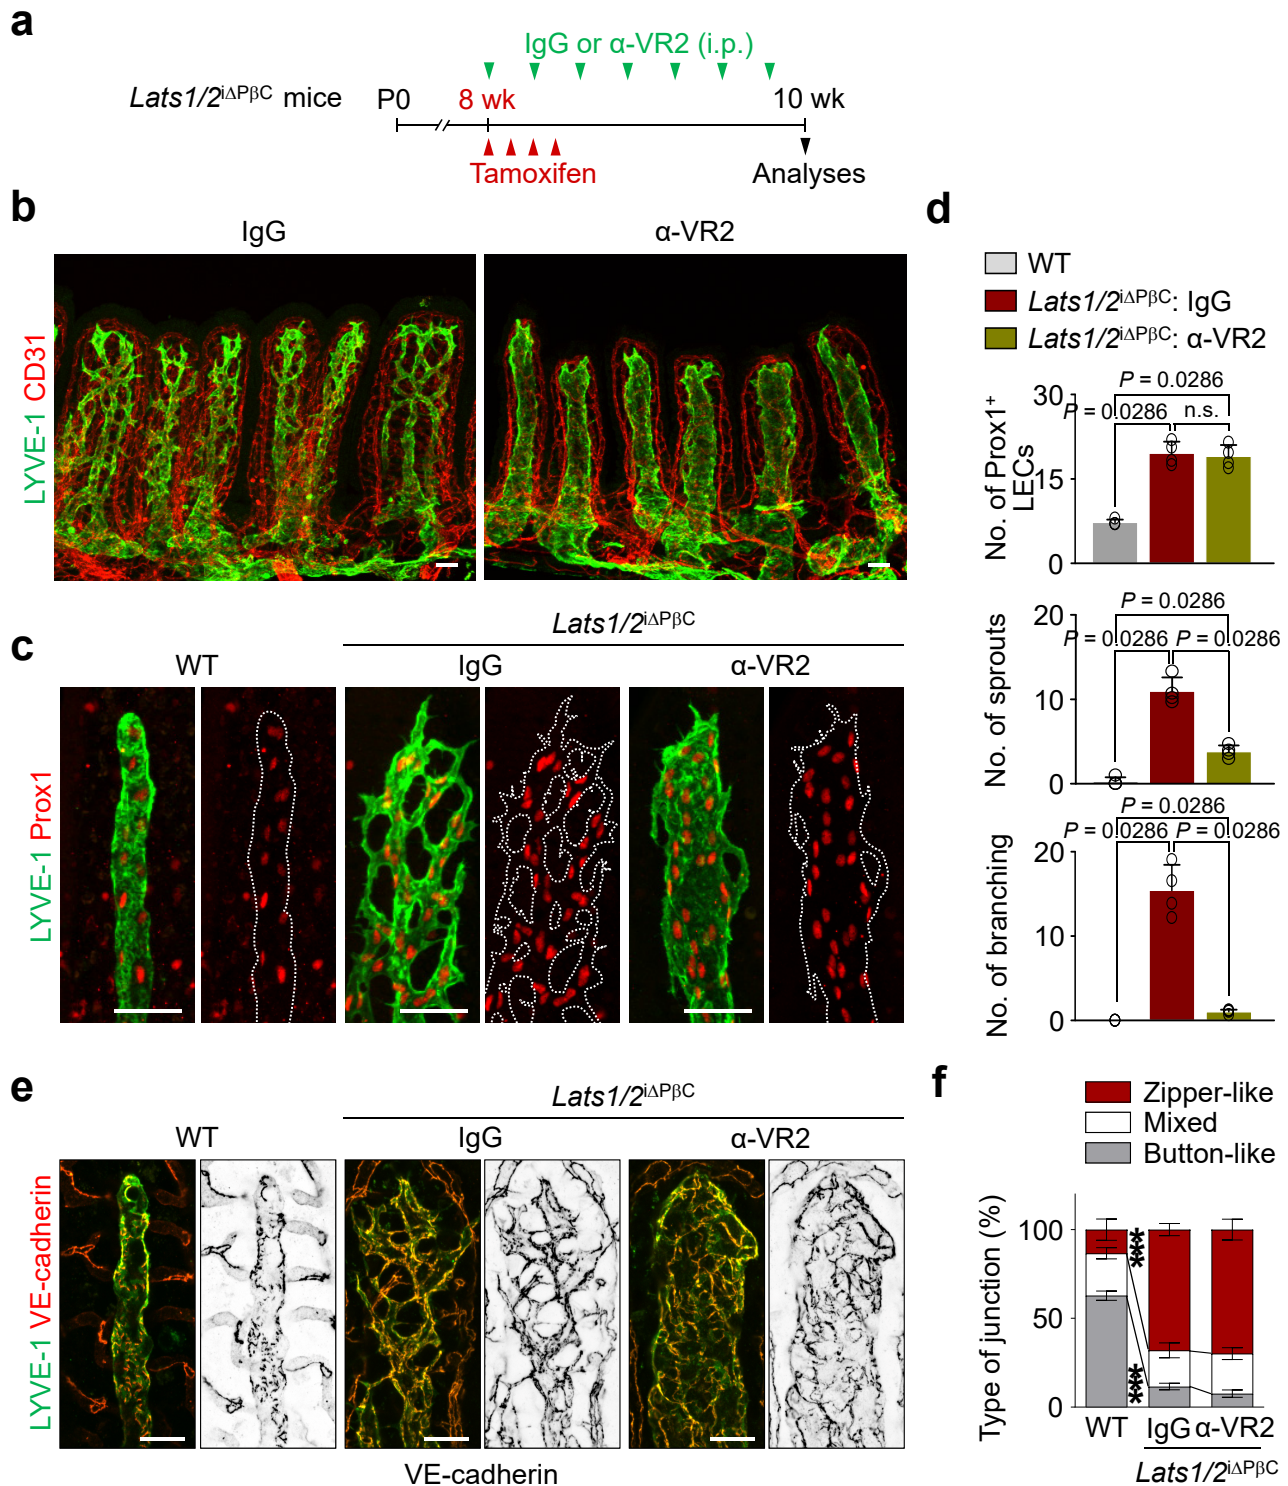

### Supplementary Fig. 8 VEGFR2 blockade partially alleviates the lacteal hypersprouting and branching in

*Lats1/2*<sup>ΔPβC</sup> mice. **a**, Diagram for PDGFRβ<sup>+</sup> cell-specific depletion of *Lats1/2* in *Lats1/2*<sup>ΔPβC</sup> mice by tamoxifen delivery at 8-weeks-old, and intraperitoneal (i.p.) injection of IgG-Fc (IgG, control) or α-VEGFR2 (α-VR2) for two weeks prior to analyses. **b-d**, Representative images of CD31<sup>+</sup> blood capillary plexus and LYVE-1<sup>+</sup> lacteals after treatment with IgG or α-VR2 in *Lats1/2*<sup>ΔPβC</sup> mice and comparisons of the number of Prox1<sup>+</sup> lymphatic endothelial cells (LECs), lacteal sprouts, and lacteal branches per 100 μm of lacteal length in WT and *Lats1/2*<sup>ΔPβC</sup> mice after IgG or α-VR2 treatment. Each dot indicates a mean value of 10-20 villi/mouse and *n* = 4 mice/group pooled from two independent experiments. Horizontal bars indicate mean ± SD and *P* value versus WT or IgG by two-tailed Mann-Whitney *U* test. n.s., not significant. Scale bars, 50 μm. **e,f**, Representative images and comparison of VE-cadherin<sup>+</sup> LEC junctions of LYVE-1<sup>+</sup> lacteals in the villi of WT and *Lats1/2*<sup>ΔPβC</sup> mice after IgG or α-VR2 treatments. Horizontal bars of each colored segment represent means ± SD of 5-10 villi/mouse and *n* = 4 mice/group pooled from two independent experiments. \*\*\* *P* < 0.0001 versus WT by two-way ANOVA with Holm-Sidak's multiple comparisons test. n.s., not significant. Scale bars, 25 μm.

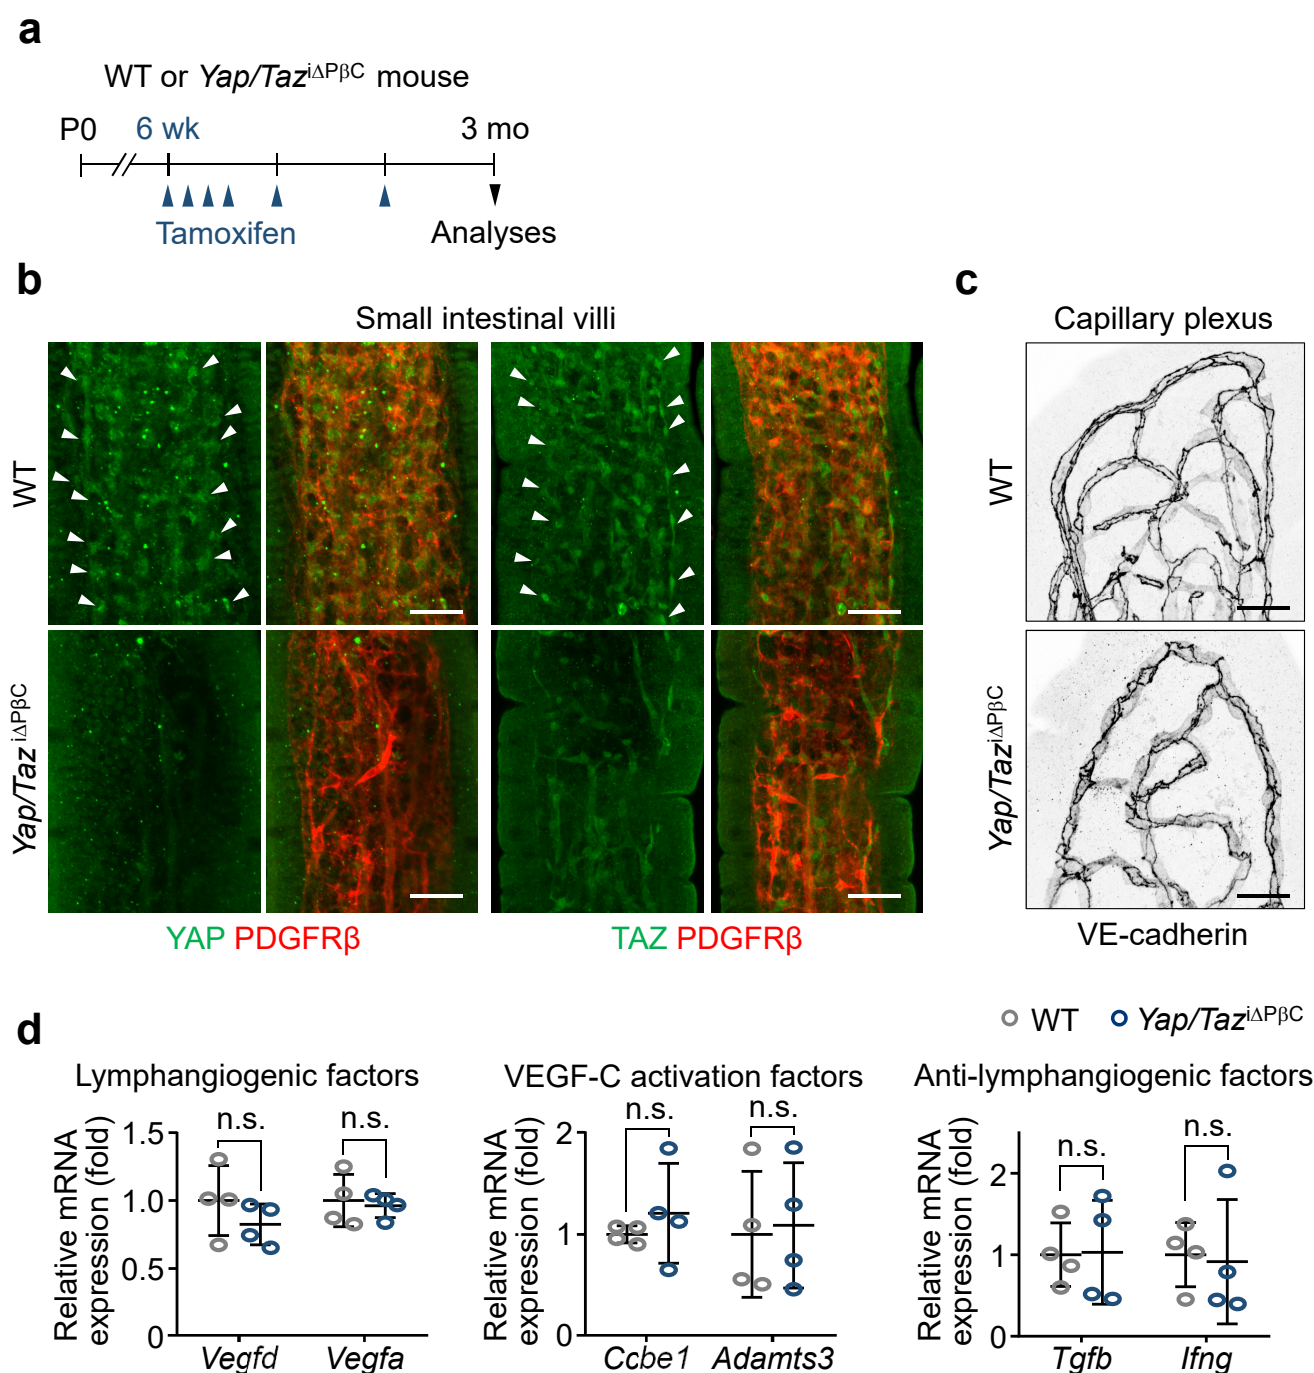

**Supplementary Fig. 9 Minor alterations in junctional pattern of capillary plexus and lymphangiogenesis-related transcripts other than *Vegfc* in intestinal villi of *Yap/Taz*<sup>iAPβC</sup> mice.**

**a**, Diagram for PDGFRβ<sup>+</sup> cell-specific depletion of *Yap/Taz* in *Yap/Taz*<sup>iAPβC</sup> mice from 6 week and their analyses at 3 months after birth. **b**, Representative images of YAP (left panels, white arrowheads) and TAZ (right panels, white arrowheads) in the small intestinal villi of WT and *Yap/Taz*<sup>iAPβC</sup> mice. Similar findings were observed in *n* = 5 mice/group from two independent experiments. Scale bars, 50 μm. **c**, Representative images of VE-cadherin<sup>+</sup> blood endothelial cell junctions of capillary plexus in the small intestinal villi of WT and *Yap/Taz*<sup>iAPβC</sup> mice. Similar findings were observed in *n* = 5 mice/group from two independent experiments. Scale bars, 25 μm. **d**, Comparisons of indicated mRNA expressions in intestinal villi lysates of WT and *Yap/Taz*<sup>iAPβC</sup> mice. Data of *n* = 4 mice/group pooled from two independent experiments. Horizontal bars indicate mean ± SD. *P* value versus WT by two-tailed Mann-Whitney *U* test. n.s., not significant.

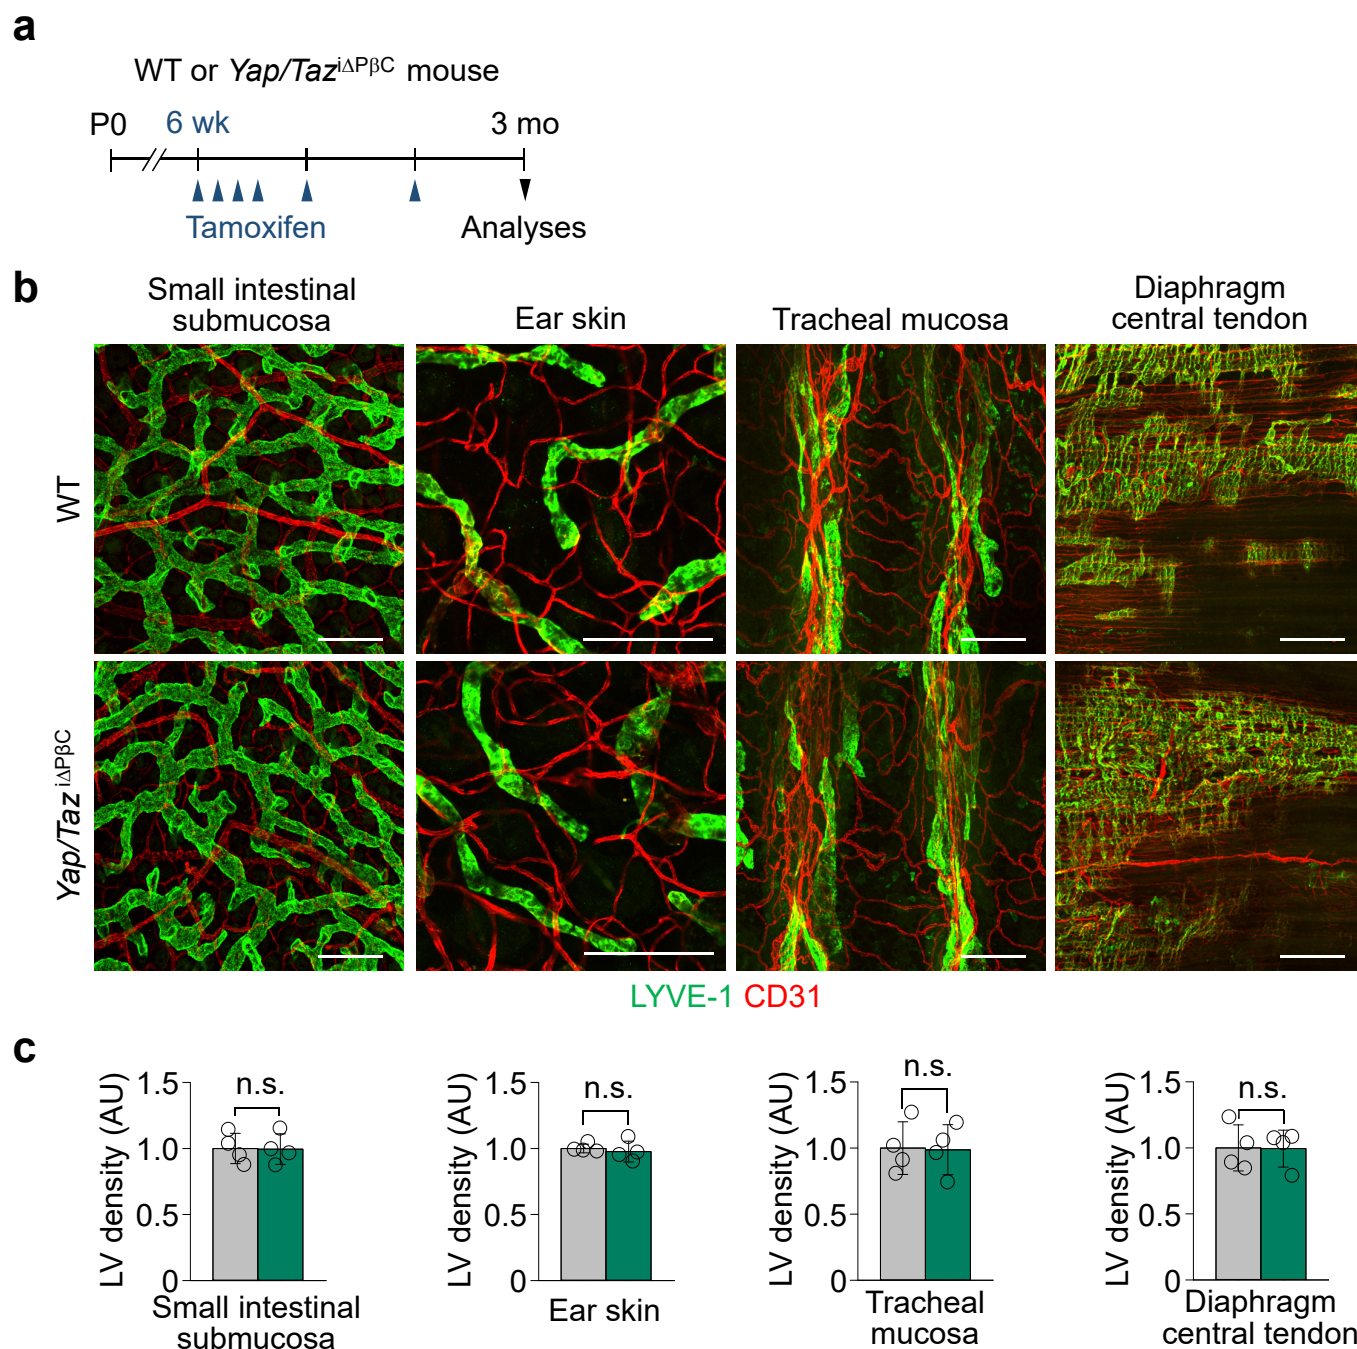

**Supplementary Fig. 10 Minor alterations of other organ LVs in *Yap/Taz*<sup>iAPβC</sup> mice.**

**a**, Diagram depicting PDGFRβ<sup>+</sup> cell-specific depletion of *Yap/Taz* from 6 week and their analyses at 3 months after birth. **b,c**, Representative images of LYVE-1<sup>+</sup> lymphatic vessels (LVs) and comparisons of LV density in small intestinal submucosa, ear skin, tracheal mucosa, and central tendon of diaphragm in WT and *Yap/Taz*<sup>iAPβC</sup> mice. Each dot indicates a mean value of five different regions of a mouse and  $n = 4$  mice/group pooled from three independent experiments. Horizontal bars indicate mean  $\pm$  SD.  $P$  value versus WT by two-tailed Mann-Whitney  $U$  test. AU, arbitrary unit; n.s., not significant. Scale bars, 200  $\mu$ m.

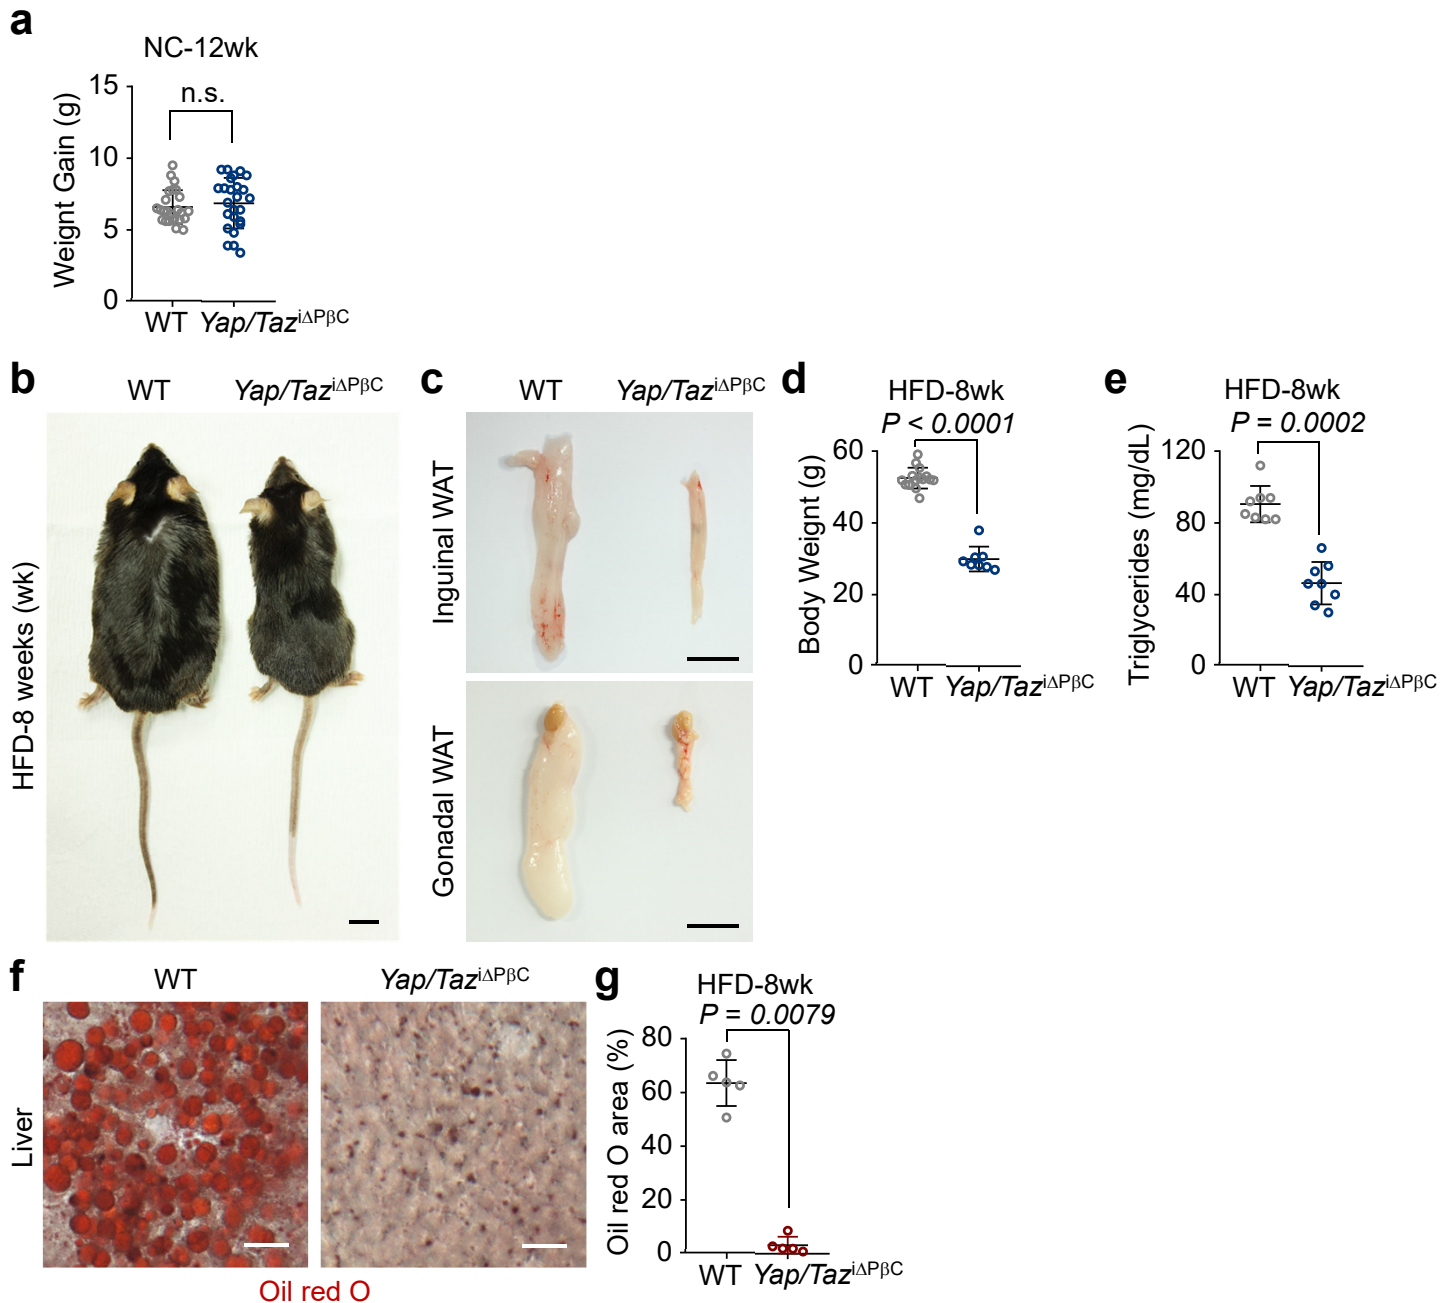

**Supplementary Fig. 11 Impaired dietary lipid absorption in *Yap/Taz*<sup>iAPβC</sup> mice.**

**a**, Comparison of weight gain of normal chow (NC)-fed WT and *Yap/Taz*<sup>iAPβC</sup> mice. Each dot indicates a value from  $n = 25$  mice/group. Horizontal bars indicate mean  $\pm$  SD and  $P$  value versus WT by two-tailed Mann-Whitney  $U$  test. n.s., not significant. **b**, Gross morphology of WT and *Yap/Taz*<sup>iAPβC</sup> mice after 8 weeks of high-fat diet (HFD). Scale bars, 1 cm. **c**, Representative gross image of inguinal white adipose tissue (WAT) and gonadal WAT of WT and *Yap/Taz*<sup>iAPβC</sup> mice after 8 weeks of HFD. Scale bars, 1 cm. **d**, Comparison of body weight of WT and *Yap/Taz*<sup>iAPβC</sup> mice after 8 weeks of HFD. Each dot indicates a value from  $n = 8$  to 15 mice/group. Horizontal bars indicate mean  $\pm$  SD and  $P < 0.0001$  versus WT by two-tailed Mann-Whitney  $U$  test. **e**, Comparison of plasma triglyceride concentration (mg/dL) in 6 hours fasted WT and *Yap/Taz*<sup>iAPβC</sup> mice after 8 weeks of HFD. Each dot indicates a value from  $n = 8$  mice/group. Horizontal bars indicate mean  $\pm$  SD and  $P$  value versus WT by two-tailed Mann-Whitney  $U$  test. **f,g**, Representative image and comparison of Oil red O staining in liver of WT and *Yap/Taz*<sup>iAPβC</sup> mice after 8 weeks of HFD. Each dot indicates a mean value taken from five different regions of a mouse and  $n = 5$  mice/group. Horizontal bars indicate mean  $\pm$  SD and  $P$  value versus WT by two-tailed Mann-Whitney  $U$  test. Scale bars, 50  $\mu$ m.

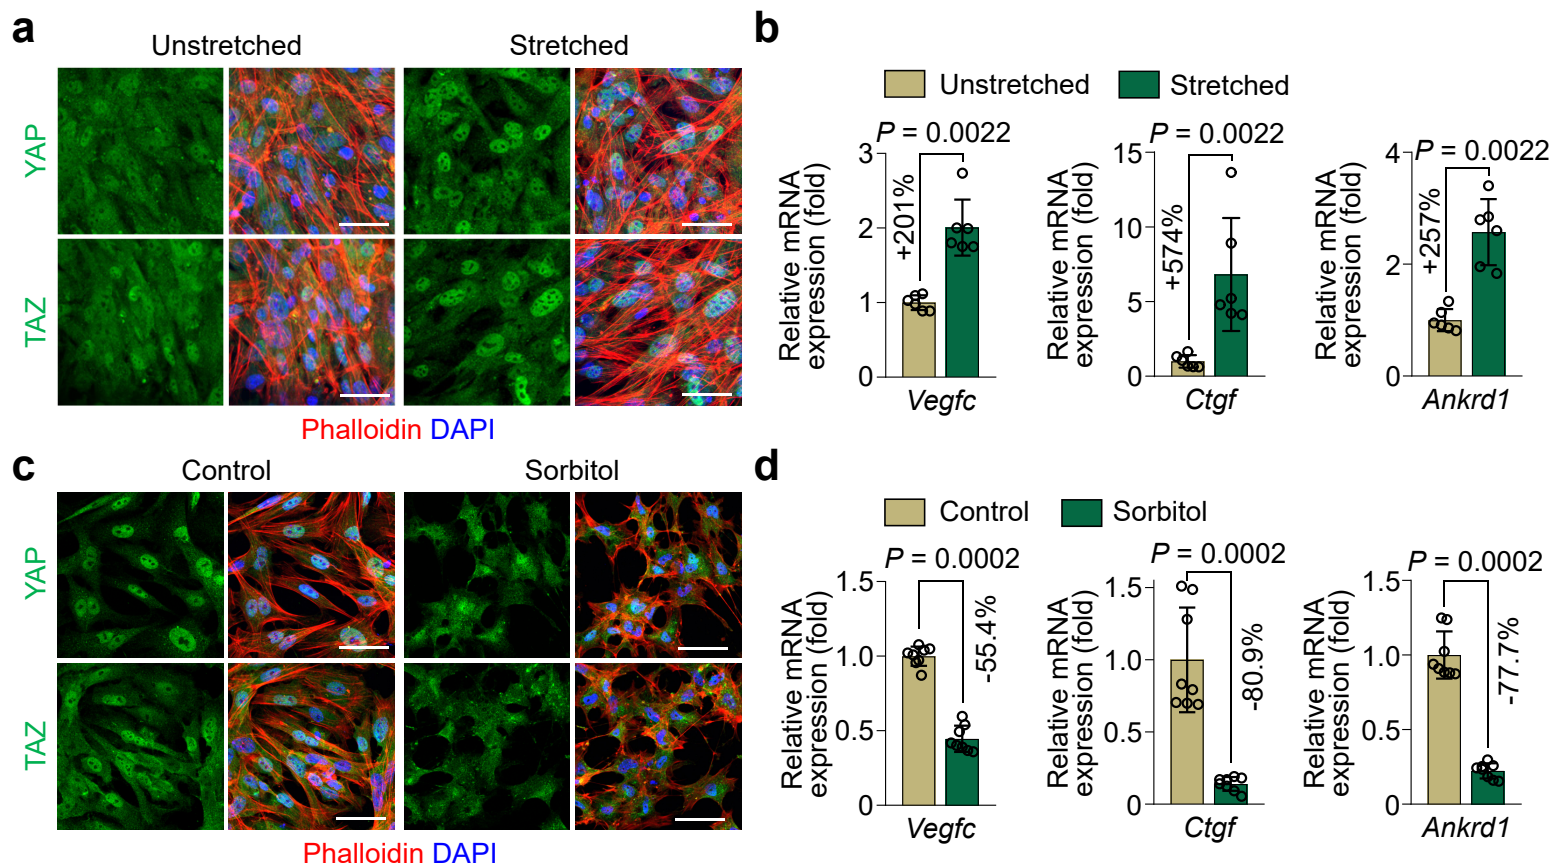

**Supplementary Fig. 12 Mechanical and osmotic stress regulate YAP/TAZ activation and *Vegfc* in fibroblasts.**

**a**, Representative images of YAP and TAZ with phalloidin<sup>+</sup> actin filaments in unstretched and stretched (4% of linear stretch at 10 cycles/min for 3h) MEFs with an automated cell-stretching system (STREX). Note the enhancements of nuclear YAP and TAZ after mechanical stretch in MEFs. Similar results were observed in four independent experiments. Scale bars, 50  $\mu$ m. **b**, Comparison of mRNA expressions of *Vegfc*, *Ctgf* and *Ankrd1* after mechanical stretch in MEFs. Dots indicate data from six independent experiments and horizontal bars indicate mean  $\pm$  SD.  $P$  value versus Unstretched by two-tailed Mann-Whitney  $U$  test. **c**, Representative images of YAP and TAZ with phalloidin<sup>+</sup> actin filaments in MEFs with or without 0.4 M sorbitol-induced osmotic stress for 3 h. Note the cytoplasmic translocation of YAP and TAZ after the osmotic stress in MEFs. Similar results were observed in four independent experiments. Scale bars, 50  $\mu$ m. **d**, Comparison of mRNA expressions of *Vegfc*, *Ctgf* and *Ankrd1* after osmotic stress in MEFs. Dots indicate data from eight independent experiments and horizontal bars indicate mean  $\pm$  SD.  $P$  value versus Control by two-tailed Mann-Whitney  $U$  test.

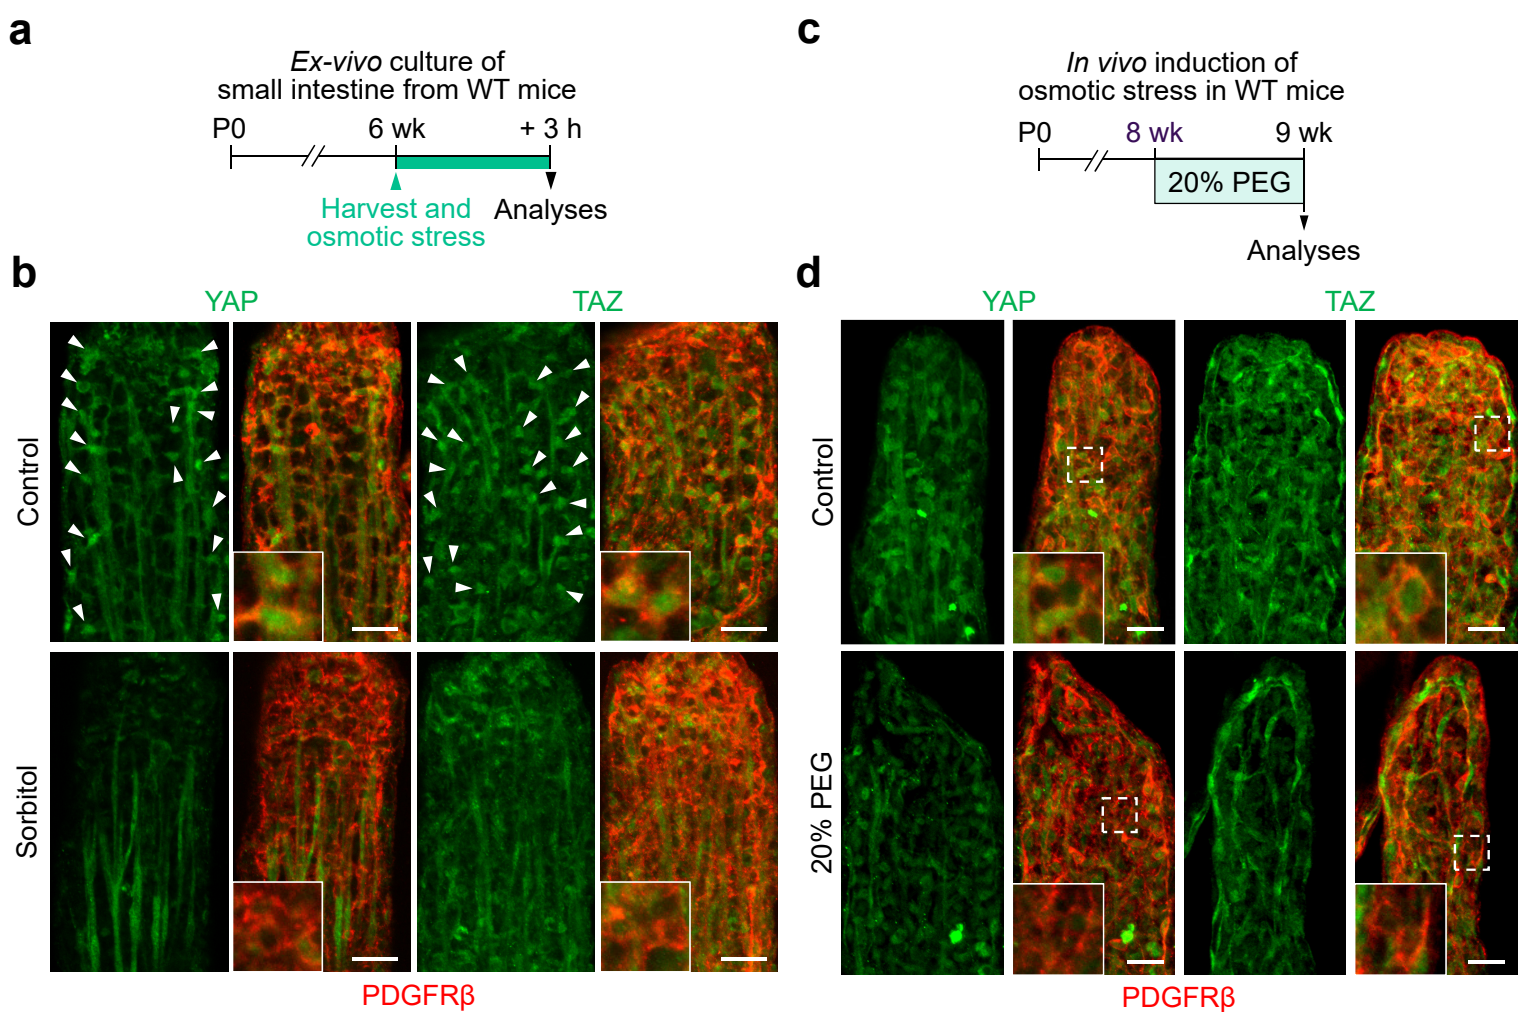

**Supplementary Fig. 13 Osmotic stress regulates translocation of YAP/TAZ in PDGFR $\beta$ <sup>+</sup> IntSCs *ex vivo* and *in vivo*.**

**a**, Diagram for applying osmotic stress (0.4 M sorbitol) into the isolated small intestine from WT mice for the analysis after 3 hours. **b**, Representative images and comparisons of YAP and TAZ expressions and their localizations in the IntSCs of control (white arrowheads indicate YAP or TAZ nucleocyttoplasmic localizations) or osmotic stress applied isolated mouse small intestine *ex vivo*. Insets show magnified view of the indicated region. Similar findings were observed in four independent experiments using  $n = 4$  mice. Scale bars, 25  $\mu$ m. **c**, Diagram for inducing osmotic stress in small intestine of WT mice by administration of 20% PEG starting at 8 weeks for 7 days and their analyses at 9 weeks. **d**, Representative images and comparisons of YAP and TAZ expression and their localizations in PDGFR $\beta$ <sup>+</sup> IntSCs of control or osmotic stress applied small intestine *in vivo*. Insets show magnified view. Similar findings were observed in four independent experiments using  $n = 4$  mice. Scale bars, 25  $\mu$ m.

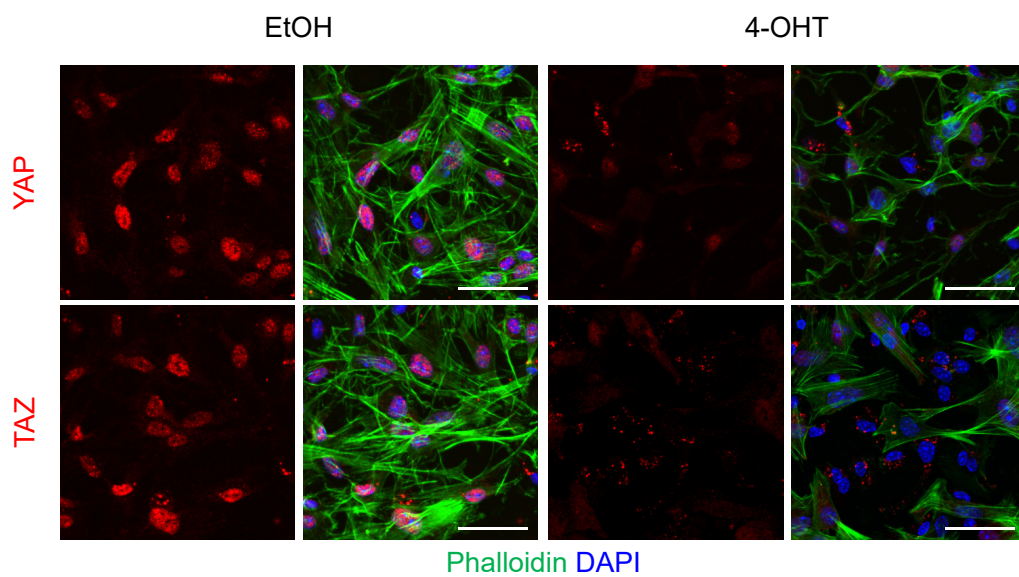

**Supplementary Fig. 14 Administration of 4-OHT depletes YAP/TAZ in IntSCs of *Yap/Taz*<sup>iΔPβC</sup> mice.**

Representative images of YAP and TAZ with phalloidin<sup>+</sup> actin filaments in isolated IntSCs from *Yap/Taz*<sup>iΔPβC</sup> mice at 2 days after the EtOH or 4-OHT treatment. Similar findings were observed in four independent experiments. Scale bars, 50 μm.

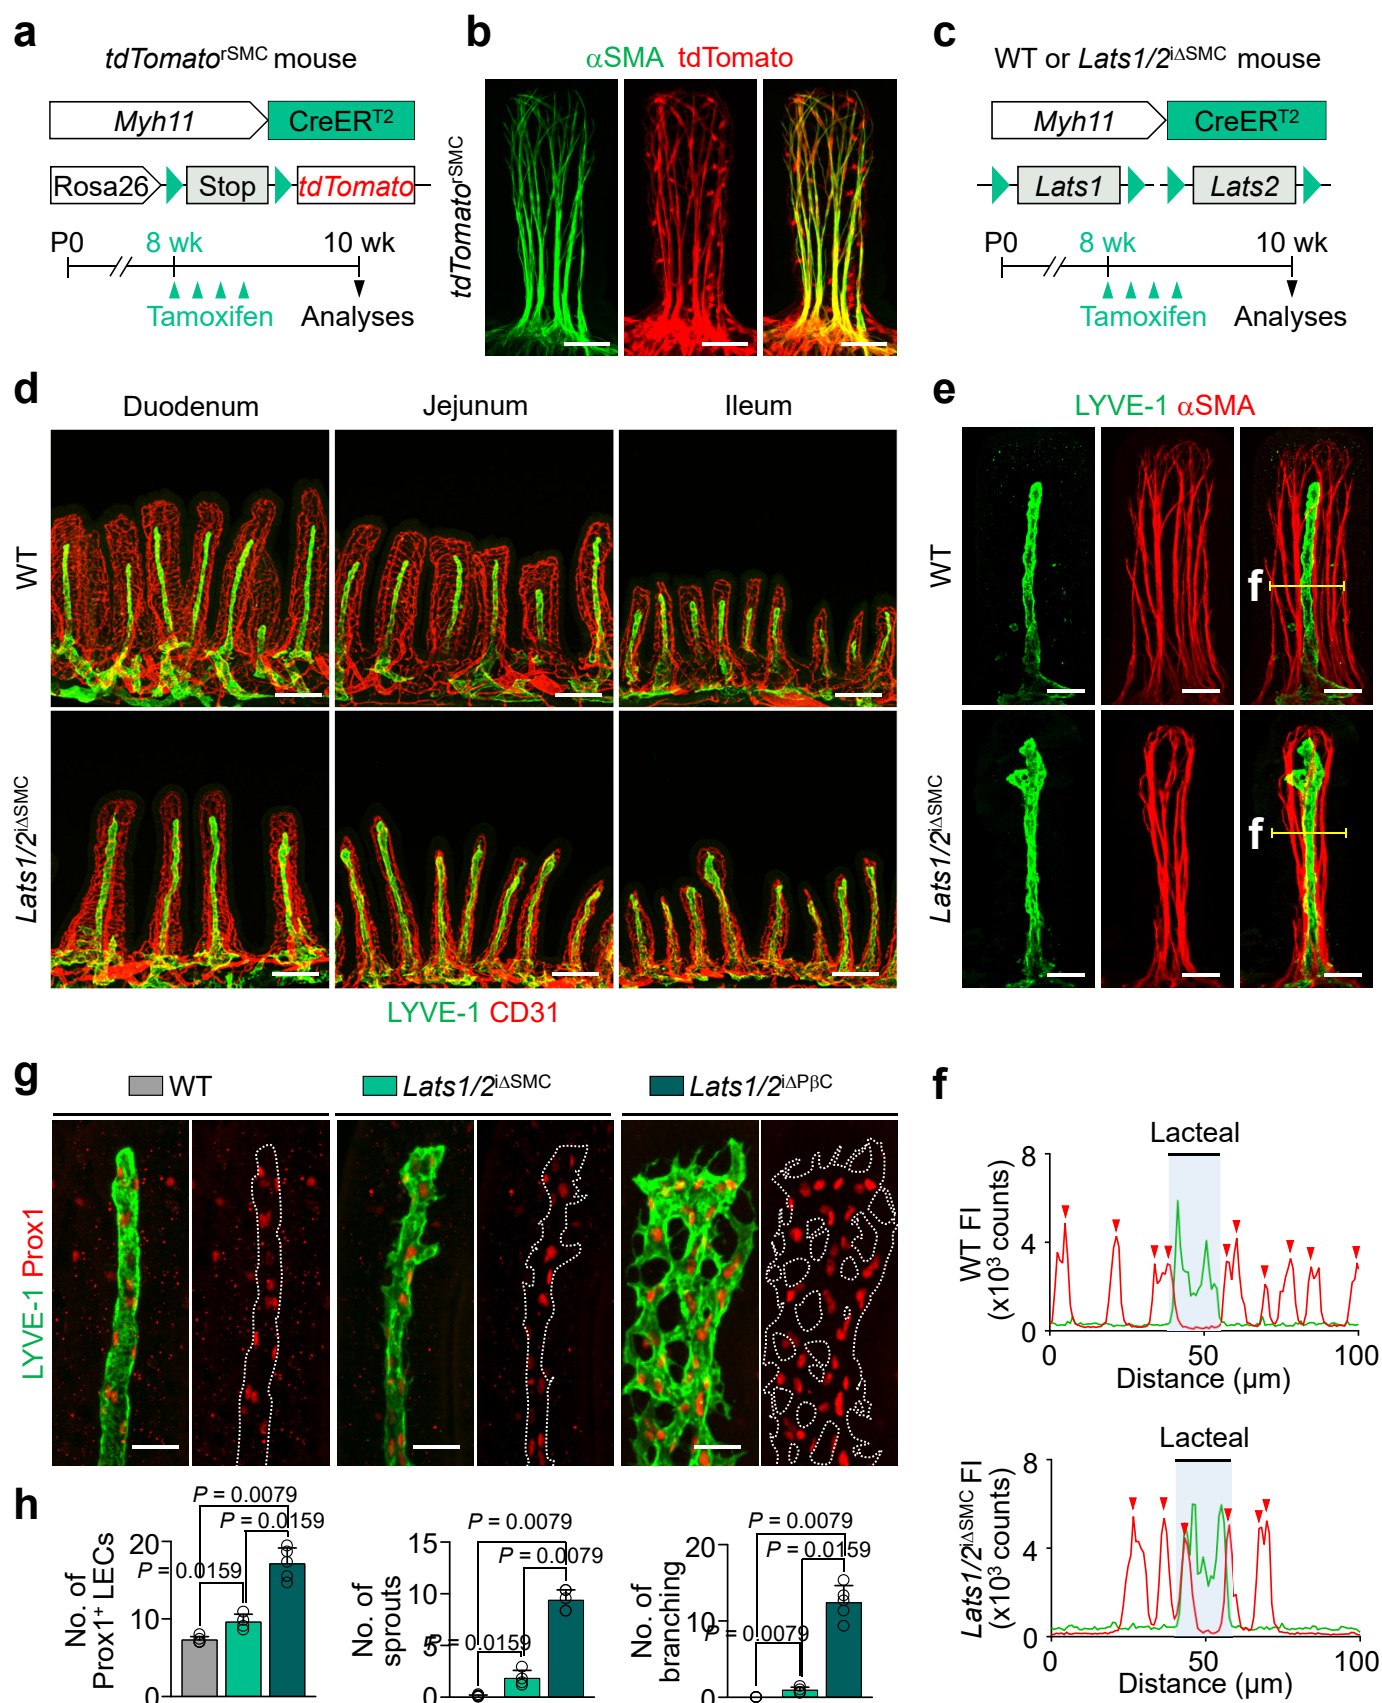

**Supplementary Fig. 15 Selective YAP/TAZ hyperactivation in villus SMCs does not recapitulate the lacteal phenotype of *Lats1/2*<sup>ΔPβC</sup> mice.** **a**, Diagram depicting the generation of *tdTomato*<sup>rSMC</sup> mouse and SMC-specific expression of Tomato in small intestinal villi from 8 weeks and their analyses at 10 weeks after birth. **b**, Representative images of Tomato<sup>+</sup> expression in the small intestine of *tdTomato*<sup>rSMC</sup> mouse, which outlines its relatively selective distribution in the longitudinal  $\alpha$ SMA<sup>+</sup> SMCs and undefined stromal cells. Similar findings were observed in  $n = 4$  mice from two independent experiments. Scale bars, 50  $\mu$ m. **c**, Diagram depicting the generation of *Lats1/2*<sup>ΔSMC</sup> mouse and Myh11<sup>+</sup> cell specific depletion of *Lats1/2* in small intestine from 8 weeks and their analyses at 10 weeks after birth.

**d**, Representative images and comparisons of LYVE-1<sup>+</sup> lacteals and CD31<sup>+</sup> blood capillary plexus in the villi of indicated parts of small intestine in WT and *Lats1/2*<sup>iΔSMC</sup> mice. Note that lacteals of *Lats1/2*<sup>iΔSMC</sup> mice do not phenocopy those of *Lats1/2*<sup>iΔPβC</sup> mice. Similar findings were observed in *n* = 4 mice/group from two independent experiments. Scale bars, 100 μm. **e,f**, Representative images and comparison of villus αSMA<sup>+</sup> cells by profile analysis of the fluorescence intensity (FI) along the indicated yellow lines shown in (**e**) in WT and *Lats1/2*<sup>iΔSMC</sup> mice. Note that all the peak αSMA FI signals (red arrowheads) of *Lats1/2*<sup>iΔSMC</sup> are more gathered toward the lacteal and the area of villus SMC coverage is decreased along with its skewed alignment in *Lats1/2*<sup>iΔSMC</sup> mice compared with WT. Similar findings were observed in *n* = 4 mice/group from two independent experiments. Scale bars, 50 μm. **g,h**, Representative images and comparisons of the numbers of Prox1<sup>+</sup> lymphatic endothelial cells (LECs), lacteal sprouts and lymphatic branches per 100 μm of lacteal length in WT, *Lats1/2*<sup>iΔSMC</sup> and *Lats1/2*<sup>iΔPβC</sup> mice. Each dot indicates a mean value of 5 villi/mouse and *n* = 4 mice/group except for *Lats1/2*<sup>iΔPβC</sup> (*n* = 5 mice) pooled from two independent experiments. Horizontal bars indicate mean ± SD and *P* value versus WT by two-tailed Mann-Whitney *U* test. Scale bars, 25 μm.

**a**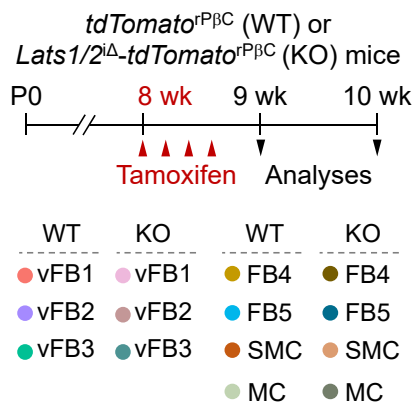**b**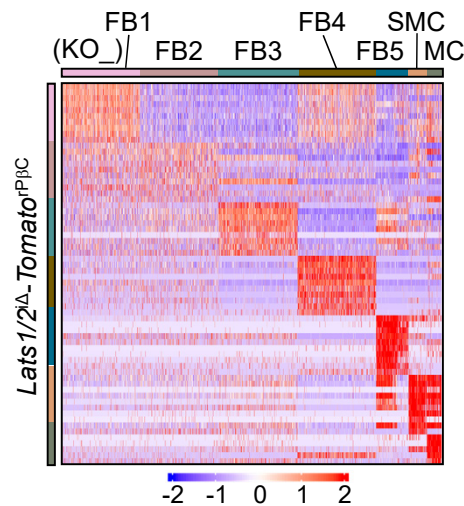**c**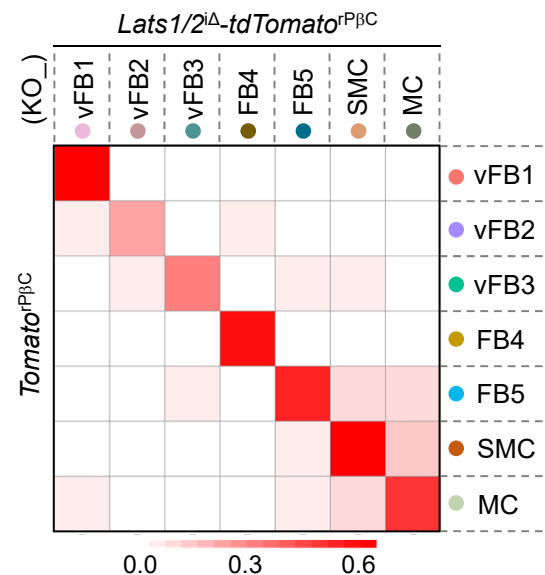**d**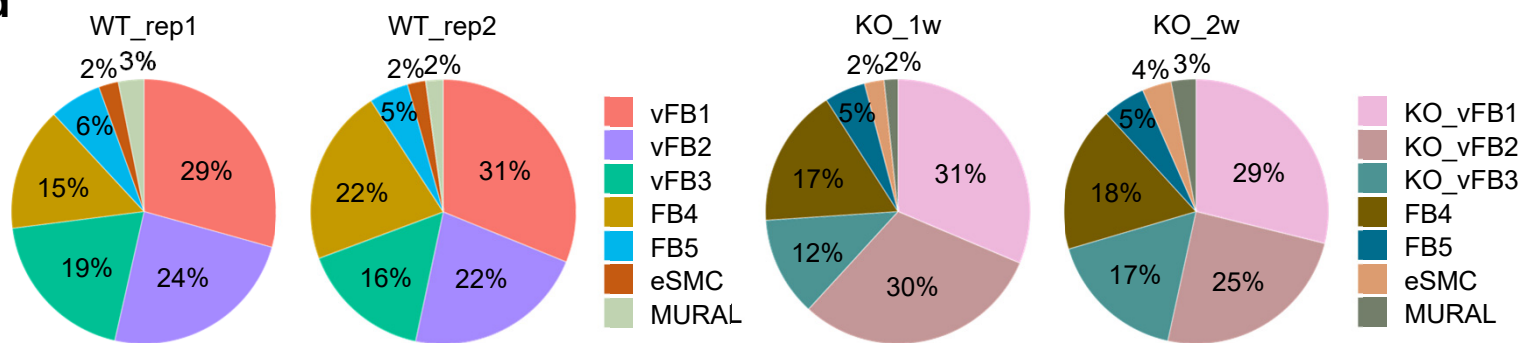**e**

Combined *tdTomato*<sup>rPBC</sup> (WT 1 wk and WT 2 wk) and *Lats1/2*<sup>Δ</sup>-*tdTomato*<sup>rPBC</sup> (KO 1 wk and KO 2 wk) mice

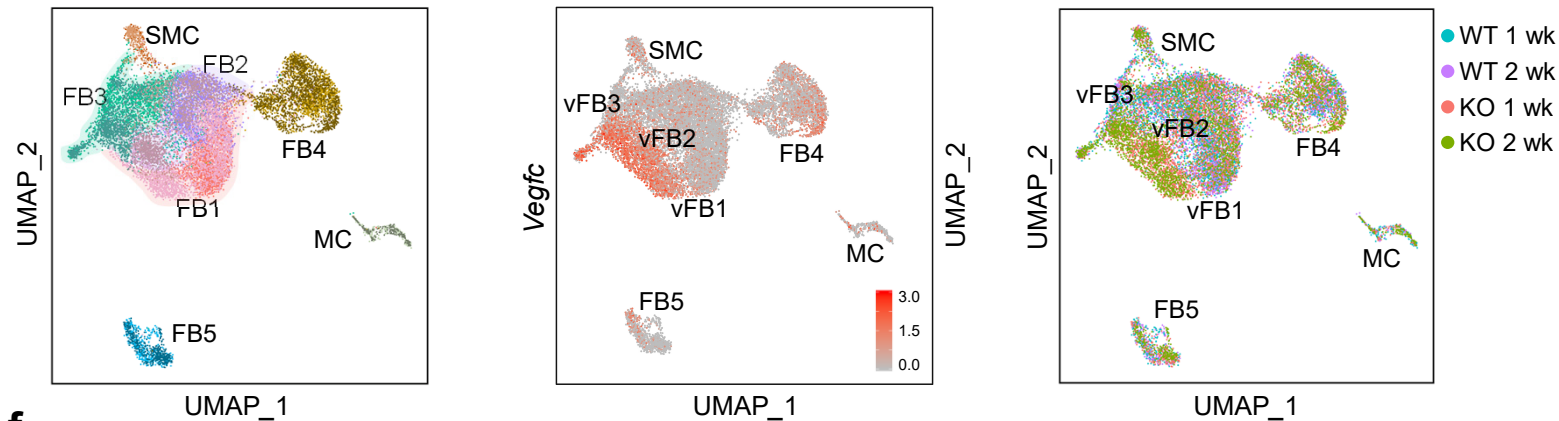**f**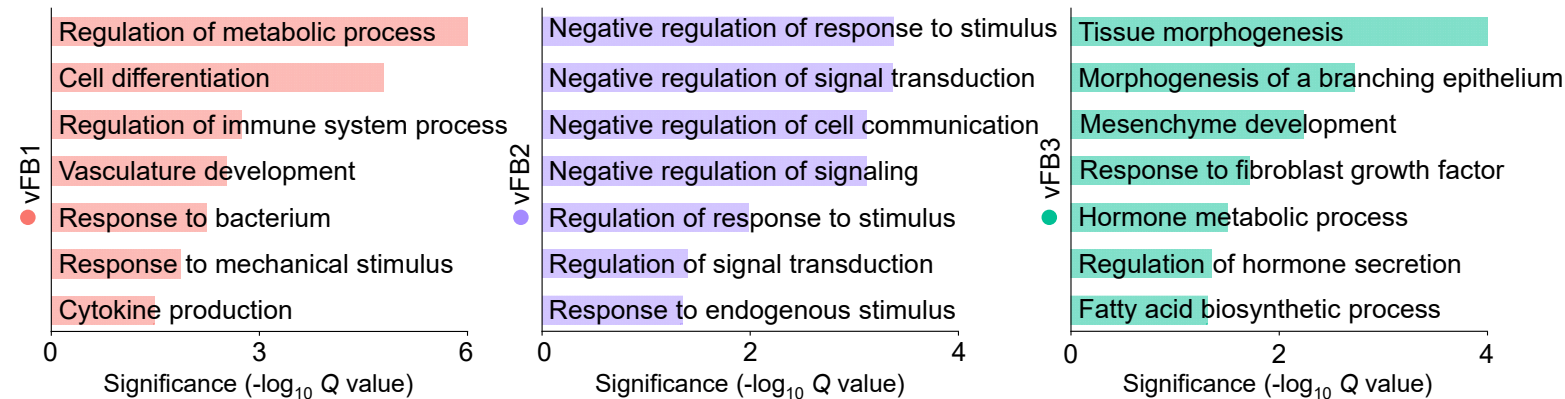

**Supplementary Fig. 16 Unsupervised clustering on the integrated dataset of PDGFR $\beta$ <sup>+</sup> IntSCs from *tdTomato*<sup>rPBC</sup> and *Lats1/2* <sup>$\Delta$</sup> -*tdTomato*<sup>rPBC</sup> mice suggests that vFB1-3 secrete VEGF-C.**

**a**, Diagram depicting PDGFR $\beta$ <sup>+</sup> cell-specific expression of *tdTomato* from 8 weeks and their analyses at 9 weeks or 10 weeks after birth in *tdTomato*<sup>rPBC</sup> or *Lats1/2* <sup>$\Delta$</sup> -*tdTomato*<sup>rPBC</sup> mouse. vFB, intestinal villi fibroblast; FB, fibroblast; SMC, smooth muscle cell; MC, mural cell. **b**, Heatmap displaying the scaled expression patterns of top ten differentially expressed genes for random sampled cells (maximum thousand cells) for each cluster in intestinal stromal cells (IntSCs) of *Lats1/2* <sup>$\Delta$</sup> -*tdTomato*<sup>rPBC</sup> mice (KO\_) datasets. **c**, Heatmap of top hundred marker gene overlaps between clusters from *Tomato*<sup>rPBC</sup> and *Lats1/2* <sup>$\Delta$</sup> -*tdTomato*<sup>rPBC</sup> mice (KO\_). Values are Jaccard similarity coefficient, which is calculated by dividing the number of overlaps by that of the union. **d**, Pie chart visualizing the abundance of PDGFR $\beta$ <sup>+</sup> cell clusters in each of the four datasets—two replicates of WT and *Lats1/2*-KO. **e**, Uniform manifold approximation and projection (UMAP) visualization of unsupervised clustering (far left panel) and gene expression level of *Vegfc* projected on UMAP plot (middle panel) in dataset produced by integrating that of *tdTomato*<sup>rPBC</sup> and *Lats1/2* <sup>$\Delta$</sup> -*tdTomato*<sup>rPBC</sup> datasets both at 1 week and 2 weeks after the tamoxifen delivery. Far right panel shows unsupervised clustering of *tdTomato*<sup>rPBC</sup> and *Lats1/2* <sup>$\Delta$</sup> -*tdTomato*<sup>rPBC</sup> mice at 1 week and 2 weeks after the tamoxifen delivery, respectively. Note that all the distinct clusters are transcriptionally conserved between the WT and KO datasets regardless of the time point after the tamoxifen delivery. **f**, Significantly enriched gene ontology (GO) terms of vFB1-3. Selected GO terms that are false discovery rate < 0.05 by Mann-Whitney *U* test are presented. Significance defined as  $-\log_{10} Q$  value.

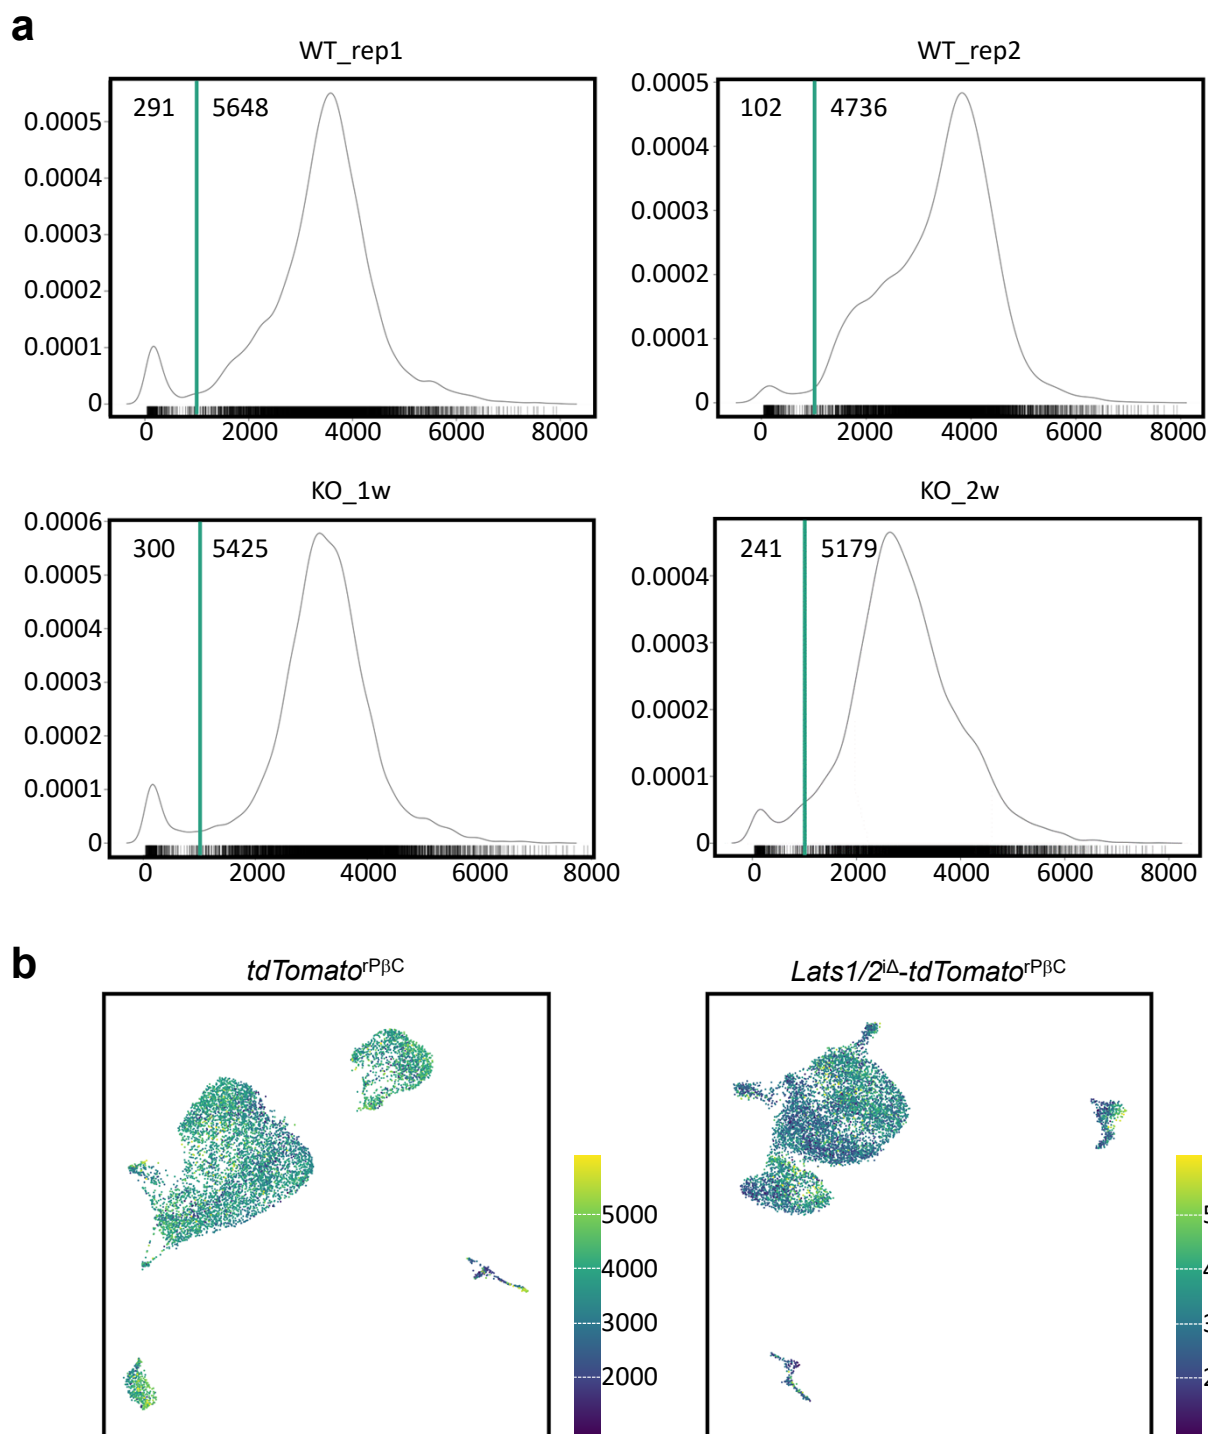

**Supplementary Fig. 17 Cell-level quality control of single-cell RNA sequencing datasets**

**a**, Histogram depicting the distribution of the number of genes detected per cell for each four datasets. The cyan vertical line in the histogram is located at the threshold point (1000 genes). The number in top left corner denotes the number of cells below and above the threshold 1000. **b**, Visualization of number of genes detected per cell in *tdTomato<sup>rPβC</sup>* and *Lats1/2<sup>iΔ</sup>-tdTomato<sup>rPβC</sup>* datasets, projected on the UMAP plot.

## Supplemental Tables

**Supplementary Table 1. Primer sequences for quantitative RT-PCR**

| Gene           | Primer  | Primer sequence (5' - 3')    |
|----------------|---------|------------------------------|
| <i>Gapdh</i>   | Forward | TGTTCTACCCCAATGTGT           |
|                | Reverse | TGTGAGGGAGATGCTCAGTG         |
| <i>Vegfc</i>   | Forward | CAGGACAGGGGACAGTGTAATAATTGTC |
|                | Reverse | TGGCATGCATTGAGTCTTTCTCCAC    |
| <i>Ctgf</i>    | Forward | GTGCCAGAACGCACACTG           |
|                | Reverse | CCCCGTTTACTCTCCAA            |
| <i>Ankrd1</i>  | Forward | GCTGGTAACAGGCAAAAAGAAC       |
|                | Reverse | CCTCTCGCAGTTTCTCGCT          |
| <i>Vegfd</i>   | Forward | GGAGAATGGGGAATGGGGAATATCC    |
|                | Reverse | GTTTCAGATCGTTCCAACATGGACCG   |
| <i>Vegfa</i>   | Forward | GCCTCCGAAACCATGAACCTTTCTGC   |
|                | Reverse | CATGGGACTTCTGCTCTCCTTCTG     |
| <i>Ccbe1</i>   | Forward | GGAGACAAATACCCCAATGACACTG    |
|                | Reverse | CATCTGGGAGAACTCTTTGCATGTG    |
| <i>Adamts3</i> | Forward | ATTACCTCCTCACCTGATGAAC       |
|                | Reverse | ATATGCACTCCGAGGGACTCATC      |
| <i>Tgfb</i>    | Forward | CTGATACGCCTGAGTGGCTGTCTT     |
|                | Reverse | GAGCAGTGAGCGCTGAATCGAAAG     |
| <i>Ifng</i>    | Forward | CACGGCACAGTCATTGAAAGCCTAG    |
|                | Reverse | CTTTTGCCAGTTCCTCCAGATATCC    |

**Supplementary Table 2. Primer sequences for ChIP-qPCR**

| Gene            | Primer  | Primer sequence (5' - 3')  |
|-----------------|---------|----------------------------|
| <i>Oct4</i>     | Forward | AAAGCGGGTGTCTTATCACTCTG    |
|                 | Reverse | CCTCATCTAACAGACTAAGGGGTTG  |
| <i>Vegfc_R1</i> | Forward | GATAATTGGAAGTGTGGGTAAAC    |
|                 | Reverse | CGTACTTCGTCTAATGTAAATTCCAC |
| <i>Vegfc_R2</i> | Forward | GTTTTACAACCGCCCTTTG        |
|                 | Reverse | CTTCTTTCTGTGTTCTGTTGAAC    |
| <i>Vegfc_R3</i> | Forward | GTGACAGTTCTCAGTGTAGGCTG    |
|                 | Reverse | AGTCACAAAGGGCGGTTG         |

# Supplementary material for: Distinct fibroblast subsets regulate lacteal integrity through YAP/TAZ-induced VEGF-C in intestinal villi
**Source:** Nat Commun. 2020 Aug 14;11:4102. doi: 10.1038/s41467-020-17886-y
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

The following software were used for data collection:  
LSM image software (Carl Zeiss)  
Zen 2.3 software (Carl Zeiss)

Data analysis

The following software were used for data analysis:  
ImageJ (Fiji version) software (NIH)  
Zen 2.3 software (Carl Zeiss)  
Imaris (Bitplane)  
TopHat software  
Ingenuity Pathway Analysis tool (QIAGEN)  
Morpheus (<https://software.broadinstitute.org/morpheus/>)  
Cell Ranger 3.0.2 toolkit from 10X Genomics (<http://10xgenomics.com>)  
R: The R Project for Statistical Computing  
R package 'Seurat' (version 3.0.0)  
R package 'goseq' (version 1.34.0)  
GraphPad Prism 8.0 (GraphPad Software)  
FlowJo V10 (Treestar)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The bulk RNA-seq data and single cell RNA-seq data are both available in Gene Expression Omnibus (GEO) under the accession number GSE124488. For Gene Set Enrichment Analysis (GSEA), Molecular Signatures Database 4.0 (<http://www.broadinstitute.org/gsea/msigdb/>) was used. The source data for all figures and supplementary figures are available as Source Data file. Reporting Summary for this article is provided as Supplementary Information file. All the other data and codes used for the analysis are available from the corresponding author upon reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were chosen on the basis of standard power calculations (with $\alpha = 0.05$ and power of 0.8) performed for similar experiments and statistical methods were not used to predetermine sample sizes as previously published (Robciuc et al., Cell Metabolism, 2016; Shimizu et al., Journal of Clinical Investigation, 2014). |
| Data exclusions | No samples were excluded from the analysis.                                                                                                                                                                                                                                                                                                 |
| Replication     | Experiments were replicated at least once for all analyses and number of reproductions of each experimental finding is described in each figure legend. All attempts at experimental replication were successful.                                                                                                                           |
| Randomization   | Animals from different cages, but within the same experimental group, were selected to assure randomization. Experiments involving in vitro study was assured randomization through double-blind experiments.                                                                                                                               |
| Blinding        | The investigators were blinded to allocation during experiments and outcome analyse                                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

The following primary and secondary antibodies were used in the immunostaining: anti-LYVE-1 (rabbit polyclonal, 11-034, Angiobio, 1:400); anti-CD31 (rat monoclonal, 557355, BD Biosciences, 1:400); anti-CD31 (hamster monoclonal, MAB1398Z, Merck, 1:400); anti-E-cadherin (goat polyclonal, AF748, R&D, 1:200); anti-Prox1 (goat polyclonal, AF2727, R&D, 1:400); anti-Prox1 (rabbit polyclonal, 102-PA32AG, ReliaTech, 1:400); anti-VE-cadherin (goat polyclonal, AF1002, R&D, 1:200); anti-PDGFR $\beta$  (rat monoclonal, ab91066, Abcam, 1:200); anti-PAI-1 (mouse monoclonal, sc-5297, Santa Cruz, 1:100); anti-Serpina3n (Goat polyclonal, AF4709, R&D, 1:200); anti-Fosb (rabbit monoclonal, 2251, Cell Signaling Technology, 1:400); anti-Shisa3 (rabbit polyclonal, TA320118, Origene, 1:400); anti-P2X1 (rabbit polyclonal, APR-001, Alomone labs, 1:800); anti-Ackr4 (rabbit

polyclonal, SAB4502137, Sigma-Aldrich, 1:200); anti-Grem1 (goat polyclonal, AF956, R&D, 1:200); anti-Sox6 (rabbit polyclonal, ab30455, Abcam, 1:400); anti-PDGFR $\alpha$  (goat polyclonal, AF1062, R&D, 1:200); anti-YAP (rabbit monoclonal, 14074, Cell signaling, 1:200); anti-TAZ (rabbit polyclonal, HPA007415, Sigma-Aldrich, 1:200); anti- $\alpha$ SMA, Fluorescein Isothiocyanate (FITC)-conjugated (mouse monoclonal, F3777, Sigma-Aldrich, 1:1000); anti-VEGFR3 (goat polyclonal, AF743, R&D, 1:200); anti-VEGFR2 (goat polyclonal, AF644, R&D, 1:200); anti-PGP9.5 (rabbit monoclonal, 13179, Cell signaling, 1:400); anti-F4/80, FITC-conjugated (rat monoclonal, 1231007, Biolegend, 1:200); anti-CD3 (hamster monoclonal, 553058, BD Biosciences, 1:1000); anti-Desmin (rabbit polyclonal, AB907, Millipore, 1:400); and Alexa Fluor 488-, Alexa Fluor 594-, Alexa Fluor 647-conjugated anti-rabbit, anti-rat, anti-goat, anti-hamster secondary antibodies (diluted at a ratio of 1:1000) were purchased from Jackson ImmunoResearch.

For VEGFR2 blockade, we used a VEGFR2 neutralizing antibody (DC101). A hybridoma cell line that produces DC101 was purchased from American Type Culture Collection (ATCC). For control antibody, we used rat IgG-Fc (SAB3700546, Sigma-Aldrich).

The following antibodies were used for flow cytometry: FITC anti-mouse CD45 (11-0451-85, rat monoclonal, Biolegend); FITC anti-mouse TER-119 (11-5921-85, rat monoclonal, Biolegend); APC anti-mouse CD31 (551262, rat monoclonal, BD Bioscience); and PE/Cy7 anti-mouse Podoplanin (127412, syrian hamster monoclonal, Biolegend). Blocking Fc $\gamma$  receptors was performed with mouse anti-CD16/CD32 (553141, BD Bioscience).d

The following primary antibodies were used for the cell staining: anti-YAP (rabbit monoclonal, 14074, Cell signaling); anti-TAZ (rabbit polyclonal, HPA007415, Sigma-Aldrich); and Alexa Fluor 488-conjugated anti-phalloidin (A12379, Thermo Fisher) antibodies. Alexa Fluor 594-conjugated secondary antibodies were purchased from Jackson ImmunoResearch. Nuclei were stained with DAPI (Invitrogen).

Anti-TEAD4 antibody (mouse monoclonal, ab58310, Abcam) was used for ChIP-qPCR.

To enrich the stromal cell fraction and LECs, hematopoietic cells and epithelial cells were depleted using AutoMACS (Miltenyi) after incubation for 15 min on ice with anti-CD45 and anti-CD326 Microbeads (Miltenyi). For IntSC isolation, anti-CD31 Microbeads (Miltenyi) were added to deplete endothelial cells in addition to the anti-CD45 and anti-CD326 Microbeads.

## Validation

All the antibodies were validated for the species (mouse or rat) and applications (immunohistochemistry) by the correspondent manufacturer, which is described in the manufacturer's website. Our usage was described in the Methods section of the manuscript as below.

For both whole-mount and section staining, samples were permeabilized and blocked with blocking buffer containing 5% donkey (or goat) serum in 0.3% Triton-X 100 in PBS for 1 h at room temperature (RT). Samples were incubated with the primary antibody diluted in the blocking buffer overnight at 4 °C. After several washes with PBS, samples were incubated for 2 h at RT with the fluorochrome-conjugated secondary antibodies diluted in the blocking buffer. After several washes with PBS, samples were mounted with Vectashield (Vector Laboratories).

## Eukaryotic cell lines

### Policy information about [cell lines](#)

#### Cell line source(s)

Primary intestinal stromal cells (IntSCs) and lymphatic endothelial cells (LECs) were isolated from the indicated mice as previously described (Stzepourginski I et al., PNAS, 2017). Mouse embryonic fibroblasts (MEFs) were isolated from E12.5 embryos as previously described (Kim M et al., EMBO, 2013). Human dermal LECs (HDLECs) were purchased from Lonza. DC101 hybridoma (ATCC HB-11534; ATCC; rat (B cell), mouse (myeloma); spleen)

#### Authentication

Primary mouse IntSCs were authenticated as previously described (Stzepourginski I et al., PNAS, 2017), mouse LECs and HDLECs were validated with expression of Prox1. MEFs were isolated and validated as previously described (Kim M et al., EMBO, 2013). Authentications of hybridoma cells were based on morphology, growth conditions, and blocking antibodies purified from these cells lines were tested for specific binding/blocking efficiencies in both in vitro and in vivo settings.

#### Mycoplasma contamination

All cells were confirmed to be mycoplasma-negative (MycoAlert Detection Kit, Lonza).

#### Commonly misidentified lines (See [ICLAC](#) register)

None.

## Animals and other organisms

### Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

#### Laboratory animals

Pdgfrb-Cre-ERT2 mouse (Kato K et al., Nat Commun, 2018) was provided by Dr. Ralf H Adams (MPI, Germany); Lats1fl/fl/Lats2fl/fl (Cho H et al., Circ Res, 2019) and Yapfl/fl/Tazfl/fl (Cho H et al., Circ Res, 2019) mice were provided by Dr. Daesik Lim (KAIST, Republic of Korea). R26-tdTomato and Myh11-Cre-ERT2 mice were purchased from the Jackson Laboratory. E12.5 embryos were collected from C57BL/6 wild type mice. All mice were maintained in the C57BL/6 background and mice aged 8~12 weeks of both genders were used for experiments. Mice were housed under 12 light/12 dark cycle, temperatures of 22 $\pm$ 2°C with 50 $\pm$ 10% humidity.

#### Wild animals

The study did not involve wild animals.

#### Field-collected samples

The study did not involve samples collected from the field.

## Ethics oversight

All animal care and experimental procedures were complied with all ethical regulations for animal research and testing under the approval from the Institutional Animal Care and Use Committee (No. KA2016-12) of Korea Advanced Institute of Science and Technology (KAIST).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

To sort PDGFRb+ IntSCs or intestinal LECs, the enriched fractions went on RBC lysis by suspension in ACK lysis buffer (Gibco) for 5 min at RT. After blocking Fcγ receptors with mouse anti-CD16/CD32 (553141, BD Bioscience), cells were incubated for 15 min with indicated antibodies in FACS buffer (2% FBS in PBS). After several washes, cells were analyzed by FACS Canto II (BD Biosciences) and the acquired data were further evaluated by using FlowJo software (Treestar). Cell sorting was performed with FACS Aria Fusion (Beckton Dickinson). Dead cells were excluded using DAPI (Sigma-Aldrich) staining and cell doublets were systematically excluded. Fluorescence intensity is expressed in arbitrary units on a logarithmic scale, and forward scatter and side scatter are represented on a linear scale.

#### Instrument

Analysis was performed using FACS Canto II (BD Biosciences).  
Sorting was performed using FACS Aria Fusion (Beckton Dickinson).

#### Software

Analysis was performed using FlowJo V10 software (Treestar).

#### Cell population abundance

Purity was not assessed.

#### Gating strategy

For all experiment, cells were gated on single cells, live cells followed by the staining of interest. The gating strategy is indicated above each FACS plot in the figures.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

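Single-cell transcriptomes of PDGFRβ+ intestinal stromal cells, sorted by their tdTomato label from the small intestine of adult mice, were analysed in 1 WT and 1 Lats1/2 KO library. The paper's methods give Cell Ranger 3.0.2 on the mm10 genome and Seurat 3.0.0 for its data. The authors deposited, for each library, a table of natural log values, namely the natural log of 1 plus the UMIs of a gene per 10000 UMIs of its cell. The annotation release and the filters behind the deposited tables are not given in the sources used here. The tables hold only cells with fewer than 3000 detected genes and under 5% mitochondrial UMIs, which are not the limits of the paper's methods.

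Whole UMI counts were computed back from the deposited natural log values. In every cell the exponentiated values minus 1 summed to 10000, and 100% of the nonzero values were whole multiples of the cell's step within 0.01 UMI. The design fixed before the data were examined had assumed counts, and its sums of UMIs were kept on the counts computed back. Depth was 23288635 UMIs in 5587 WT cells and 20279779 UMIs in 4831 KO cells, and 22131875 and 19756930 UMIs in the 4824 and 4513 cells with at least 1000 detected genes. Each library was clustered with Seurat 5.3.0 in R 4.3.3 as the paper's methods describe: genes seen in at least 3 cells, log normalization to 10000, 2000 variable genes, mitochondrial share and UMI number regressed out, 30 principal components, a shared nearest neighbour graph and Louvain clustering. The paper gives no resolution, and 0.5 was used. Except for Fos, Jun and Egr1, the genes whose levels are reported at the claims were left out of the variable genes, as were the sex genes. The paper splits the cells by Xist, but only 1.47% of the WT and 3.43% of the KO cells had no Xist UMI, under the 10% set as a minimum for a split, so none was made. A cluster with Ptprc, or with both Pecam1 and Cdh5, in at least 25% of its cells was to be removed, and no cluster met this.

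Clusters were named from the marker lists of Fig. 7e, read before the data were examined, and from 7 lists for other cells (immune, endothelial, epithelial, glial, interstitial cells of Cajal, mesothelial and dividing cells). A cluster took the name of the list with the highest mean log2 fold against the other cells, with 10 CPM added, if at least 3 of its markers were 1.5-fold higher and seen in 10% of the cells and at least 1 stood among the top 10 genes by fold of those seen in 30% of the cells. These limits of the naming rule were set after the clusters and their Vegfc levels had been seen. They keep 36.8% (cluster 0) and 0.355% (cluster 8) of the KO cells and 0.684% of the WT cells (cluster 8) out of every class. Of the 7 other lists, only that of dividing cells named a cluster, with 5 WT cells. A class was compared between the libraries only where no cluster of it had more markers of another class than of its own among its top 10 genes, which excludes vFB1 taken alone in the separate clustering and among transferred classes. The vFB1 cluster of the joint clustering, with 3 markers of its own and 2 of vFB2, met this. Doublets were scored with Scrublet in scanpy 1.11.5. Its automatic threshold called 8 WT and 7 KO cells, 0.143% and 0.145%, too few for a working call at an expected rate of 5%, so removal of the top 5% of scores (279 and 242 cells) was added after the data had been seen.

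A ratio of KO over WT is that of CPM values, and a count under 3 UMIs enters it with 3. The median log2 ratio of all genes with at least 20 UMIs in both libraries was 0.05 over all cells and 0.09 in the vFB1-3-like cells. The genes named are those the paper names for its single-cell data, secreted factors, lymphangiogenic and YAP/TAZ pathway genes, and the 5 highest and 5 lowest ratios in the vFB1-3-like cells among 9191 genes with at least 100 UMIs there, without sex and mitochondrial genes and gene models without a name. The ranking took a gene without a row in 1 table as 0 there, which placed Rpgrip1 among the lowest, and no ratio is reported for such a gene. The ratio was tested on simulated data for this comparison. Of 8644 genes with drawn counts, 200 were changed 4-fold, 100% of them were recovered, and the interval of 94.4% of the unchanged genes covered 0. The counts were drawn from the Poisson model that the interval assumes, without variation between cells, classes or library preparations. The test therefore checks the computation only. Gene positions are from GENCODE M21 on GRCm38, in which Figf is named Vegfd. Alternatives were the cell filter, resolution, principal components, variable genes, the genes left out, doublets, the denominator and scaling of CPM, joint clustering, cells with Xist only, thinning depth and the settings of the marker lists, and 3 more were added after the data had been seen: the top Scrublet scores, the order of barcodes in the tables, and WT classes transferred to the KO cells. Values were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Bulk RNA sequencing, imaging and gene ontology terms were not analysed here.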

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

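The test of free RNA and the comparison with the smaller WT vFB3-like cluster were written before their values were seen, and the tests of cell shares, scaling, library preparation and free RNA for Chil1 after. Of the 5 genes with the highest ratio of KO over WT in the vFB1-3-like cells, the paper discusses Wisp2. The other 4, Chil1, Rassf4, Slco2a1 and Ltbp2, lie outside the genes it discusses. Chil1 rose from 10 to 143 UMIs, a log2 ratio of 5.13 (4.21 to 6.22). Rassf4 rose from 21 to 288 UMIs, with 5.07 (4.43 to 5.78), Slco2a1 from 32 to 272 UMIs, with 4.38 (3.85 to 4.95), and Ltbp2 from 29 to 241 UMIs, with 4.35 (3.79 to 4.95).

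Scaling between the libraries is argued against, since the median log2 ratio of all genes in these cells was 0.0945. Free RNA would give each gene a like level in every KO class. The median over the 4 genes of the CPM in the vFB3-like over the MC-like KO cells was 37.6, and it was 8.02 for Rassf4, 72.2 for Slco2a1 and 67.2 for Ltbp2, which argues against free RNA for these 3. For Chil1, with 3 and 1 UMIs there, this ratio decides nothing, but its CPM in the vFB2-like over the MC-like KO cells was 11.4, the MC-like count entered as 3, which argues against free RNA for it as well. A shift in the shares of the classes was tested within that of the vFB1-3-like classes which held most KO UMIs of each gene. Within the vFB3-like cells the smallest log2 ratio of Rassf4, Slco2a1 and Ltbp2 was 4.61, and within the vFB2-like cells that of Chil1 was 6.05 (4.47 to 8.34), computed from 1 WT UMI entered as 3. This test was at the start made in the vFB3-like cells for all 4 genes and left the question undecided, because Chil1 had 3 KO UMIs there, and it was then split by class.

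The vFB3-like cells of the 2 libraries are not alike, however. The KO cells share the leading genes Plvap, Col6a4 and Itga8 with the smaller WT vFB3-like cluster of 27 cells. Against that cluster the log2 ratio was 0.67 (-0.06 to 1.50) for Ltbp2, 1.19 (0.36 to 2.16) for Slco2a1 and 2.89 (1.32 to 5.18) for Rassf4, which had no UMI in the 27 WT cells. For Ltbp2 and Slco2a1 a larger share of this kind of cell among the KO cells may give much of the rise and cannot be told apart from a rise within it. Rassf4 was also high in KO cluster 0 with 187 CPM and in the FB5-like KO cells with 184 CPM, whereas Chil1 was highest in the FB4-like KO cluster 2 among the named clusters, with 204 CPM. With 1 library per condition, the loss of Lats1/2 and a difference between the library preparations cannot be told apart for any of the 4 genes, and reads shared with related genes were not tested.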

How the results depend on the processing

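After the data had been seen, 3 alternatives were added: removal of the top 5% of Scrublet scores, the runs of barcodes taken as clusters, and WT classes transferred to the KO cells. None of the main ratios of KO over WT changed its direction beyond counting error. The sign of the Vegfa ratio in the vFB1-3-like cells, which counting error leaves open in the reported clustering, did change. The order of the vFB1-3-like shares reversed. It was 58.9% of the WT and 30.6% of the KO cells in the reported clustering. In the joint clustering and with transferred classes the KO share was the larger, with the values given below. Over all cells the log2 ratio of Vegfc stayed between 2.34 and 2.48 and that of Vegfa between -0.69 and -0.49. In the vFB1-3-like cells the ratio of Vegfc stayed between 1.80 and 2.08 under 15 alternatives. It moved to 3.19 in the joint clustering and to 3.10 with transferred classes, both of which add cells of KO cluster 0 to the class by their construction. That of Vegfa in these cells moved to -0.81 and -0.67 under the same 2 alternatives.

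In the vFB2-like cells the ratio of Vegfc moved to 0.0514 (-0.45 to 0.54) with the stricter cell filter and 1.33 at a resolution of 1.0. It moved to 2.88 in the joint clustering and 2.66 with transferred classes. Both the size of the rise there and whether it is detectable therefore depend on the setting. In the vFB3-like cells it moved to 3.35 at a resolution of 1.0. The share of WT cells that were vFB1-3-like moved to 61.6% with the looser and 56.3% with the stricter filter. The share of KO cells moved to 23.0% with the stricter filter, 32.1% at a resolution of 1.0, 63.4% in the joint clustering, with 57.7% of the WT cells, and 66.0% with transferred classes. Except as the added cells of KO cluster 0 show, the cause was not tested.

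Between 11 and 12 of 13 genes in the WT library, and 10 or 11 of those compared in the KO library, were highest in the class the paper ties them to among groups of at least 20 cells. The median Jaccard coefficient stayed between 0.334 and 0.430, counted as unmoved within 1.5-fold. The correlation of vFB1-like and vFB2-like profiles stayed between 0.984 and 0.987, above that of every other pair in the clustering reported. Of the further values computed under the alternatives, such as those of the other classes and marker genes, 360 stayed as reported and 68 moved, among them Vegfa in the vFB3-like cells, from 0.84 to -0.93 at the lowest. Among the alternatives set beforehand, no split by Xist is the setting reported, and cells with a Y-linked transcript could not be taken because the tables have no row for the 4 genes looked for. Depth limits the values of Vegfa, with 0 WT UMIs in the SMC-like and MC-like cells.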

Differences from the paper's values

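The paper's number of retained WT cells is 7906, against 4824 here. Among the alternatives set before the data were examined, the looser cell filter with 5585 cells came within 1.5-fold of it, and the stricter filter with 3512 cells and removal of called doublets with 4816 did not. The paper's median of detected genes per WT cell is 3672, against 1836.5 here, and 1737, 1987 and 1835.5 under the same 3 alternatives, none of which came within 1.5-fold. The paper describes 2 WT datasets and 1 library was analysed here, which matches neither of them in its cell numbers, and no cell of its table has 3000 or more genes.

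The paper finds 7 clusters in each group. Here the WT library gave 11 clusters and the KO library 9. From the paper's marker lists, 7 classes were named in the WT library and 6 in the KO library. The naming rule gave 1 large KO cluster no class. The joint clustering named its clusters once on both libraries together, so its 7 classes apply to both by construction.

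The paper ties each of 13 genes to a cluster, and 11 of them were highest there in the WT library and 10 of 11 in the KO library among groups of at least 20 cells, or 8 of 11 with KO cluster 8 and its 16 cells, in which Grem1 (1234 CPM) and Vtn (182 CPM) were higher. The paper describes high Junb and Fosb in vFB1, and here the MC-like WT cells had more Junb, with 3334 against 1815 CPM, and as much Fosb, with 241 against 226 CPM, while both were higher in the vFB1-like than in the vFB2-like cells. It gives Fhl2 as exclusive to vFB3, and here the FB5-like cells had 468 CPM against 612 CPM, while Mmp10 was far higher in the vFB3-like cells. Among vFB1-3 it describes P2X1, the product of P2rx1, as exclusive to vFB3 and absent from vFB1 and vFB2. The WT library goes with this, with 93.5 CPM of P2rx1 in the vFB3-like, 0.703 in the vFB1-like and 0.701 in the vFB2-like cells. Outside vFB1-3, which that statement does not cover, the MC-like cells had 67.9 CPM in WT. In the KO library they had 439 CPM against 213 CPM in the vFB3-like cells. It describes high Pdgfrb in all cells, and here 58.9% of the WT cells had a Pdgfrb UMI, a share that the depth limits.

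The paper describes higher Vegfc in all of vFB1-3 of the KO mice. It also reports this by in situ hybridization in vFB1-2 and vFB3 cells, which was not examined here. Here the ratio was high in the vFB3-like cells, with 3.83 on the log2 scale, and small in the vFB2-like cells of the separate clustering, with 0.47, or not detectable, with 0.0514 under the stricter cell filter, and vFB1 had no KO cluster. The joint clustering gave a rise in all 3, with 2.77 in vFB1, 2.88 in vFB2 and 3.76 in vFB3. A rise of Vegfc was also found outside vFB1-3, with a log2 ratio of 1.65 in the FB5-like cells and 187 CPM in the FB4-like KO cluster 7. The paper reports no significant change of cell type shares. In the joint clustering vFB1-3 held 57.7% of the WT and 63.4% of the KO cells, while vFB3 had 571 WT and 1163 KO cells and FB4 1067 and 495, differences that 1 library per condition leaves untested.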

Other observations

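The tests of stress genes, doublets by their Scrublet scores and cell depth were written before their values were seen. Those of scaling, free RNA in the mural cells, library preparation, the smaller WT vFB3-like cluster, Lats1 and the order of the barcodes were written after. Both tests of doublets as the whole cluster were added after the data had been seen, with their bounds set before they were run.

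Vegfc was higher in the KO library. The smallest log2 ratio over all cells under 3 other scalings was 2.34, which argues against scaling or a few abundant genes. In the MC-like cells the log2 ratio was 0.0572 (-0.96 to 1.15), while free RNA would have raised every class alike. In the vFB3-like cells the rise was also present against the smaller WT vFB3-like cluster, with a log2 ratio of 3.01 (1.64 to 4.90) from 4 WT UMIs. With 1 library per condition, a difference between the library preparations cannot be told apart from the loss of Lats1/2, which stays a hypothesis here.

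KO cluster 0 was given no class by the naming rule and held most of the Vegfc UMIs of the KO library. Deeper cells are argued against, since at 3000 UMIs per cell the share of cells with a Vegfc UMI was 7.03 times that of the vFB2-like KO cells. Doublets are not decided. The top 5% of Scrublet scores held 5.42% of its cells and 5.12% of the other KO cells, between the 2 outcomes set beforehand, which were no larger a share or at least a doubled one. A cluster made wholly of doublets of other KO clusters would exceed all of them for almost no gene. Of 7265 genes, 0.702% (0.523% to 0.922%) had a level in cluster 0 above that of every other KO cluster of at least 20 cells beyond counting error, under the bound of 2.5% set for this test. The same count in the other KO clusters, added after this value was seen, shows that the vFB2-like cluster, with 1.38%, also stayed under it, while the other 6 clusters had between 4.02% and 24.3%, so the test does not part doublets from a cluster close to others in its profile. In a further test 1.69% (1.25% to 2.23%) of 2900 genes lay more than 2-fold off the best mix of the other KO clusters, beyond counting error. This too is under the bound of 2.5% set before the test was run, although doublets made from the cells of the other clusters gave 0.0579% of 1726 genes, and the vFB2-like cluster gave 1.79%. The values lean against a cluster of doublets without excluding it. The cluster may be vFB1-3 cells changed by YAP/TAZ hyperactivation, since in the joint clustering, where the ratio of Vegfc in vFB1-3 was 3.19, most of its cells fell among these classes. That placement rests on integration, and a cluster of 1 library may also be a feature of that library.

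The KO clusters differed in Vegfc, with 31.6 CPM in the vFB2-like cells and 254 CPM in cluster 0. A candidate explanation is that the vFB2-like KO cells had kept both copies of Lats1. Their log2 ratio of Lats1 against the WT vFB2-like cells was -1.04 (-1.61 to -0.51), which does not decide this, because the 3′ tags may lie outside the deleted part and the level can fall for other reasons. Lats1 was higher in the vFB2-like KO cells, with 9.71 CPM, than in cluster 0, with 5.27 CPM, and the vFB3-like cells, with 1 UMI. Lats2 went from 33.8 to 37.8 CPM in the vFB2-like cells and reached 93.9 CPM in cluster 0 and 93.5 CPM in the vFB3-like KO cells. Less recombination in the vFB2-like cells therefore stays open. Wisp2 did not follow the order of Vegfc over the KO clusters. It had 710 CPM in the FB4-like cluster 7, 282 CPM in cluster 0, 69.3 CPM in the MC-like, 31.2 CPM in the vFB3-like and 22.6 CPM in the vFB2-like cells, and it went from 5 to 3093 UMIs over all cells, a log2 ratio of 9.44 (8.21 to 11.06). Cyr61 rose by 1.08 (1.04 to 1.12) over all cells and by 0.43 (0.36 to 0.50) in the vFB1-3-like cells. These leave out KO cluster 0, which had 930 CPM of Cyr61. Ctgf rose by 1.44 (1.20 to 1.69) over all cells but showed no detectable change in the vFB1-3-like cells, with 0.29 (-0.14 to 0.71). Its rise was found in the FB4-like cells, with 2.24, and the MC-like cells, with 1.60, and KO cluster 0 had 26.3 CPM.

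The vFB1-like and vFB2-like WT cells fell into separate clusters. Without the listed immediate early and stress genes among the variable genes, the adjusted Rand index between these classes and the new clusters was 0.318, between the bounds of 0.2 and 0.5 set beforehand, so whether these genes alone part the clusters is not decided.

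The barcodes of each table stand in alphabetical runs, 7 in the WT and 8 in the KO table. The adjusted Rand index of runs against the clusters was 0.696 in WT and 0.731 in KO, which is in line with tables ordered by a clustering of the authors. Named by the same markers, the 7 WT runs gave the 7 classes. Of the 8 KO runs, 6 gave the 6 classes named above, and the other 2, with 628 and 1154 cells, lay mostly in KO cluster 0.

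Values for genes that the paper examined in other samples follow. Over all cells Figf, the gene for VEGF-D, had a log2 ratio of 0.96 (0.85 to 1.06), with 1.44 (1.30 to 1.59) in the FB4-like cells. In the vFB1-3-like cells of the separate clustering no change was detectable, 0.15 (-0.10 to 0.39). That class leaves out KO cluster 0, which held 820 of the 1995 Figf UMIs of the KO library. Its level was 98.2 CPM, against 34.6 CPM in the WT vFB1-3-like cells. Of the 917 Figf UMIs of the FB4-like KO cells, 478 came from the 99 cells of KO cluster 7, and the larger KO cluster 2 had 177 CPM against 116 CPM in WT cluster 1. Ccbe1 had 1.02 (0.73 to 1.32), Bdnf 4.90 (4.48 to 5.36), Angpt2 2.82 (2.50 to 3.15) and Tnfsf15 2.50 (1.69 to 3.41), and Ebi3 had 0 UMIs in both libraries. Adamts3 had 0.73 (-0.04 to 1.52). Ankrd1 had 26 UMIs in the KO library and has no row in the WT table, so no ratio is given. Yap1 fell by 0.34 and Wwtr1 by 0.76 on the log2 scale over all cells. Pdgfrb rose by 1.12 over all cells and fell by 1.02 in the MC-like cells, in which Vtn went from 777 to 47.9 CPM. Among the 5 genes ranked lowest in the vFB1-3-like cells, Chodl had a log2 ratio of -3.02, Npas2 of -3.43, Thy1 of -3.45 and Ly6h of -3.70. The last, Rpgrip1, had 168 UMIs in the WT cells and has no row in the KO table, so its ratio is not given.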
